# Differential Regulation of Gonadotropins as Revealed by Transcriptomes of Distinct LH and FSH Cells of Fish Pituitary

**DOI:** 10.3390/ijms22126478

**Published:** 2021-06-17

**Authors:** Lian Hollander-Cohen, Matan Golan, Berta Levavi-Sivan

**Keywords:** LH, FSH, pituitary, GPCR, gonadotropins, neuropeptides, cck, GnRH

## Abstract

From mammals to fish, reproduction is driven by luteinizing hormone (LH) and follicle-stimulating hormone (FSH) temporally secreted from the pituitary gland. Teleost fish are an excellent model for addressing the unique regulation and function of each gonadotropin cell since, unlike mammals, they synthesize and secrete LH and FSH from distinct cells. Only very distant vertebrate classes (such as fish and birds) demonstrate the mono-hormonal strategy, suggesting a potential convergent evolution. Cell-specific transcriptome analysis of double-labeled transgenic tilapia expressing GFP and RFP in LH or FSH cells, respectively, yielded genes specifically enriched in each cell type, revealing differences in hormone regulation, receptor expression, cell signaling, and electrical properties. Each cell type expresses a unique GPCR signature that reveals the direct regulation of metabolic and homeostatic hormones. Comparing these novel transcriptomes to that of rat gonadotrophs revealed conserved genes that might specifically contribute to each gonadotropin activity in mammals, suggesting conserved mechanisms controlling the differential regulation of gonadotropins in vertebrates.

## 1. Introduction

The gonadotropin hormones (GtHs), including luteinizing hormone (LH) and follicle stimulating hormone (FSH), are glycoproteins produced by the pituitary gland that are required for normal reproductive function and gonad development in vertebrates. As part of the hypothalamus–pituitary–gonad (HPG) axis, their expression and release are mainly regulated by hypothalamic gonadotropin-releasing hormone (GnRH) and their effects on the gonads are distinct; FSH stimulates the growth of ovarian follicles in females and spermatogenesis in males, while LH induces ovulation in females and spermiogenesis in males [1,2]. The unique secretion pattern of each gonadotropin dictates the reproductive state of the organism and is crucial for maintaining a healthy reproductive state [3].

In mammals, both gonadotropins are secreted from a population of the same cell type, the gonadotroph. The differential secretion of each hormone is regulated by different hypothalamic and systemic hormones. GnRH is considered the main hormone known to directly stimulate differential GtH secretion. It is secreted in a pulsatile manner, where low-frequency GnRH pulses tend to release FSH and high-frequency GnRH pulses stimulate LH release [3,4]. Additional hormones that interact with GnRH signaling, like activin/inhibin, different feedback mechanisms involving gonadal steroids [5], and different autocrine/paracrine/juxtacrine pathways [6] were also shown to regulate the differential secretion of LH and FSH. In teleosts and mammals, it has been recently established that GnRH is part of an orchestra of different neuropeptides that together control the synthesis and release of FSH and LH [7,8]. Different hypothalamic neurohormones were shown to affect gonadotropin secretion like kisspeptin [9,10,11,12,13], neurokinin B (NKB) [14], LPXRFa peptide [9,15], spexin [16], and more, some of which suggest a direct regulation on the gonadotropic cells. Nevertheless, the exact cellular mechanism and hormone regulation that leads to the differential secretion and transcription of LH and FSH remain unknown.

Teleost fish are a particularly attractive model to dissect the differential regulation of GtH synthesis/secretion since, in contrast to mammals, LH and FSH are produced in discrete cell populations. We previously demonstrated the unique spatial organization in the fish pituitary gland of each cell type using transgenic tilapia expressing GFP in FSH cells and mCherry in LH cells [17,18]. LH cells exhibit close cell–cell contacts and form a continuous network throughout the gland, while FSH cells were more loosely distributed but maintained some degree of cell–cell contact by virtue of cytoplasmic processes. The unique spatial distribution of these cell types had also manifested functional differences like gap–junction potentiation of LH secretion across the population of cells in response to GnRH [17].

We took advantage of these discrete LH and FSH populations in teleosts to reveal the transcriptional basis underlying their differential secretion. Using transgenic tilapia with fluorescent-labeled gonadotrophs, we performed RNA-seq on purified LH and FSH cells from the pituitaries of transgenic males and females. We found distinct genes which are enriched in each cell type and reveal new candidates that may directly regulate LH or FSH and different cellular pathways that are unique to each GtH cell type. We also identified conserved genes between mammals and teleosts that specifically regulate LH or FSH cell activity by comparing the fish cell specific gene expression to that of the rat gonadotroph, thereby identifying genes that may suggest functions which are unique to each hormone, allowing them to be synthesized/secreted in a differential manner while being regulated by the same GnRH hormone and secreted from the same cell.

## 2. Results and Discussion

### 2.1. The Emergence of the Mono-Hormonal System from Bi-Hormonal Gonadotrophs

The pituitary gland is a vertebrate novelty and is derived from the adenohypophyseal neurogenic placode [19]. Among different taxa and classes there are significant variations in the organization of the gonadotropic cells in the pituitary gland (Figure 1). In lampreys, an ancient jawless fish, the pituitary contains a proto-glycotrope secreting two hormones: thyrostimulin and only one glycoprotein hormone [20,21,22]. Although cartilaginous fishes possess two gonadotropins [23], their cellular distribution is unknown. Two different morphological phenotypes of gonadotrophs emerged in later evolved vertebrates, with some lineages evolving bi-hormonal cells (one cell secreting both LH and FSH: amphibians, reptiles, and mammals) and some evolving mono-hormonal cells (two cells secreting each a different gonadotropic hormone: teleost and avian). It is very tempting to think that this phenomenon will have an evolutionary common origin, but it seems that this is a case of convergent evolution since only two very distant vertebrate classes demonstrate the mono-hormonal strategy: teleosts [1] and birds [24] (Figure 1).

Interestingly, both mono-hormonal classes have evolved from bi-hormonal classes. In teleosts, it seems that the mono-hormonal system had evolved somewhere in the course of the actinopterygian radiation, as a fish from the polypteridae (*Sadddled bichir*), a basal family in this class, contain bi-hormonal morphology while a fish from the more advanced acipenseridae family in this class (Sturgeon) exhibit the mono-hormonal morphology, suggesting that the mono-hormonal system might be present in fish that do not belong to the teleost order. Unfortunately, no evidence regarding the gonadotrophs morphology exists in other fish orders except the ones mentioned in Figure 1.

How this unique change in the cell morphology contributes to the reproductive strategy and functionality of these classes via the HPG axis is an enigma. We can speculate that the evolutionary pressure for the segregation of those two cells is either due to a unique functionality of LH or FSH in those organisms or a unique regulatory process of their activity, directly linking between reproduction and different metabolic processes like growth, feeding and homeostasis. Since LH activity in vertebrates is well characterized and essentially conserved [43,44], we suspect that FSH might exhibit an unknown regulatory activity which is unique to teleosts. By revealing conserved genes between a mono-hormonal and a bi-hormonal organism, we were able to contemplate which of the functions identified in each cell type had a common source and which had uniquely evolved within the mono-hormonal system, thereby establishing the basis for understanding the unique functionality and regulation of each hormone in the different lineages.

### 2.2. The Isolation of LH and FSH Cells

Confocal imaging of double-labeled pituitary expressing RFP in LH cells and GFP in FSH cells confirmed the expression of the fluorophores in the proximal pars distalis (PPD), (Figure 2A) where each fluorophore was expressed exclusively in different cell types. FSH cells are located dorsally to the LH cells closer to the dorsal projections of the pars nervosa (PN) and both cell types are distributed from the ventral to the posterior side of the pituitary as was shown before for mono-labeled transgenic fish [17,45]. Even though fish pituitary morphology is very distinct, its development, major compartments, and functions within the HPG axis are well conserved with other vertebrates [46,47].

In order to achieve specific separation of LH or FSH expressing cells, we used FACS to sort the double labeled pituitaries. Four fractions of cell populations were collected (Figure 2B): GFP-positive FSH cells only, RFP-positive LH cells only, negative (non-fluorescent) cells, and RFP and GFP positive double-labeled cells. The double-labeled fraction was not subjected to any further analysis since it probably contained doublets of LH and FSH cells. The sorting was performed four times for male pituitaries and four times for female pituitaries, where each fraction contained between 23,397 to 60,000 cells and extracted between 0.97 ng/μL to 4.3 ng/μL total RNA (emerging from 16–20 pituitaries/batch/sex) (Figure 2C). Before each FACS procedure, a sample of 100 μL from the cell solution was collected, which yielded between 1.08 ng/μL to 49 ng/μg total RNA (Figure 2C). Real-time PCR validation of LHβ subunit (*lhβ*), FSHβ subunit (*fshβ*), and growth hormone (*gh*) revealed that the cells were successfully separated (Figure 2D), as their corresponding hormones were enriched in the respective fractions. GH, a highly expressed pituitary hormone [27,48], was expressed only in the negative fraction and in the fraction that contained cells before sorting where all pituitary hormones are expressed. We can therefore conclude that our sorting strategy generated highly enriched LH and FSH cell fractions that allowed us to confidently attribute the molecular signature revealed by the transcriptome analysis to a specific cell population.

### 2.3. Identifying Enriched Genes in Both FSH and LH Cells

To identify the enriched genes (EG) in each cell type, we compared the expression of genes in each gonadotroph library to the negative library. 

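The libraries come from mature male and female Nile tilapia that carry red fluorescent protein in LH cells and green fluorescent protein in FSH cells. Dispersed pituitaries were sorted by fluorescence into LH, FSH and negative (non-fluorescent) fractions, with 4 sorts per sex, so that each fraction has 4 libraries in each sex and 24 libraries are used here. The sample labels give 20 pituitaries per sort, and the paper gives 16 to 20 in its text and 16 to 21 in the legend of Figure 2. The libraries were made with a stranded total RNA kit for low input and sequenced from 1 end. The authors trimmed the reads with Trim Galore, mapped them with STAR to the O_niloticus_UMD_NMBU assembly, removed ribosomal and bacterial reads, and assigned the uniquely mapped reads to known genes. The paper's text does not name the program that counted them. With DESeq2 they divided each library's counts by a size factor, and deposited these normalized reads (NR) beside their log2 fold changes and adjusted p-values, in a table for each sex.
The male table holds 2392 genes and the female table 1849, and 1309 genes are in both. Every gene in them has a log2 fold change above 1 in LH or FSH cells in the authors' deposited table. Adjusted p-values computed from these tables therefore cover only genes that were already selected as enriched in the same libraries. In the male table the gene names stood 1 line away from their values. With the names moved by 1 line, the log2 fold changes computed from the NR correlated across genes with those of the authors' deposited table at r = 0.988 for LH and 0.992 for FSH, against 0.182 and 0.0687 before the move. The female names were used as deposited (r = 0.984 and 0.988 with the authors' deposited table, across genes, which are not independent replicates).
Every NR value was a whole multiple of the value of 1 read in its library, which gives the reads behind it. Reads on the genes of the tables numbered 362952 to 512008 (median 391863) per library in male LH cells, 771683 to 2004647 (median 803512.5) in male FSH cells and 173803 to 243837 (median 235431.5) in the male negative fraction. In females they numbered 110893 to 275068 (median 209782) in LH cells, 146817 to 520458 (median 405858) in FSH cells and 69091 to 135385 (median 115293) in the negative fraction. The paper's mean depth over all known genes is 2300000, 4200000 and 2800000 reads in male LH, FSH and negative libraries and 1600000, 1500000 and 1400000 in females. The tables' genes hold 7.77% (female negative) to 26.1% (male FSH) of those depths, and the NR use the authors' size factors. A level of 3 reads, taken as the limit of detection, equals 1.22 to 7.21 NR depending on the library. It covers counting error only, and a fold against a group that lies at or below it in all libraries is given as a lower bound.
From there, log2(NR + 1) was fitted with limma in each sex, with 4 libraries in each of the 3 fractions and a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg (BH) method over the genes of the table. A gene is called enriched at a log2 fold change above 1 and a BH-adjusted p below 0.05. An alternative adjustment over all genes of Table S8 counts each gene outside the tables as having a larger p than those inside. It is the strictest bound, so a call lost under it alone is not shown to fail an adjustment over all measured genes. On this scale the changes of genes with few reads are understated. Groups are described as separate where all 4 libraries of one lie above all 4 of the other, and as overlapping otherwise. The sexes were normalized separately, so only fold changes within a table are compared between them. Positions are those of the same assembly, whose annotation matched 2012 genes of the male table and 1583 of the female table.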

Due to the high number of genes expressed in LH and FSH cells, we only investigated the genes that are enriched in each gonadotroph type compared to the rest of the cells in the pituitary; therefore genes that are common to LH or FSH and might also be expressed in other cell types are not discussed in the current work. The fold change expression of nine known genes of pituitary hormones were validated (Figure 3A); lhβ, fshβ, glycoprotein α-subunit (*gcα*), gh, two isoforms of prolactin (*prl(1)* and *prl(2)*), thyroid-stimulating hormone (*tshβ*), somatolactin (*sl*), and pro-opiomelanocortin (*pomc*). LH and FSH cells fractions were enriched specifically with their cognate hormones (*lhβ* and *fshβ*, respectively) and the rest of the hormones were highly expressed in the negative fraction.

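The gene for lhβ (LOC100534501) lies on linkage group 13 from 5233419 to 5236091 of O_niloticus_UMD_NMBU, and that for fshβ (fshb) on linkage group 1 from 10247789 to 10250820. In males, lhβ had 5653 ± 2989 NR (SD, n = 4) in LH cells, 20.3 ± 8.86 NR in FSH cells and 15.7 ± 13.9 NR in the negative fraction. Its log2 fold change in LH cells against negative was 8.74 (standard error 0.54, limma BH-adjusted p = 2.88e-08, groups separate), and in FSH cells 0.70 (standard error 0.54, limma BH-adjusted p = 0.226, groups overlapping). In females, lhβ had 1335 ± 306 NR in LH cells, 12.8 ± 1.04 in FSH cells and 7.51 ± 5.20 in the negative fraction, with log2 fold changes of 7.50 (standard error 0.36, limma BH-adjusted p = 1.37e-11, groups separate) in LH cells and 0.93 (standard error 0.36, limma BH-adjusted p = 0.020, groups overlapping) in FSH cells. The lhβ level of 1 library, male LH replicate 1, stood apart at 10131 NR.
For fshβ, the male FSH libraries had 48574 ± 20718 NR, the LH libraries 194 ± 117 and the negative libraries 106 ± 62.8. The log2 fold change was 8.98 (standard error 0.49, limma BH-adjusted p = 1.02e-09, groups separate) in FSH cells and 0.91 (standard error 0.49, limma BH-adjusted p = 0.108, groups overlapping) in LH cells. Female FSH cells held 33948 ± 8762 NR of fshβ, LH cells 37.1 ± 10.0 and the negative fraction 34.9 ± 24.6, which gives 10.09 (standard error 0.34, limma BH-adjusted p = 6.87e-15, groups separate) in FSH cells and 0.28 (standard error 0.34, limma BH-adjusted p = 0.543, groups overlapping) in LH cells. Among the other settings tried, a pseudocount of 5 moved the female lhβ value most, to 6.81, and leaving out the third sort moved the female fshβ value most, to 10.63. The difference between the sexes in these log2 fold changes was 1.24 (standard error 0.69, limma BH-adjusted p = 0.227) for lhβ in LH cells and -1.11 (standard error 0.64, limma BH-adjusted p = 0.373) for fshβ in FSH cells. The genes for gh, prl, tshβ, pomc and sl are in neither table and are not analysed here.

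**Figure D1:**
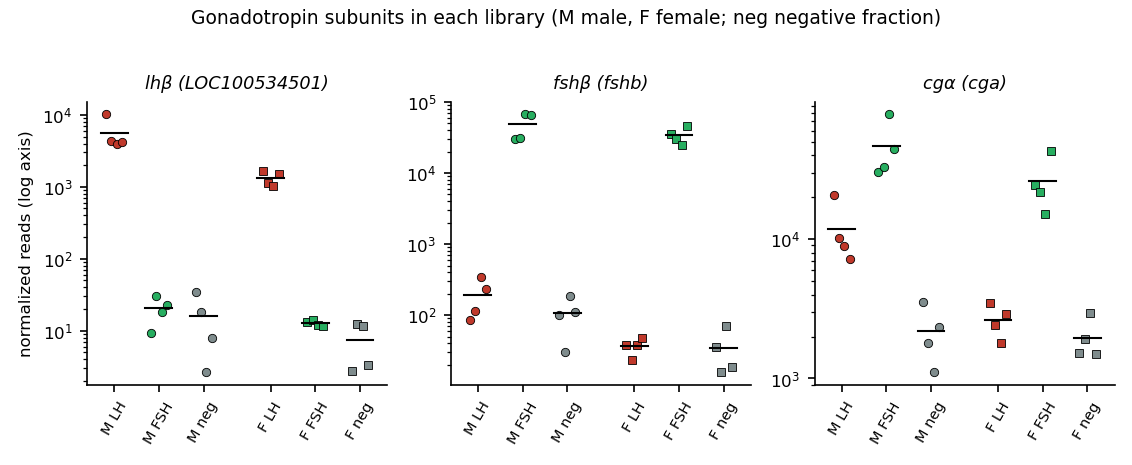
Normalized reads of lhβ, fshβ and cgα in each library, on a log axis, by fraction and sex; lines are group means of 4 libraries. The lhβ reads of the male LH libraries range from 3970.5 to 10131 and those of the male FSH libraries from 9.36 to 30.6.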

In addition, three genes had higher expression in the gonadotrophs fractions compared to the negative fraction: *cgα*, *pomc*, and *sl*. 

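The gene for cgα (cga) lies on linkage group 19 from 13536066 to 13537615 of O_niloticus_UMD_NMBU. In males it had 11779.7 ± 6068 NR (SD, n = 4) in LH cells, 46540 ± 22057 NR in FSH cells and 2194 ± 1025 NR in the negative fraction. Its log2 fold change was 2.43 (standard error 0.38, limma BH-adjusted p = 6.84e-05, groups separate) in LH cells and 4.42 (standard error 0.38, limma BH-adjusted p = 4.98e-08, groups separate) in FSH cells, and FSH cells stood above LH cells (LH against FSH -2.0, limma BH-adjusted p = 3.08e-04, groups separate). In females the levels were 2649 ± 713 NR in LH cells, 26138 ± 12063 NR in FSH cells and 1967 ± 683 NR in the negative fraction. Female FSH cells were enriched, with 3.68 (standard error 0.31, limma BH-adjusted p = 3.70e-09, groups separate), while the LH value of 0.45 (standard error 0.31, limma BH-adjusted p = 0.266, groups overlapping) did not exceed the spread between libraries. The difference between the sexes in the LH log2 fold change was 1.98 (standard error 0.52, limma BH-adjusted p = 0.0153), against a median of 0.53 over the 1309 genes in both tables. That call was lost without replicate 2, without replicate 3, and after centring on the median, an alternative chosen after seeing the data.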

As expected, the cgα of the heterodimeric hormones LH and FSH was also enriched in the LH and FSH fraction—but to a lower extent, probably due to the fact that it is also a part of the heterodimeric glycoprotein hormone TSH which is highly expressed in the negative fraction. Surprisingly, *pomc* and *sl* have low fold change expression in the LH fraction; both hormones are complex and less studied in the pituitary glands of teleosts. *Pomc* encodes multiple neuropeptides and has three different subtypes in teleost [49,50]. The *sl* gene is identified only in fish and some amphibians [51], and exhibits different functions in different fish species [52]. Their low expression can be either due to small contamination of these cells in this fraction or an endogenous expression of the hormone in these cells. In order to reduce the chance of cross-contamination, only genes that had a fold change higher than 2 were used in the clustergram analysis to identify EGs in the gonadotroph, thereby ensuring the elimination of genes from unwanted cells contamination in the FACS procedure.

Clustergram analysis of the EGs (Fold change > 2, false discovery rate (FDR) corrected *p* < 0.05) showed a clear separation between the different cell types in male and female (Figure 3B,C, respectively) where the experimental repeats of each cell type were clustered together. 

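The tree was rebuilt from the NR of the 2392 male and 1849 female genes, with each gene scaled to z-scores over the 12 libraries of a sex, Euclidean distance and complete linkage. When the tree of the libraries was divided into 3, all 12 male and all 12 female libraries fell into the group of their own fraction. The same held for 12 of 12 libraries in each sex when log2 values were scaled in place of NR, and with average linkage. These genes were chosen by the authors for their difference from the negative fraction in the same libraries, so a separation of LH and FSH cells from the negative fraction is built into the table. Between LH and FSH cells, 356 genes were called higher in LH cells and 613 higher in FSH cells in males, and 453 and 880 in females (limma, log2 fold change beyond 1 and BH-adjusted p below 0.05).
In males the largest LH excess among genes with separate groups was at the uncharacterized gene LOC109201927, with 1307 ± 479 NR (SD, n = 4) in LH cells and 2.73 ± 2.57 NR in FSH cells and a log2 ratio of 8.71 (limma BH-adjusted p = 7.79e-10, groups separate). It was followed by ptprm (8.07). In females LOC109201927 had 1114 ± 420.1 NR in LH cells and was at 0 in all 4 FSH libraries, a ratio of at least 287-fold. The others among the 3 largest fitted ratios were LOC100700404, at least 148-fold, and LOC100700187, at least 175-fold. These lower bounds do not set an order between them. Low FSH levels make up most of these ratios. In the authors' deposited table, LOC109201927 has log2 fold changes against negative of 1.89 in male LH and -6.81 in male FSH cells. Ptprm has 2.02 and -6.60. In female LH cells LOC109201927, LOC100700404 and LOC100700187 have 1.23, 1.11 and 1.56. In the opposite direction the 3 largest FSH excesses were at the same genes in both sexes: fshβ, with log2 ratios of LH to FSH of -8.07 in males and -9.81 in females, pde6h (LOC100690909), with -6.22 and -7.43, and tnfaip2 (LOC100693617), with -6.24 and -7.42. The last overlaps another tnfaip2 gene in the annotation, so its reads are uncertain.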

We categorized the genes in each sex into three groups: enriched in LH cells, enriched in FSH cells, and enriched in both cell types. In total, males exhibit 1499, 438, and 456 genes uniquely enriched in FSH, LH, and both cell types respectively, and females exhibit 1319, 473, and 57 genes uniquely enriched in FSH, LH, and both cell types, respectively. 

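The groups were rebuilt from a tree of the genes divided into 3, as in the paper's clustergram, with z-scores of NR, standardized Euclidean distance and complete linkage. A group was named FSH, LH or both after the fractions in which its mean z-score was above 0. In males this gave 1907, 343 and 142 genes enriched in FSH, LH and both cell types, and in females 1442, 407 and 0. The size of the group for both cell types depended on where the tree was divided. Divided into 4, the tree gave 455, 343 and 1594 genes in males and 1116, 407 and 326 in females, in the same order. With log2 values in place of NR, the male groups held 225, 308 and 1859 genes, and with average linkage 1931, 453 and 8. Without replicate 3 the male tree placed 2064 genes in the group for both cell types and 0 in the FSH group.
The groups were also set from the limma calls against the negative fraction, without a tree. In males 999 genes were called in FSH cells only, 411 in LH cells only, 814 in both and 168 in neither. The female numbers were 1146, 384, 143 and 176. The comparisons of both cell types use the same negative libraries, which can make calls coincide, and how many of the 814 and 143 genes that accounts for was not tested.

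**Figure D2:**
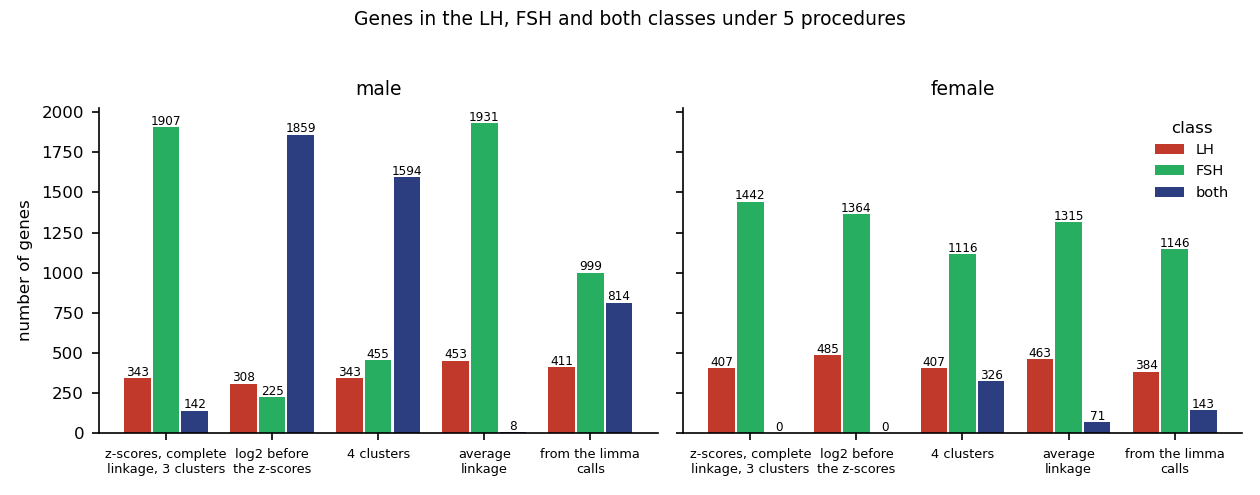
Number of genes in the FSH, LH and both groups of each sex, by the procedure used to form the groups. The male group for both cell types ranges from 8 genes with average linkage to 1859 with log2 values.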

In both sexes, the FSH group has higher number of enriched genes suggesting that FSH cells differ more from the rest of the pituitary cells.

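Against the negative fraction, 1813 genes were called enriched in FSH cells and 1225 in LH cells in males, and 1289 and 527 in females (limma, log2 fold change above 1 and BH-adjusted p below 0.05). Of these, 1811 male FSH genes, 1190 male LH genes, 1286 female FSH genes and 502 female LH genes also passed both limits in the authors' deposited table. Lower than in the negative fraction were 180 genes in FSH cells and 15 in LH cells in males, and 347 and 21 in females. A cutoff at a log2 fold change of 2 moved the counts most, to 574 genes in FSH cells and 214 in LH cells in males and 376 and 78 in females. The count for FSH cells was the larger in each sex under all settings tried for these calls, the fits that left out a replicate or a library included. The genes in the tables had been selected for enrichment in either cell type, so these numbers count genes within that selection.

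**Figure D3:**
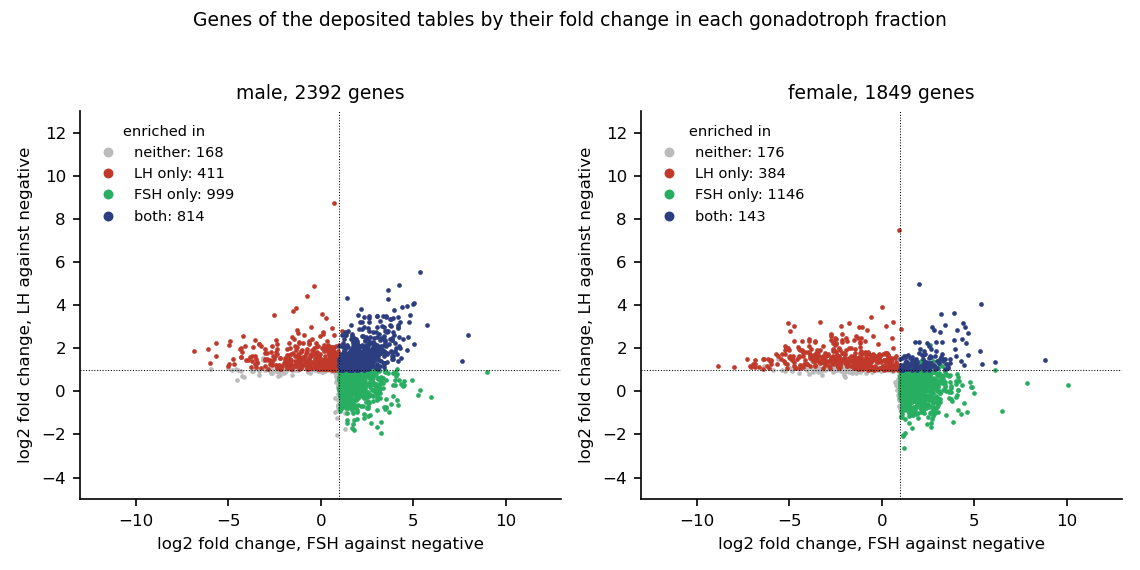
Log2 fold change of each gene in LH cells (vertical) against that in FSH cells (horizontal), both relative to the negative fraction, for each sex; colours give the limma calls and dotted lines a log2 fold change of 1. Genes called in FSH cells outnumber those called in LH cells in both panels.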

In a Venn diagram combining the distribution of EGs in the different sexes and cell types (Figure 3D), the FSH fraction had more shared genes between the different sexes (965 shared genes vs. 524 and 230 genes uniquely expressed in males and females, respectively) compared to the LH fraction, which exhibits more unique genes in each sex (292 genes in females and 262 genes in males while only 157 genes are common to both), suggesting that LH cells are more sex-specific than FSH cells. Moreover, the sex- and cell-specific enriched genes can give us a clue regarding the factors that elicit LH-specific or FSH-specific regulation.

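With groups from the tree of each sex, 1103 genes were in the FSH group of both sexes, 804 in that of males only and 339 in that of females only. The LH groups shared 117 genes, with 226 in males only and 290 in females only. A share of 49.1% of 2246 FSH genes and 18.5% of 633 LH genes was thus common to both sexes (odds ratio 4.26, Fisher's exact test, two-sided p = 2.87e-46). This difference changed sign with log2 values before the z-scores, a setting chosen for this comparison after seeing the data, where 11.6% of FSH genes and 21.3% of LH genes were shared. With groups from the limma calls it kept its direction, with 33.6% and 20.1%.
These shares depend on which genes each table holds and on the size of each group. Among the 1309 genes that both tables hold, 79.1% of the male LH group was in the LH group of females, where groups of these sizes would share 10.6% by chance. For the FSH group the values were 98.7% and 89.4%. When each LH gene was matched to an FSH gene of similar fold change and level, 34.6% of LH and 42.1% of FSH genes were shared in males (335 pairs, Fisher's exact test, two-sided p = 0.0564), and 29.2% and 71.9% in females (391 pairs, p = 1.66e-33). With groups from the larger fold change the sexes changed places, with 44.7% and 64.9% in males (291 pairs, Fisher's exact test, two-sided p = 1.25e-06) and 35.8% and 40.6% in females (399 pairs, p = 0.190). On simulated data this grouping placed 99.5% to 100% of the genes of each group correctly, and the tree failed in females. The simulated fold changes were larger at their median than those of the real groups of this kind, whose medians were 1.38 to 2.22. This accuracy therefore does not carry over to genes near the cutoff.
The difference between the sexes was also tested gene by gene, as the interaction of sex and fraction in limma over the 1309 genes, where the separate scaling of the tables cancels. In LH cells 167 genes had a BH-adjusted p below 0.05, of which 163 had the higher fold change in males, and in FSH cells 18, of which 15 were higher in males. The median difference was 0.53 on the log2 scale in LH cells and 0.29 in FSH cells, so a general shift underlies part of these counts. After centring on that median, an alternative chosen after seeing the data, 11 genes were past the threshold in LH cells and 6 in FSH cells. With the sort as a block the counts were 244 and 40. Leaving out replicate 3 of each group changed them most, to 8 in LH cells and 3 in FSH cells.
From the larger number of genes that FSH cells share between the sexes, and the larger share of LH genes found in a single sex (Figure 3D), the paper proposes that LH cells are more sex-specific than FSH cells.

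**Figure D4:**
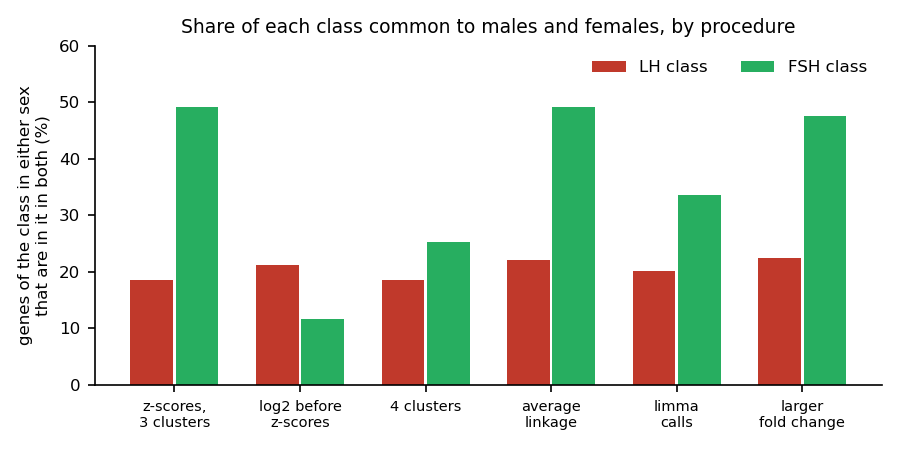
Percent of the genes in the LH or FSH group of either sex that are in that group in both sexes, under 6 ways of forming the groups. The FSH bar is the taller in all but the log2 setting, at 49.1% against 18.5% in the first.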

### 2.4. Functional Annotation of Enriched Genes in LH and FSH

Functional analysis performed on the specifically enriched genes of LH or FSH cells (Figure 4) revealed that the gene ontology (GO) annotations containing the highest amount of functions are common to both LH and FSH cells, supporting the hypothesis that the cells shared a common ancestor, while the different gene repertoires in each cell reveals different mechanisms that allowed for the differential transcription/secretion of each GtH.

The most enriched GO clusters in both cell types are related to channels and ion regulation (like “transporter activity”, “ion channel activity”, “cell–cell signaling” and “plasma membrane”). The excitability of gonadotropic cells and other endocrine cells in the pituitary have been extensively studied over the years [16,53,54,55,56,57,58]. The electrical activity of the gonadotrophs is considered the key factor for the episodic and synchronized activity of those cells [59]. Since most of the studies have been conducted in mammals (where both gonadotropins are secreted from a common cell), the exact electrical properties that differentially regulate LH or FSH secretion and expression remain elusive. In fish, even less is known regarding the different electrical properties of LH and FSH. Different electrical properties between LH and FSH cells have been shown in Atlantic cod (*Gadus morhua*) dispersed pituitary cells, where each cell exhibit different voltage depended current and tail current (KCa) profiles [58]. Additionally, LH and FSH cells exhibit different calcium responses to GnRH stimulations in an intact pituitary and brain preparation of medaka [60]. In our transcriptome analysis, different types of voltage gated channels and calcium channels are enriched in each cell type suggesting different excitability properties regulating LH and FSH.

Additional GO annotation of the enriched genes relates to internal signaling pathways and hormone packaging, (like “binding” and “protein binding”) that include genes that relate to the activity of intracellular proteins like SNARE and GTPase. Interestingly in those GO annotations, each cell is enriched with a unique set of genes. GO annotations that relate to internal signaling pathways (“signal transducer activity”) of hormones and steroid stimuli and GO annotations that include vesicle formation and transport activity (“intracellular”), most of them are highly enriched mainly in FSH cells revealing how those mechanisms are diverse in FSH cells.

### 2.5. Highly Enriched Genes in LH and FSH Cells

By looking at the 10 most enriched genes (EG) in each cell type (Table 1), unique genes that are expressed in each gonadotroph highlighted different functions that might be unique to each. 

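Table S3 lists these genes with the authors' values. The deposited tables hold all of them, 10 for each of male LH, male FSH, female LH and female FSH cells when its lines for esr2 and zampogna (LOC100705614) that hold male values are read as male FSH, and limma called every one enriched in the fraction it is listed for (BH-adjusted p below 0.05). Their libraries lay apart from all 4 negative libraries for each listed gene except 1 in female LH cells, LOC100692815, whose LH libraries had 2.62 to 32.8 NR, a mean at least 5.26-fold above the limit of detection of the negative fraction. The log2 fold changes ranged from 3.88 to 8.74 for male LH, from 4.34 to 8.98 for male FSH, from 2.56 to 7.50 for female LH and from 3.19 to 10.09 for female FSH. On the log2(NR + 1) scale, which draws in genes with few reads, 9 of the male LH, 8 of the male FSH, 7 of the female LH and 8 of the female FSH genes were among the 10 largest.
Fgfr4 (LOC100692465) had 525 ± 332 NR (SD, n = 4) in male LH cells against 16.4 ± 10.7 in the negative fraction, with 4.91 (standard error 0.41, limma BH-adjusted p = 6.33e-07, groups separate), and in females 2.98 (standard error 0.44, limma BH-adjusted p = 1.35e-04, groups separate). Thbs4b (LOC100693277) followed with 4.41 in males and was at least 10.5-fold higher in female LH cells than in the negative fraction. Col5a2 (LOC100707060) was at least 34.6-fold higher in female LH cells, where it had 128 ± 26.5 NR, and was also enriched in female FSH cells, with 19.3 ± 14.3 NR, at least 5.21-fold above the negative fraction. In male LH cells its log2 fold change was 1.53 (standard error 0.50, limma BH-adjusted p = 0.0145, groups separate). In FSH cells, pde6h (LOC100690909) had 6314 ± 4779 NR in males and 3994 ± 2092 in females, with log2 fold changes of 7.64 (standard error 0.59, limma BH-adjusted p = 1.97e-08, groups separate) and 7.84 (standard error 0.33, limma BH-adjusted p = 2.06e-13, groups separate). The tnfaip2 genes LOC100693617, LOC109195942 and LOC109195943 belong to a family whose reads the counting could have split, and the first pair overlap on linkage group 19. Their FSH libraries had 534 ± 266, 101 ± 49.9 and 128 ± 55.3 NR in males. Tyr was detected at 28.2 ± 16.1 NR in male FSH cells, at least 8.21-fold above the negative fraction, where no library exceeded 3 reads. Other listed genes were high in both cell types: ndst4 (LOC100695867) had log2 fold changes of 4.13 in LH and 5.07 in FSH cells of males, and dclk3 4.28 and 3.63.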

The two most enriched genes are, not surprisingly, the associated gonadotropic hormone of each cell: *lhβ* in LH cells (Males _log2(fold change)_ = 7.6, Females _log2(fold change)_ = 8.5) and *fshβ* in FSH cells (Males _log2(fold change)_ = 8.84, Females _log2(fold change)_ = 9.91).

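Estrogen receptor 2 (esr2, linkage group 19 from 5694519 to 5760876 of O_niloticus_UMD_NMBU) had a log2 fold change of 5.56 (standard error 0.40, limma BH-adjusted p = 1.05e-07, groups separate) in male LH cells and 5.38 (standard error 0.40, limma BH-adjusted p = 1.60e-08, groups separate) in male FSH cells. In females the values were 4.05 (standard error 0.30, limma BH-adjusted p = 2.33e-08, groups separate) in LH cells and 5.36 (standard error 0.30, limma BH-adjusted p = 1.50e-11, groups separate) in FSH cells. LH and FSH cells of males were indistinguishable for esr2 (LH against FSH 0.17, limma BH-adjusted p = 0.715, groups overlapping), and this value ranged from -0.33 to 0.55 over fits that each left out a replicate or a library. In females FSH cells were higher (LH against FSH -1.31, limma BH-adjusted p = 5.55e-04, groups separate). For the progesterone receptor (pgr, linkage group 14 from 32259049 to 32265247), male LH cells had a log2 fold change of 3.71 (standard error 0.46, limma BH-adjusted p = 1.12e-05, groups separate). Female LH cells were at least 4.83-fold above the negative fraction, whose 4 libraries all lay at or below 3 reads, and the fitted value was 2.97 (standard error 0.51, limma BH-adjusted p = 5.33e-04, groups separate). In FSH cells of both sexes pgr did not exceed 3 reads in any of the 4 libraries. The difference between the sexes in the LH log2 fold change of pgr was 0.74 (standard error 0.66, limma BH-adjusted p = 0.483), which did not pass the threshold.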

Additional EG that related to gonadotropin secretion are two types of major sex steroid receptors: estrogen receptor 2 (*esr2*) was enriched in both LH cells (log2(fold change)_male/females_= 5.86/4.35) and FSH (log2(fold change)_males/females_ = 5.41/5.71) while the progesterone receptor (*pgr*) was enriched only in LH cells, mainly in females (log2(fold change)_females_ = 3.63). Steroid hormones produced by the gonads, 17α-20β-dihydroprogesterone (DHP) and estradiol (E2), play an important role in the regulation of reproduction by relaying gonadal growth up the HPG axis in a classic feedback loop [1,61,62]. The unique expression of their receptors in LH and FSH cells correlates with the accepted role of LH and FSH during the reproductive cycle. Both FSH and LH can increase estradiol secretions, which enhance vitellogenin synthesis, however LH primarily increases DHP secretion that enhances final oocyte maturation and ovulation [1,61,63]. Accordingly, esr2 has higher expression in both gonadotropic cells compared to *pgr*, which might indicate a more fundamental regulation of LH and FSH cells activity by estradiol, and a unique regulation of LH cells by DHP.

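In males, esr2 had 545 ± 403 NR (SD, n = 4) in LH cells and 399 ± 51.4 NR in FSH cells, against 9.11 ± 3.65 NR in the negative fraction. The LH libraries of males were spread widely, from 205 to 1118 NR. In females esr2 had 84.9 ± 9.87 NR in LH cells, 217 ± 55.6 NR in FSH cells and 4.58 ± 2.80 NR in the negative fraction. The levels of pgr were lower, with 51.6 ± 13.2 NR in male LH cells and 17.9 ± 6.02 NR in female LH cells. In FSH cells pgr had a mean of 0.438 NR in males and was at 0 in all 4 libraries of females. Every LH library had more esr2 than pgr: the lowest esr2 library had 205 NR in males and 71.3 in females, and the highest pgr library 67.6 and 26.2. NR are not divided by gene length, which the annotation gives as 66358 bases for esr2 and 6199 for pgr, introns included.

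**Figure D5:**
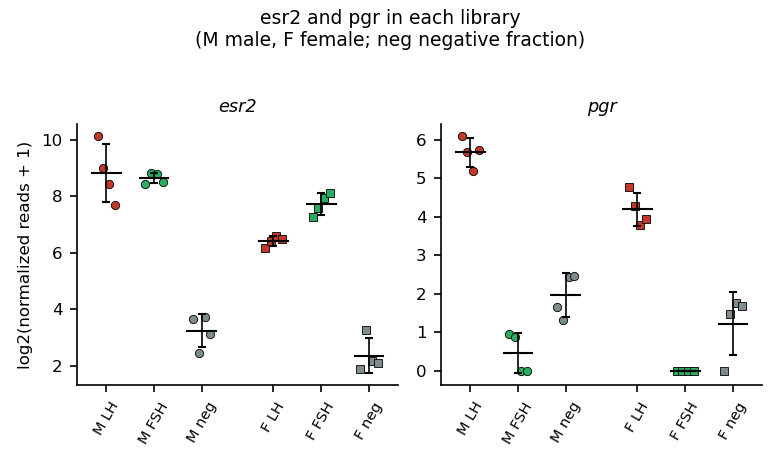
Log2(NR + 1) of esr2 and pgr in each library by fraction and sex; lines are means and bars the SD of 4 libraries. All female FSH libraries are at 0 for pgr.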

Metabolic balance is linked directly to reproductive status in vertebrates, where initiation of reproduction is affected by the amount of body energy reserves and its responsiveness to diverse metabolic factors [64,65,66]. Though different neuroendocrine mechanisms responsible for the association between energy balance and reproduction were identified in the hypothalamic center of mammals and fish [67,68,69], our data suggest there are metabolic factors that directly affect gonadotroph activity, especially on FSH cells. One of the top 10 EG that was related to metabolic regulation is the cholecystokinin receptor (*cckr*). 

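The cholecystokinin receptor gene (cckr, LOC100700667) lies on linkage group 16 from 19849293 to 19880178 of O_niloticus_UMD_NMBU. In FSH cells it had 20113 ± 3987 NR (SD, n = 4) in males and 8826 ± 1609.9 NR in females. In LH cells it had 512 ± 171 NR in males and 55.4 ± 27.7 NR in females, and in the negative fraction 82.8 ± 27.1 and 19.4 ± 8.39 NR. The lowest FSH library, with 15358 NR in males and 6476 in females, stood above the highest LH library, with 743 and 88.8.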

CCK is a peptide hormone expressed in the central nervous system and the gut that controls different processes like digestion, satiety, and anxiety [70]. *cckr* had enormous expression in FSH cells (normalized read counts male/female = 20112.98/8826.10) suggesting a direct link between the gastrointestinal hormone CCK and FSH activity. In fish, CCK seems to act directly on the pituitary. An immunohistochemical study showed that CCK neurons from the brain innervate into the proximal pars distalis of the pituitary, and that CCK stimulates LH release in vitro in goldfish [65]. However, in mammals there is no evidence for its direct effect on gonadotroph activity.

Additional metabolic hormones enriched mainly in LH cells, but also in FSH cells, is apelin (*apln*), a novel bioactive peptide that plays pivotal roles in various physiological functions like energy metabolism, food intake, angiogenesis, and neuroendocrine functions [71,72]. In mammals, it is known to suppress LH secretion [73,74] while in fish, *apln* was mainly characterized with regard to feeding regulation [75,76,77] and development [78]. 

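Apelin (apln, linkage group 2 from 18703292 to 18725388 of O_niloticus_UMD_NMBU) had 187 ± 76.9 NR (SD, n = 4) in LH cells of males, 113 ± 26.3 NR in FSH cells and 5.41 ± 3.47 NR in the negative fraction. On the log2 scale this was a change of 4.93 (standard error 0.35, limma BH-adjusted p = 1.05e-07, groups separate) in LH cells and 4.25 (standard error 0.35, limma BH-adjusted p = 4.24e-08, groups separate) in FSH cells. The higher value in LH cells was within the spread between libraries (LH against FSH 0.68, limma BH-adjusted p = 0.105, groups overlapping). In females apln had 44.6 ± 10.3 NR in LH cells and 56.9 ± 4.82 NR in FSH cells, with log2 fold changes of 3.07 (standard error 0.39, limma BH-adjusted p = 3.16e-05, groups separate) and 3.43 (standard error 0.39, limma BH-adjusted p = 2.12e-07, groups separate), and a difference between LH and FSH cells was not detectable (LH against FSH -0.37, limma BH-adjusted p = 0.371, groups overlapping). The LH log2 fold change was larger in males than in females by 1.86 (standard error 0.54, limma BH-adjusted p = 0.0254). That call was lost with edgeR on the recovered reads, without replicate 1, 2 or 3, and after centring on the median sex difference.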

Due to its relatively high fold change expression in LH cells (log2(fold change) = 5.05), it might also exhibit paracrine and endocrine regulation on the HPG axis in fish, mainly on LH activity.

Additional genes that relate to different functions like signal transduction, cell morphology, protein trafficking, transcription factors, and more (Table 1) had been identified in the top 10 EGs. While the exact roll of most of these genes in the gonadotrophs is unknown, the unique expression of known regulatory genes like *esr2*, *pgr*, *cckr,* and *apln* in each cell type reveal differences in the steroid feedback regulation, metabolic regulation, and cell signaling in each cell type.

### 2.6. The Unique GPCR Signatures of Each Gonadotropic Cell

The release of LH and FSH is regulated through neuropeptides that are secreted from the brain and relay their activity through specific receptors that frequently belong to the GPCR family [1]. Identification of different endocrine regulators of LH or FSH secretion has been a challenging task often attempted by identifying specific changes in a mixed cell population or in a bi-hormonal population of cells. Though GnRH is the main neuropeptide regulating both GtHs’ secretion in vertebrates [1], identifying additional GPCRs of novel peptides that are differentially expressed in each GtH cell can reveal the unique regulation of each hormone.

In our transcriptome analysis, we had identified 29 GPCRs in males that were enriched in each cell type specifically, and 6 that were enriched in both LH and FSH. 

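All 65 receptors that Table S4 lists for males are in the deposited table, 29 of them listed for LH cells, 26 for FSH cells and 10 for both. Limma called 38 of the 65 enriched in LH cells and 37 in FSH cells (log2 fold change above 1, BH-adjusted p below 0.05), or 37 and 37 when adjusted over the list alone. The paper chose the list on these libraries, so the latter is not independent evidence. Taken by call, 21 were enriched in LH cells only, 20 in FSH cells only, 17 in both and 7 in neither. Of the receptors listed for LH cells, 4 were also called in FSH cells, and of those listed for FSH cells 6 were also called in LH cells. In the direct comparison of the cell types, 26 of the 65 were higher in LH cells and 15 higher in FSH cells. Leaving out the second or the third sort lowered the receptors called in LH cells only to 13.

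**Figure D6:**
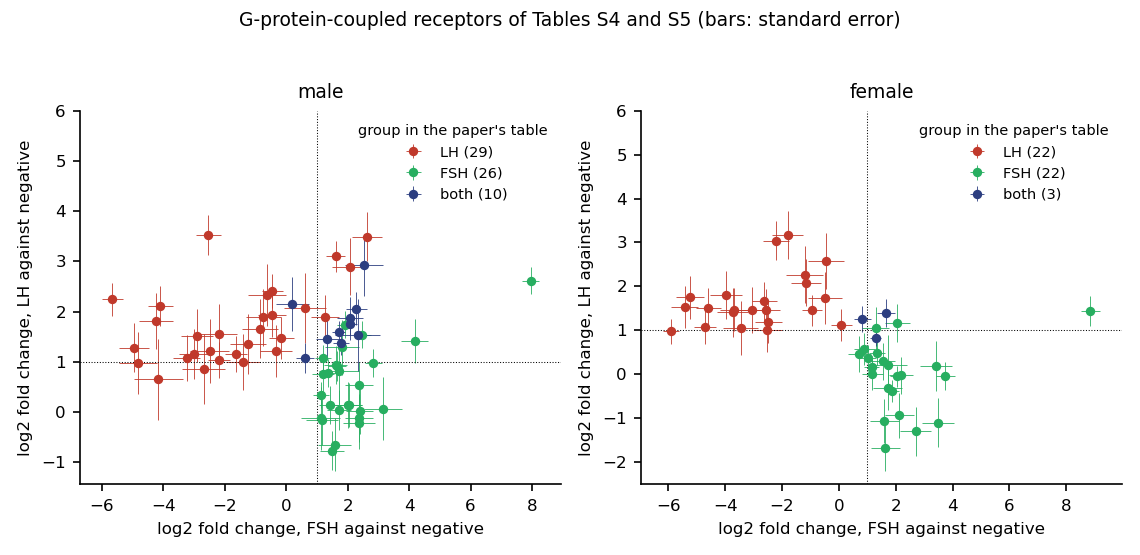
Log2 fold change in LH cells (vertical) against that in FSH cells (horizontal), each relative to the negative fraction, of the receptors listed in Tables S4 and S5; bars are standard errors and colours the group in which the paper lists the receptor. Receptors listed for FSH cells reach the largest values on the horizontal axis.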

In females, 22 and 23 genes are enriched in LH and FSH cells, respectively, while only 2 are enriched in both (see Supplementary Tables S4 and S5 for detailed GPCR list). 

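For females, Table S5 lists 48 receptors, of which 47 are in the deposited table; gprc5c was not analysed here. Limma called 22 of them in LH cells and 22 in FSH cells, or 23 and 22 when adjusted over the list alone, which is not independent evidence since the list was chosen on these libraries. By call, 19 were enriched in LH cells only, 19 in FSH cells only, 3 in both and 6 in neither. The numbers in LH cells depended on single sorts. Without replicate 4, 9 receptors were called in LH cells, 7 of them in LH cells only, and without replicate 2 the numbers were 14 and 12.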

The GPCRs were divided into 11 families according to BRITE annotation (Figure 5A,B). The different GPCRs revealed the direct regulation of important molecules like phoenixin-20 (through GPR173), which promotes oocyte maturation in zebrafish [79] and increases GnRH, LH, and FSH transcription in the pituitary of the spotted scat [80]); Dopamine (through drd2), which is known to inhibit LH secretion in fish [1,61], and additional molecules and peptides that relate to adhesion, vision, secretion, and more. 

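The phoenixin receptor gpr173 (LOC100702509) had 135 ± 48.2 NR (SD, n = 4) in LH cells, 199 ± 45.5 NR in FSH cells and 76.6 ± 18.1 NR in the negative fraction of males. Its log2 fold change was 1.37 (standard error 0.28, limma BH-adjusted p = 2.44e-04, groups separate) in FSH cells and 0.78 (standard error 0.28, limma BH-adjusted p = 0.0203, groups overlapping) in LH cells, below the cutoff of 1 except without replicate 4 (1.05). Drd2 had 72.9 ± 11.0 NR in male LH cells and 26.2 ± 8.89 NR in male FSH cells, with log2 fold changes of 3.10 (standard error 0.31, limma BH-adjusted p = 2.80e-06, groups separate) and 1.61 (standard error 0.31, limma BH-adjusted p = 1.85e-04, groups separate), and was higher in LH cells (LH against FSH 1.49, limma BH-adjusted p = 8.14e-04, groups separate). In females drd2 was enriched in LH cells, with 1.12 (standard error 0.36, limma BH-adjusted p = 0.0211, groups separate). That call was lost with a pseudocount of 5 (0.97), with the adjustment over all genes of Table S8 and in 5 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.90 to 1.33). No enrichment of drd2 was detectable in female FSH cells (0.09, limma BH-adjusted p = 0.819, groups overlapping). The LH log2 fold change of drd2 was larger in males by 1.98 (standard error 0.48, limma BH-adjusted p = 0.0107), a call that was lost without replicate 3 (1.81) and after centring on the median sex difference (1.45).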

The GPCR families with the highest number of genes in males and females are “peptide receptors” and “metabolic glutamate receptors”, which will be addressed in the following sections (Figure 5C).

Not surprisingly, one of the peptide receptors with the highest fold change in LH cells is the GnRH receptor (*gnrhr*). In FSH cells, *gnrhr* is highly expressed but is only second to *cckr* (discussed in Section 2.5). 

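Among the 65 listed receptors of males, cckr was first in FSH cells by fold change and by mean NR, and GnRHR1 (LOC100534509) was 17th by fold change and 21st by mean NR. Among the 47 of females, cckr again was first by both, and GnRHR1 was 15th by fold change and 12th by mean NR. Among the peptide receptors of the lists, GnRHR1 in FSH cells was 5th of 19 in males by fold change and by mean NR, and in females 4th of 9 by fold change and 3rd by mean NR. In LH cells, GnRHR3 (LOC100534508) had the largest fold change of the male list and the second largest of the female list, and stood 10th by mean NR in males and in females. The ranks rest on group means of 4 libraries, and differences between neighbouring ranks were not tested.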

In Nile tilapia, three different types of GnRH receptors have been identified [81,82]. In the current RNA-seq, we identified cell-specific enrichment of GnRHR3 (XP_019215598.1) in LH cells (Log2(fold_change)_males/females_ = 3.7/3.1) and GnRHR1 (NP_001266689.1) in FSH cells (Log2(fold_chang)_males/females_ = 2.26/1.99). The fact that each gonadotropic cell type expresses a different GnRHR form, while both respond to the same GnRH peptide, might indicate a differential cell signaling processes regulating LH and FSH secretion in fish.

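GnRHR3 (LOC100534508, linkage group 1 from 28407786 to 28413437 of O_niloticus_UMD_NMBU) had 226 ± 109 NR (SD, n = 4) in male LH cells, 2.48 ± 1.64 NR in FSH cells and 17.6 ± 3.60 NR in the negative fraction. Its log2 fold change was 3.53 (standard error 0.40, limma BH-adjusted p = 5.97e-06, groups separate) in LH cells and -2.53 (standard error 0.40, limma BH-adjusted p = 2.44e-05, groups separate) in FSH cells, below the negative fraction. In females it had 70.8 ± 10.5 NR in LH cells, with a log2 fold change of 3.04 (standard error 0.45, limma BH-adjusted p = 1.35e-04, groups separate), and all 4 FSH libraries were at or below 3 reads, at least 18.2-fold below LH cells. For males the log2 ratio of LH to FSH cells was 6.06 (limma BH-adjusted p = 4.44e-09, groups separate).
GnRHR1 (LOC100534509, linkage group 11 from 38438373 to 38443828) had 48.0 ± 29.9 NR in male FSH cells, 11.6 ± 5.74 in LH cells and 10.1 ± 3.68 in the negative fraction. This is a log2 fold change of 2.03 (standard error 0.44, limma BH-adjusted p = 5.00e-04, groups separate) in FSH cells, and in LH cells, at 0.14 (standard error 0.44, limma BH-adjusted p = 0.781, groups overlapping), it ranged from -0.12 to 0.37 when a replicate or a library was left out. In females the FSH libraries were spread from 16.3 to 108 NR, with a log2 fold change of 1.60 (standard error 0.50, limma BH-adjusted p = 0.00571, groups overlapping). The call was lost with the adjustment over all genes of Table S8 and without replicate 4 (1.08). LH cells of females had 5.49 ± 1.26 NR of GnRHR1 and no detectable enrichment (-1.06, limma BH-adjusted p = 0.0995, groups overlapping). FSH cells exceeded LH cells in GnRHR1 by a log2 ratio of LH to FSH of -1.89 (limma BH-adjusted p = 0.00194, groups separate) in males and -2.66 (limma BH-adjusted p = 8.02e-05, groups separate) in females.

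**Figure D7:**
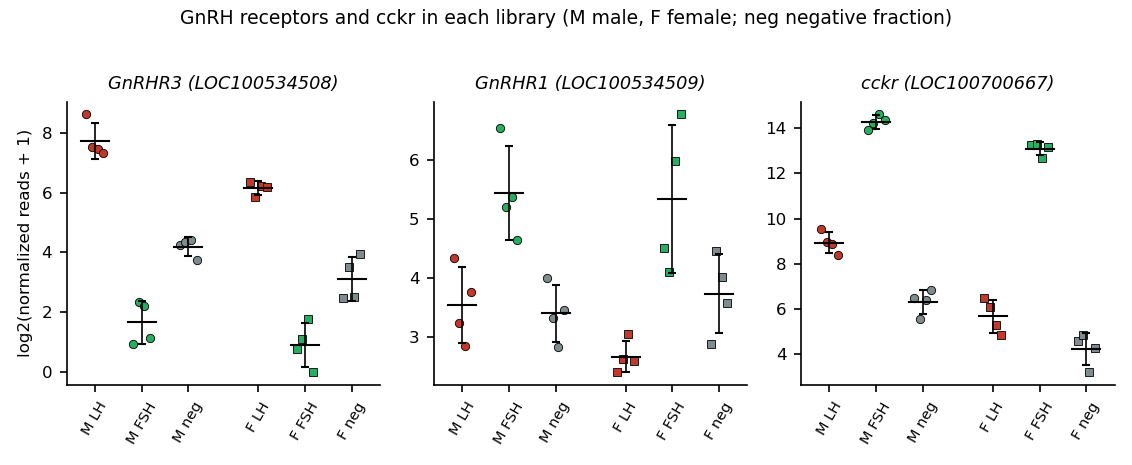
Log2(NR + 1) of GnRHR3, GnRHR1 and cckr in each library by fraction and sex; lines are means and bars the SD of 4 libraries. By group mean, GnRHR3 is highest in LH libraries, and GnRHR1 and cckr in FSH libraries, in both sexes.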

The rest of the peptide receptors enriched in LH and FSH cells relate to metabolic processes like regulation of energy balance, homeostasis, growth, and appetite. Reproduction and energy balance are two physiological processes directly linked and evolutionarily conserved [66]. As in mammals also in fish, initiation of reproduction is affected by the amount of body energy reserves and its responsiveness to diverse metabolic factors [48,64,65,66]. In mammals, different hormones were suggested to regulate the interplay between food intake and growth to reproduction: ghrelin, PYY3-36, kisspeptin, and leptin [67,83,84], all of which regulate GnRH activity in the brain. In teleosts, the regulation of different metabolic factors on GtH activity was suggested to be either by regulating GnRH neurons in the hypothalamus or by stimulating gonadotrophs directly in the pituitary gland [65], however, how the different peptide differentially regulate GtH secretion is yet to be resolved.

One of the metabolic peptides regulating both cell types that was identified by its GPCRs expression is somatostatin, where somatostatin receptor 3 (*sstr3*) is enriched in males in LH cells (log2(fold change) = 3.7) but also to a lower extent in FSH cells (log2(fold change) = 2.71) and somatostatin receptor 5 iso 3 (*sstr5*) is expressed in FSH cells in females (log2(fold change) = 2.08). 

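In males, sstr3 had 71.4 ± 41.7 NR (SD, n = 4) in LH cells, 35.2 ± 11.7 NR in FSH cells and 5.31 ± 3.82 NR in the negative fraction. Relative to the negative fraction its log2 fold change was 3.50 (standard error 0.48, limma BH-adjusted p = 2.65e-05, groups separate) in LH cells and 2.63 (standard error 0.48, limma BH-adjusted p = 1.11e-04, groups separate) in FSH cells. The excess of LH over FSH cells did not pass the limits (0.86, limma BH-adjusted p = 0.131, groups overlapping), and passed them only without LH replicate 4 (1.20). Sstr5 (LOC100710302, linkage group 4 from 30456356 to 30496588 of O_niloticus_UMD_NMBU) had 138 ± 10.4 NR in female FSH cells, 31.6 ± 5.90 NR in LH cells and 33.0 ± 7.32 NR in the negative fraction, with a log2 fold change of 2.05 (standard error 0.24, limma BH-adjusted p = 3.05e-07, groups separate) in FSH cells. In female LH cells no change was detectable (-0.05, limma BH-adjusted p = 0.891, groups overlapping), and the value ranged from -0.23 to 0.11 with a replicate or a library left out. These receptors belong to a gene family, so reads split between its members cannot be excluded. The table of the other sex does not hold these genes, so the difference between the sexes was not tested.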

In tilapia, as in other fish species, somatostatin (SST) is mainly known to downregulate GH secretion [85], but also it inhibits secretion of other pituitary hormones like prolactin, ACTH, and LH [86]. In other vertebrates, SST was mainly found to regulate the pulsatile secretion of LH; in the ewe, ICV infusion of SST abolished the pulsatile secretion of LH and dramatically decreased its plasma levels [87]. In a lactating rat, SST signaling was shown to mediate the suckling-induced suppression of pulsatile LH secretion, while central injection of SST antagonist caused a significant increase in pulsatile LH release [88]. Expression of different SST receptor types on LH and FSH cells demonstrates sexual dimorphism in the regulation of SST on GtHs.

An additional three GPCRs of metabolic peptide are common to both cell types and are expressed in males; the adropin receptor (*gpr19*, log2(fold change)_LH/FSH_ = 1.46/1.82), the neuropeptide W/neuropeptide B receptor (*npbwr1*, log2(fold change)_LH/FSH_ = 2.14/2.33), and the relaxin-3 receptor (*rxfp3*, log2(fold change)_LH/FSH_ =1.55/1.46). 

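Gpr19 (linkage group 17 from 22908928 to 22916453 of O_niloticus_UMD_NMBU) had 51.8 ± 10.3 NR (SD, n = 4) in LH cells, 68.0 ± 8.86 NR in FSH cells and 18.9 ± 0.576 NR in the negative fraction of males, with log2 fold changes of 1.38 (standard error 0.25, limma BH-adjusted p = 2.35e-04, groups separate) and 1.78 (standard error 0.25, limma BH-adjusted p = 7.80e-06, groups separate). Npbwr1 (LOC100695300) had 125 ± 47.5 NR in LH cells, 119 ± 48.9 NR in FSH cells and 43.1 ± 10.5 NR in the negative fraction, and log2 fold changes of 1.46 (standard error 0.37, limma BH-adjusted p = 0.00308, groups separate) and 1.34 (standard error 0.37, limma BH-adjusted p = 0.00324, groups overlapping). Rxfp3 (LOC100691599) was far lower, with 25.9 ± 16.0 NR in LH cells, 18.8 ± 12.0 NR in FSH cells and 2.51 ± 1.87 NR in the negative fraction, and its log2 fold changes were 2.92 (standard error 0.62, limma BH-adjusted p = 8.06e-04, groups separate) and 2.54 (standard error 0.62, limma BH-adjusted p = 0.00119, groups separate). None of the 3 differed detectably between LH and FSH cells, with log2 ratios of -0.40 for gpr19, 0.12 for npbwr1 and 0.38 for rxfp3.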

In mammals, these GPCRs are activated by peptides that relate to diverse physiological functions [89,90,91,92]. In fish, adropin and neuropeptide W/neuropeptide B (NPWB) were associated with GH regulation [93]; however, their regulation in the HPG axis is unknown. However, relaxin-3was previously found to increase LH secretion in the rat [94], and increased *lhβ* and *fshβ* transcription in immortalized mouse gonadotrophs (LβT2 cells) [95]. In fish, relaxin-3, together with its receptor (*rxfp3*), are expressed in the gonad and are suspected to be involved with estradiol-dependent events in follicular development [96].

The expression of the above-mentioned GPCRs suggests that both cell types are regulated by the same hormones and the differential secretion of each hormone is either by different internal signal processes unique to each cell, or by additional hormones uniquely regulating each cell type. The following sections describe metabolic hormones supposed to differentially regulate each cell type according to their cell-specific GPCR expression in our transcriptome (Figure 5C).

#### 2.6.1. Hormones Directly Regulating LH Cells

In our transcriptome, we had identified GPCRs related to energy balance expressed exclusively in LH cells. Though some of the hormones are known to affect LH secretion in mammals or fish, we reveal here that in a mono-hormonal gonadotroph system their effect can be directed only to LH cells.

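The gene for the growth hormone secretagogue receptor (LOC100699280, linkage group 19 from 19840480 to 19845181 of O_niloticus_UMD_NMBU) was counted at low levels. LH cells of males had 16.2 ± 7.90 NR (SD, n = 4) and the negative fraction 3.16 ± 3.05 NR, with a log2 fold change of 2.33 (standard error 0.62, limma BH-adjusted p = 0.00415, groups separate). In FSH cells all 4 libraries were at or below 3 reads, at least 5.72-fold below LH cells.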

Ghrelin receptor, also known as growth hormone secretagogue receptor (GHSR), was enriched in LH cells in males (log2(fold_change) = 2.3). In mammals, ghrelin was first found to increase food intake, but also demonstrated a diversity of biological actions, including promoting secretion of GH and inhibiting LH secretion [97]. Ghrelin is also known to be involved in appetite and GH secretion in fish but, as opposed to mammals, it acts as a stimulatory factor in reproduction [65]. In goldfish and carp, it was shown to increase LH transcription and secretion in vivo and in vitro using dispersed pituitary cell cultures [98,99,100].

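Receptor genes for prolactin-releasing peptide were LOC100702751 (prlhr) and LOC100692730 (prlhri1). The first had 11.6 ± 7.92 NR (SD, n = 4) in male LH cells and 1.79 ± 1.46 NR in the negative fraction, where 3 of 4 libraries were at or below 3 reads, with a log2 fold change of 2.08 (standard error 0.69, limma BH-adjusted p = 0.0150, groups overlapping). The call was lost with the adjustment over all genes of Table S8, without replicate 1 (1.84), without replicate 3 (2.17) and without negative replicate 4 (1.65), and the excess of LH over FSH cells did not pass the limits (1.47, limma BH-adjusted p = 0.0768, groups overlapping). It passed them with the sort as a block, with edgeR on the recovered reads (1.84), without replicate 4 (1.95), without LH replicate 4 (1.99) and without FSH replicate 1 (1.87). The second had 23.9 ± 10.8 NR in LH cells and 8.29 ± 6.00 NR in the negative fraction, a log2 fold change of 1.56 (standard error 0.60, limma BH-adjusted p = 0.0294, groups overlapping). This call was lost with a pseudocount of 0.5 (1.64), with the adjustment over all genes of Table S8 and in 7 of the 12 fits that each left out a replicate or a library (range over the 12 fits 1.13 to 2.23). In FSH cells none of the 4 libraries exceeded 3 reads for LOC100692730, at least 8.47-fold below LH cells.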

Two different isoforms of the prolactin-releasing peptide receptor (*prlhr* and *prlhri1*; GPR10) are enriched in LH cells in males (log2(fold change) = 2.6/1.6, *prlhr* and *prlhri1* respectively). Prolactin-releasing peptide (PrRP) is known to regulate PRL secretion in the context of osmolarity adaptation in tilapia [101,102]. The involvement of PrRP along the HPG axis in fish is vague. In mammals, PrRP expression seems to be affected by gonadal estrogen secretion, where its expression increases in female rats in proestrus and after administration of estrogen or progesterone in ovariectomized rats [103], associating its activity to the reproductive cycle.

An additional homeostasis-related receptor is the angiotensin II receptor type1 (*at1r*) which is enriched in LH cells in females (Log2(fold change) = 1.6) and males (Log2(fold change) = 2.2). 

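At1r (agtr1) had 91.4 ± 23.0 NR (SD, n = 4) in male LH cells against 20.7 ± 6.44 NR in the negative fraction, a log2 fold change of 2.12 (standard error 0.40, limma BH-adjusted p = 3.38e-04, groups separate). In females LH cells had 58.6 ± 24.6 NR and the negative fraction 19.3 ± 14.2 NR, and the log2 fold change was 1.81 (standard error 0.55, limma BH-adjusted p = 0.0157, groups overlapping). The female call was lost with the adjustment over all genes of Table S8, without replicate 2 (1.01), without replicate 4 (1.63) and without negative replicate 2 (1.21). No FSH library of either sex exceeded 3 reads. The LH level was at least 32.3-fold that of FSH cells in males and at least 15.1-fold in females.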

In mammals, angiotensin II is a part of the renin-angiotensin system known for regulating electrolytes and blood pressure, but has also been shown to regulate prolactin, ACTH, and LH secretion [104]. In fish, angiotensin II is mainly involved in blood pressure and water homeostasis [105] and the only evidence for its role in reproduction is due to the expression of angiotensin-converting-enzyme 2 (*ace2*) in the gonad of rainbow trout [106], supporting a role of at1r expression in LH cell secretion.

The Neurotensin receptor (ntr1) is enriched in LH cells in females and males (Log2(fold change)_males/females_ = 2.3/1.52). 

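Ntr1 (ntsr1, linkage group 20 from 32166961 to 32293019 of O_niloticus_UMD_NMBU) had 337 ± 94.4 NR (SD, n = 4) in LH cells and 68.3 ± 9.73 NR in the negative fraction of males, and 303 ± 90.6 and 105 ± 58.7 NR in females. In LH cells the log2 fold change was 2.25 (standard error 0.33, limma BH-adjusted p = 4.45e-05, groups separate) in males and 1.75 (standard error 0.49, limma BH-adjusted p = 0.00955, groups separate) in females. The female call was lost with the adjustment over all genes of Table S8 and without replicate 2 (1.06). FSH libraries held at most 3 reads in both sexes, at least 119-fold below LH cells in males and at least 78.1-fold in females, and at least 24.1-fold and 27.0-fold below the negative fraction.

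**Figure D8:**
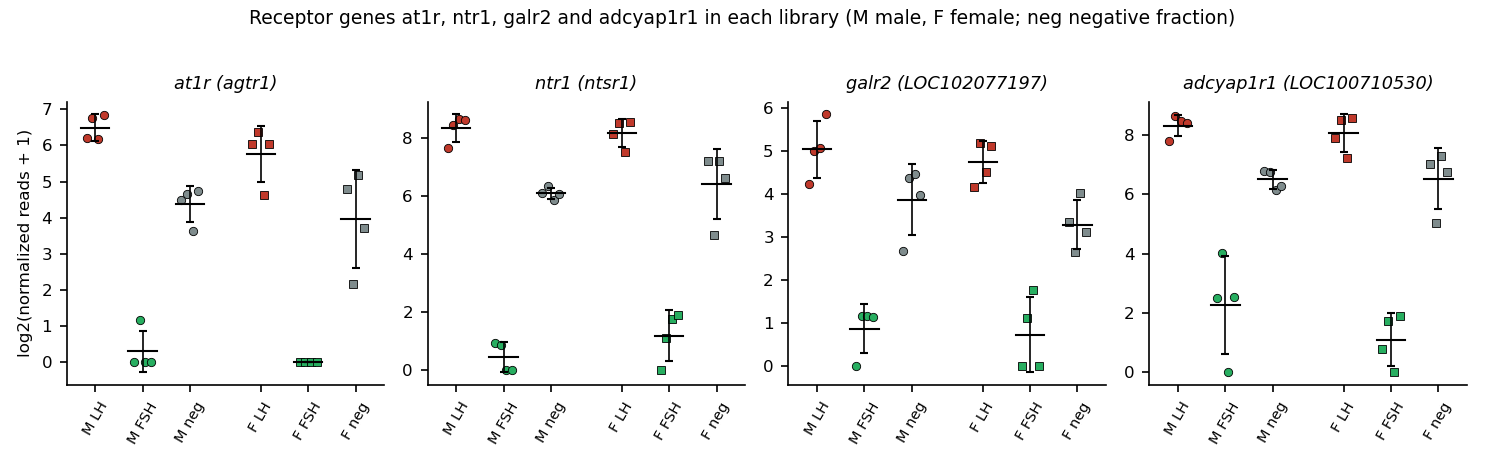
Log2(NR + 1) of at1r, ntr1, galr2 and adcyap1r1 in each library by fraction and sex; lines are means and bars the SD of 4 libraries. LH libraries stand above FSH libraries for each gene, and the mean of the negative fraction lies between their means.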

Many studies have revealed versatile physiological and behavioral roles for Neurotensin, like body temperature regulation, feeding, analgesia, ethanol sensitivity, psychosis, substance use, and pain [107,108]. Though in fish there is no direct evidence for its effect on reproduction, in mammals, Neurotensin inhibits LH secretion indirectly via GnRH neurons [107] and directly on hemi-pituitaries incubated in vitro [109]. Due to the unique expression of *ntr1* in LH cells, it is probably also regulating its secretion in fish.

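The gene for the delta opioid receptor (LOC100712161) had 19.8 ± 5.03 NR (SD, n = 4) in male LH cells, 3.05 ± 2.35 NR in FSH cells and 5.15 ± 3.71 NR in the negative fraction. The negative library of replicate 1 stood apart from the others at 10.7 NR. In LH cells the log2 fold change was 1.89 (standard error 0.57, limma BH-adjusted p = 0.00880, groups separate), and the call was lost with the adjustment over all genes of Table S8 and without replicate 2 (1.59). LH cells exceeded FSH cells (2.63, limma BH-adjusted p = 0.00102, groups separate).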

The Delta opioid receptor (*dop*) is enriched in LH cells in males (Log2(fold change) = 1.9). Opioids regulate pain, behavior, and appetite, and are considered to have negative effects on LH secretion in mammals [110,111]. In fish on the other hand, opioid action on LH secretion can be contradicting and was suspected to affect the hypothalamic control of LH secretion. In carp, opioids inhibit LH secretion in females and stimulate LH secretion in males through the GnRH and dopaminergic systems [112,113]. In a Mozambican tilapia (*Oreochromis mossambicus*), the endogenous opioid peptide leu-enkephalin had stimulatory and inhibitory effects on the ovary suspected to be mediated through GnRH [114]. The opioid receptor expression on LH cells in our transcriptome analysis implies its regulation is directly on LH cells.

Galanin receptor 2 (*galr2*) is enriched in LH cells in females and males (Log2(fold change)_females/males_ = 1.49/1.2). 

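Galr2 (LOC102077197) had 34.3 ± 16.2 NR (SD, n = 4) in male LH cells and 15.2 ± 7.10 NR in the negative fraction, with a log2 fold change of 1.17 (standard error 0.50, limma BH-adjusted p = 0.0470, groups overlapping). The call was lost with a pseudocount of 0.5 (1.20), with a pseudocount of 5 (0.96), with the adjustment over all genes of Table S8 and in 8 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.77 to 1.43). Female LH cells had 26.9 ± 9.06 NR and the negative fraction 9.34 ± 4.28 NR, with 1.46 (standard error 0.49, limma BH-adjusted p = 0.0248, groups separate). That call was lost with a pseudocount of 0.5 (1.51), with the adjustment over all genes of Table S8 and in 6 of the 12 fits that each left out a replicate or a library (range over the 12 fits 1.10 to 1.78). All FSH libraries were at or below 3 reads, at least 12.1-fold below LH cells in males and at least 6.94-fold in females.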

Galanin is an important neuropeptide associated with regulation of feeding and reproductive behavior. In some fish species, projections of galanin expressing neurons were found in the proximal pars distalis [65], potentially increasing the secretion of prolactin, GH, and LH [115]. Spexin (SPX), an additional neuropeptide that was found to be a functional agonist of *galr2* [16,116], inhibited LH- and to a lesser extent FSH- secretion in vivo and directly inhibited the action potential in LH cells [16], confirming *galr2* expression in LH cells.

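The gene nmbr (linkage group 15 from 24713772 to 24786413 of O_niloticus_UMD_NMBU) had 532 ± 364 NR (SD, n = 4) in male LH cells, ranging from 57.9 to 919 NR, against 196 ± 82.9 NR in the negative fraction. On the log2 scale this was 0.97 (standard error 0.61, limma BH-adjusted p = 0.163, groups overlapping), which did not pass the limits. LH replicate 1 had the lowest value, and the gene was called enriched with edgeR on the recovered reads (1.45), with DESeq2 on the recovered reads (1.44), without replicate 1 (1.77) and without LH replicate 1 (1.85). FSH cells had 5.76 ± 2.05 NR, below the negative fraction (-4.82, limma BH-adjusted p = 2.80e-06, groups separate) and below LH cells (LH against FSH 5.80, limma BH-adjusted p = 9.57e-07, groups separate).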

Neuromedin receptor B (*nmbr*) is enriched in LH cells in males (Log2(fold change) = 1.4). Neuromedin B (NMB) is a highly conserved bombesin-related peptide that affects smooth muscle contraction, satiety, thermoregulation, stress, fear, and other behavioral responses [117]. In fish, there is no evidence for its activity in the literature. In mammals, little is known regarding its activity. In the HPG axis, a recent study cloning NMB and its receptor in pigs reveals differential expression of NMB and NMBR during development and reproductive stages in the pituitary [118], connecting its activity to the HPG axis.

Our results are the first direct evidence for the local regulation of these important metabolic and homeostatic hormones on LH cells, Though most of the hormones were suspected to regulate LH activity via the hypothalamic center, their GPCRs expression in LH cells reveals how LH is directly and specifically regulated by these hormones.

#### 2.6.2. Hormones Directly Regulating FSH Cells

To our surprise, the main GPCRs identified in our transcriptome analysis that are enriched in FSH cells relate mainly to appetite, homeostasis, and especially glutamatergic and GABAergic systems. One of the novel findings is the potential direct regulation of FSH by the gastrointestinal peptide, CCK, since its GPCR (*cckr*) is the highest enriched in FSH cells (log2(fold change)_male/female_ = 7.92/8.85), we suspect that CCK might be a leading candidate for FSH regulation in fish. 

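The log2 fold change of cckr (LOC100700667) in FSH cells was 7.95 (standard error 0.28, limma BH-adjusted p = 2.32e-12, groups separate) in males and 8.85 (standard error 0.34, limma BH-adjusted p = 5.52e-14, groups separate) in females. LH cells were also above the negative fraction, with 2.62 (standard error 0.28, limma BH-adjusted p = 3.83e-06, groups separate) in males and 1.44 (standard error 0.34, limma BH-adjusted p = 0.00360, groups overlapping) in females. FSH cells exceeded LH cells by a log2 ratio of LH to FSH of -5.33 (limma BH-adjusted p = 3.93e-10, groups separate) in males and -7.41 (limma BH-adjusted p = 5.45e-13, groups separate) in females.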

In mammals, different studies have revealed the existence of GnRH-independent FSH pulses [119,120,121], implying an additional unknown FSH releasing factor [122]. In fish, the direct regulation of GnRH on FSH transcription/secretion is even less characterized. In some species like Nile tilapia, Atlantic cod, and salmon, it was shown to directly stimulate FSH cell activity [9,58,123] but to a lesser extent than LH, implying there is an additional candidate regulating FSH activity.

An additional GPCR that was enriched in FSH cells in females (Log2(fold change) = 1.05) and males (Log2(fold change) = 2.42) was the Neuropeptide FF receptor 2 (*npffr2*). 

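Npffr2 had 48.0 ± 4.99 NR (SD, n = 4) in male FSH cells, 16.5 ± 14.5 NR in LH cells and 8.75 ± 3.01 NR in the negative fraction, with a log2 fold change of 2.37 (standard error 0.46, limma BH-adjusted p = 1.87e-04, groups separate) in FSH cells and 0.54 (limma BH-adjusted p = 0.296, groups overlapping) in LH cells. In females the levels were 19.4 ± 7.24, 14.9 ± 4.34 and 9.55 ± 1.64 NR. The female FSH value was 0.90 (standard error 0.36, limma BH-adjusted p = 0.0230, groups separate), below the cutoff of 1, and the gene was called with edgeR on the recovered reads (1.04), with DESeq2 on the recovered reads (1.05) and without FSH replicate 1 (1.05).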

Belonging to the RFamide receptors family, this receptor was recently described as a regulator of diet-induced thermogenesis and bone homoeostasis [124]. RFamide neuropeptides play different roles related to pain response, energy homeostasis, anti-inflammation, and more [125]. RFamide neuropeptides were shown to inhibit GnRH activity [126] and also directly affect gonadotrophs by inducing LH and FSH secretion from fish pituitary cell culture [9], supporting npffr2 expression in FSH cells.

Two of the GPCRs that are specifically enriched in FSH cells are less known to be involved either in FSH regulation or in the HPG axis in general: the melanocortin receptor 5 (*mc5r*) and prosaposin receptor (*gpcr37*). 

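The melanocortin receptor gene LOC100693278 (mc5r) varied widely between the FSH libraries of males, from 8.39 to 79.6 NR with a mean of 32.2 ± 32.4 (SD, n = 4). The negative fraction had 10.2 ± 2.71 NR. FSH cells had a log2 fold change of 1.12 (standard error 0.63, limma BH-adjusted p = 0.101, groups overlapping) over it, which did not pass the limits. The gene was called enriched with the sort as a block, with edgeR on the recovered reads (1.68), with DESeq2 on the recovered reads (1.67) and without FSH replicate 4 (1.57). In LH cells it had 11.9 ± 9.77 NR, and its log2 fold change of -0.12 (limma BH-adjusted p = 0.861, groups overlapping) ranged from -0.56 to 0.30 with a replicate or a library left out.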

MC5R is specifically enriched in FSH cells in males (log2(fold change) = 1.67) and is considered part of the melanocortin system. Though different melanocortins are known to regulate the interplay of hypothalamic regulation on food intake and the hormones involved in the HPG axis in mammals [127], the specific roll of MC5R was primarily associated with exocrine gland physiology [128,129] and pheromone-induced aggression in the rat [130]. In fish, MC5R activity is even less studied and proposed to be related to steroidogenesis and lipolysis [131]. Though the effects mediated by MC5R on FSH activity are unknown, its expression might imply for an exclusive activity on FSH in fish. G*pcr37* is highly enriched in FSH cells in males (log2(fold change) = 1.81) and females (log2(fold change) = 2.41). 

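Gpcr37 (gpr37) had 84.2 ± 23.8 NR (SD, n = 4) in male FSH cells, 29.0 ± 17.3 NR in LH cells and 23.9 ± 2.01 NR in the negative fraction. In females it had 50.0 ± 23.5 NR in FSH cells, 9.96 ± 4.69 in LH cells and 9.56 ± 2.89 in the negative fraction. The FSH log2 fold change was 1.72 (standard error 0.40, limma BH-adjusted p = 7.76e-04, groups separate) in males and 2.20 (standard error 0.42, limma BH-adjusted p = 8.87e-05, groups separate) in females. In LH cells the values of 0.05 and -0.03 changed sign among fits that each left out a replicate or a library.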

Its ligand, prosaposin (also known as SGP-1), is an intriguing multifunctional protein that plays roles both intracellularly as a regulator of lysosomal enzyme function, and extracellularly as a secreted factor [132]. The role of this receptor along the HPG axis is still unknown in vertebrates.

The metabotropic glutamate receptor family is divided into two main types of receptors: glutamate receptors and GABA receptors. 

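Tables S4 and S5 list the metabotropic glutamate receptor family by cell type. Of the male receptors listed for LH cells, 2 were in the table and 2 were called in LH cells only. The 6 listed for FSH cells were all called in FSH cells, 4 of them in FSH cells only and 2 also in LH cells, and the 3 listed for both were called in both. In females, 6 of 7 receptors listed for FSH cells are in the table, of which 5 were called in FSH cells only and 1 also in LH cells. The 1 listed for both was called in FSH cells only. The groups were set by the paper on these libraries.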

While only two GPCRs from this family are enriched specifically in LH cell, seven receptors are enriched specifically in FSH cells, suggesting that FSH cells are more susceptible to the direct regulation of GABA and glutamate activity. Glutamate and GABA are both known for their activity in the central nervous system as excitatory and inhibitory neurotransmitters, respectively [133]. In mammals and fish, both neurotransmitters are proposed to increase FSH activity [7,134].

GABA type B receptor subunits (*gabbr1* and *gabbr2*) are differentially enriched in LH and FSH cells; the type1 iso3 is enriched uniquely in LH cells in males (log2(fold change) = 1.9) and the type1 iso1 is enriched in both cell types (FSH_log2(fold change)males/females_ = 2.06/1.3, LH_log2(fold change)males/females_ = 1.73/0.84), while the type 2 subunits are enriched in FSH cells (log2(fold change)_males/females_ = 1.66/1.06). 

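In males, gabbr1 iso3 (gabbr1) had 40.5 ± 10.0 NR (SD, n = 4) in LH cells, 7.59 ± 4.11 NR in FSH cells and 10.6 ± 6.09 NR in the negative fraction, with log2 fold changes of 1.94 (standard error 0.45, limma BH-adjusted p = 0.00153, groups separate) in LH cells and -0.46 (standard error 0.45, limma BH-adjusted p = 0.338, groups overlapping) in FSH cells. In females it was enriched in both cell types, with 73.8 ± 39.6 NR in LH cells and 173 ± 98.8 NR in FSH cells, and log2 fold changes of 3.15 (standard error 0.45, limma BH-adjusted p = 9.94e-05, groups separate) and 4.39 (standard error 0.45, limma BH-adjusted p = 5.10e-08, groups separate). The difference between the sexes in the FSH log2 fold change was -4.85 (standard error 0.66, limma BH-adjusted p = 5.21e-05). The female FSH library of replicate 1 stood apart at 320.3 NR.
Gabbr1 iso1 (LOC100695498) was higher, with 370.2 ± 25.8 NR in LH cells and 464 ± 28.9 NR in FSH cells of males, and 191 ± 41.7 and 263 ± 31.1 NR in females. In males its log2 fold change was 1.75 (standard error 0.22, limma BH-adjusted p = 1.10e-05, groups separate) in LH and 2.08 (standard error 0.22, limma BH-adjusted p = 3.82e-07, groups separate) in FSH cells, and in females 0.83 (standard error 0.19, limma BH-adjusted p = 0.00335, groups separate) and 1.30 (standard error 0.19, limma BH-adjusted p = 5.93e-06, groups separate). The files list these genes under separate names, and the paper assigned uniquely mapped reads to genes. Whether reads of one were counted on the other was not examined in sequences. Their summed NR had a log2 fold change of 1.76 in LH and 1.97 in FSH cells of males and 1.21 and 1.92 in females. Gabbr2 had 1.61 (standard error 0.38, limma BH-adjusted p = 0.00101, groups separate) in FSH cells and 0.94 (standard error 0.38, limma BH-adjusted p = 0.0389, groups overlapping) in LH cells of males, and 1.01 (standard error 0.29, limma BH-adjusted p = 0.00287, groups separate) in female FSH cells. The female call was lost with a pseudocount of 5 (0.89) and in 5 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.75 to 1.22), and the male LH value passed the limits in 4 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.66 to 1.27). FSH and LH cells of males did not differ detectably in gabbr2 (LH against FSH -0.66, limma BH-adjusted p = 0.142, groups overlapping), and in females the log2 ratio was -0.64 (limma BH-adjusted p = 0.0424, groups separate).

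**Figure D9:**
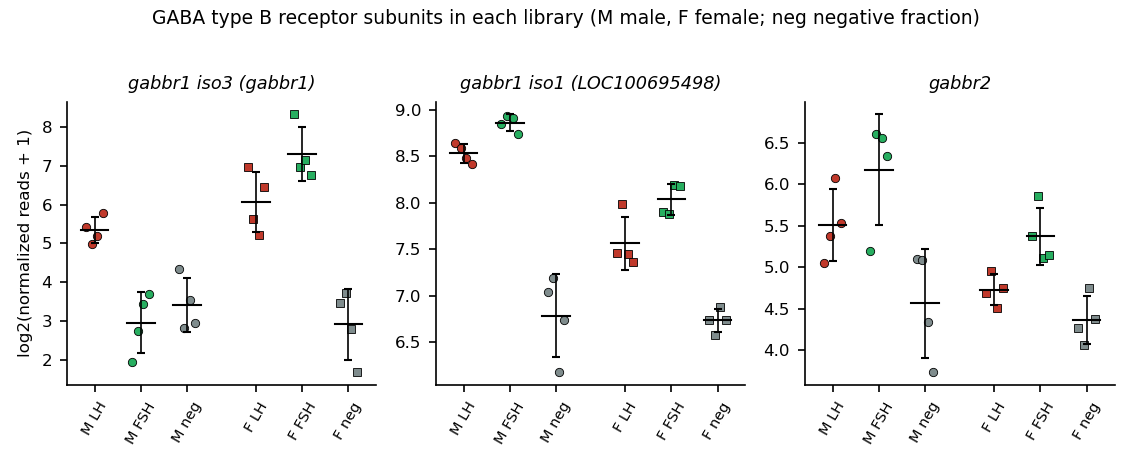
Log2(NR + 1) of gabbr1 iso3, gabbr1 iso1 and gabbr2 in each library by fraction and sex; lines are means and bars the SD of 4 libraries. For gabbr1 iso3 the FSH libraries are low in males and high in females.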

Since only heterodimeric GABAB receptors, containing both subunit types, are functional [135], the higher expression of both subunits in FSH cells support our hypothesis that GABA is mainly regulating FSH. In addition, three types of glutamate metabotropic receptors were uniquely enriched in FSH cells; *grm5* (log2(fold change)_males/females_ = 4.3/3.83), *grm4* (log2(fold change)_males/females_ = 1.74/1.29), and *grm7* (log2(fold change)_males/females_ = 1.43/1.68), supporting the direct regulation of glutamate on FSH cell activity.

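Grm5 had 939 ± 466 NR (SD, n = 4) in male FSH cells, 149.7 ± 95.3 NR in LH cells and 47.7 ± 14.8 NR in the negative fraction, and 392 ± 166, 26.9 ± 10.0 and 27.3 ± 8.24 NR in females. This gave a log2 fold change of 4.18 (standard error 0.44, limma BH-adjusted p = 4.22e-07, groups separate) in FSH cells of males and 3.75 (standard error 0.32, limma BH-adjusted p = 5.33e-09, groups separate) in those of females. Male LH cells were also called enriched in grm5, with 1.42 (standard error 0.44, limma BH-adjusted p = 0.0101, groups overlapping), a call lost with the adjustment over all genes of Table S8 and without replicate 2 (1.20). Grm4 (LOC100700221) was low, with 29.5 ± 17.5 NR in FSH and 19.0 ± 8.45 NR in LH cells of males, and log2 fold changes of 1.82 (standard error 0.55, limma BH-adjusted p = 0.00567, groups overlapping) and 1.29 (standard error 0.55, limma BH-adjusted p = 0.0483, groups overlapping). The LH call was lost in 9 of the 12 fits that each left out a replicate or a library and, among other settings, with edgeR or DESeq2 on the recovered reads, and the FSH call with the adjustment over all genes of Table S8. In females grm4 had 1.29 (standard error 0.49, limma BH-adjusted p = 0.0172, groups overlapping) in FSH cells, a call lost with a pseudocount of 5 (0.84), with the adjustment over all genes of Table S8 and in 4 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.69 to 1.77), and 1.04 (standard error 0.49, limma BH-adjusted p = 0.0942, groups overlapping) in LH cells. Grm7 (LOC100705106) had 1.43 (standard error 0.37, limma BH-adjusted p = 0.00202, groups separate) in male FSH cells and 1.64 (standard error 0.52, limma BH-adjusted p = 0.00620, groups separate) in female FSH cells, the latter lost with the adjustment over all genes of Table S8. In LH cells grm7 was at 0.14 in males, and in females no LH library exceeded 3 reads.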

The GPCR genes enriched in FSH cells suggest different candidates of hormones directly regulating FSH. Whereas the high expression of *cckr* in FSH cells uncovers for the first time the importance of CCK in FSH regulation, in addition the vast repertoire of GABAergic and glutamatergic receptors reveals the significance of the GABA/glutamate system in specifically regulating FSH cells. How each of these hormones affects FSH activity, and the specific relationship between them, is yet to be resolved.

### 2.7. Enriched Genes Conserved between Mammalian and Fish Gonadotrophs

Determination of the different genomic, cellular, and endocrine factors that regulate specifically LH and FSH secretion in mammals is challenging because both hormones are secreted from the same cell. Since the mono-hormonal gonadotroph system had likely evolved from a bi-hormonal system, we suspect that conserved genes that are unique to a specific cell type in the mono-hormonal system will regulate the same hormone in the bi-hormonal system. Therefore, we compared the fish transcriptome analysis to that of the rat gonadotroph [26]. The list of genes described in this section relates to key functions that regulate gonadotrophic cell activity. Since the single cell method used for the rat adenohypophysis transcriptome analysis is essentially different from the transcriptome used in the current study, we cannot speculate regarding the non-detected genes in this context, therefore, we only compared identified genes (Figure 6). Moreover, here we highlight only the genes that are uniquely enriched in the gonadotrophs of both tilapia and rat, therefore genes that are common to other cell types are not discussed. Out of the 95 dominant genes in the rat gonadotrophs only 15 were shared with tilapia FSH cells (Figure 6A) and 7 with LH cells (Figure 6B). 

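The connexin gene gjd2 had 531 ± 161 NR (SD, n = 4) in LH cells, 676 ± 256 NR in FSH cells and 142 ± 30.1 NR in the negative fraction of males. In females the levels were 369 ± 161, 359 ± 128 and 176 ± 48.4 NR. In males the log2 fold change was 1.85 (standard error 0.29, limma BH-adjusted p = 7.88e-05, groups separate) in LH cells and 2.18 (standard error 0.29, limma BH-adjusted p = 4.86e-06, groups separate) in FSH cells, and in females 1.03 (standard error 0.29, limma BH-adjusted p = 0.00934, groups separate) and 1.01 (standard error 0.29, limma BH-adjusted p = 0.00272, groups separate). The female LH library of replicate 2 stood apart at 609.9 NR, and the female LH call was lost with the adjustment over all genes of Table S8, without replicate 2 (0.53), without LH replicate 2 (0.76) and without negative replicate 2 (0.80). The female FSH call was lost with a pseudocount of 5 (1.00) and in 4 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.78 to 1.27). LH and FSH cells did not differ detectably, with log2 ratios of -0.33 in males and 0.02 in females, the latter from -0.29 to 0.31 with a replicate or a library left out.

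**Figure D10:**
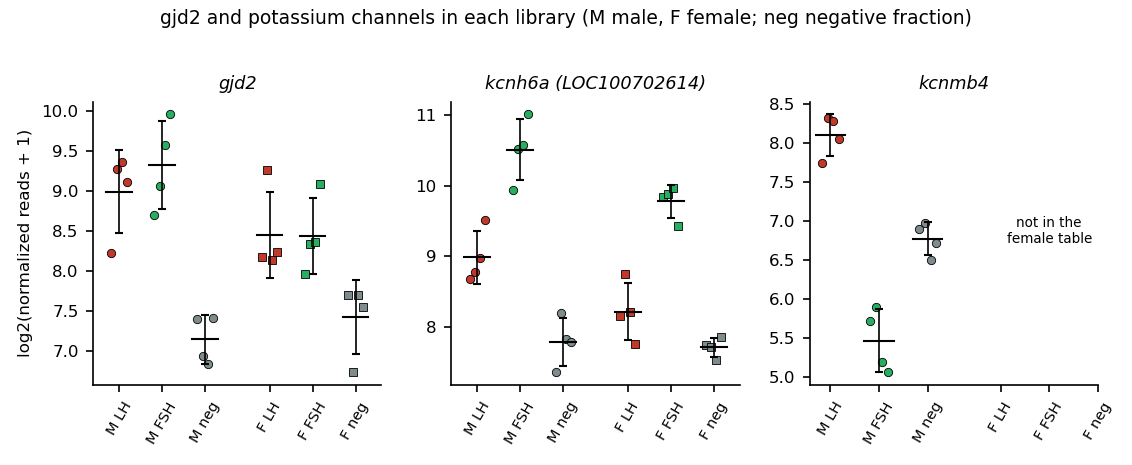
Log2(NR + 1) of gjd2, kcnh6a and kcnmb4 in each library by fraction and sex; lines are means and bars the SD of 4 libraries. For gjd2, LH and FSH libraries overlap in both sexes.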

Out of the 95 genes, only one orthologue was expressed in both gonadotropic cell types (Figure 6C): the gap-junction delta 2 protein (*gjd2b*), which encodes connexin 36 (Cx36). Gap junctions are suggested to be important to ensure efficient, synchronous secretion of gonadotropins in mice [136] and in LH cells in Nile tilapia [17]. Whereas Cx36 has been identified to specifically mediate coupling between mammalian gonadotrophs [136], this is the first evidence for its expression in fish gonadotrophs. Cx36 expression in rat and fish gonadotrophs suggest the functional important of the coupling mechanisms in both mono- and bi-hormonal gonadotrophs. Moreover, this conserved evolutionary gene may serve as a candidate for a marker of gonadotrophs in the vertebrate pituitary.

Electric excitability of gonadotropic cells is directly related to their activity and secretion [53,58,59]. Therefore, the different ion channels expressed in each cell might suggest that there is a different excitability pattern for LH and FSH which finally affect their release patterns. Few potassium channels are conserved between rat and tilapia. In tilapia FSH cells, specific potassium voltage gated channels are enriched (*kcnh6a*, NRmales/females=1509.5/951.5, and two isoforms of *kcna4*, average NR= 295.9) while in tilapia LH cells the β subunit of a calcium activated potassium channel (*kcnmb2*, NR = 276.3) is enriched in males. 

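Kcnh6a (LOC100702614) had 1509 ± 441 NR (SD, n = 4) in male FSH cells and 519.9 ± 146 NR in LH cells. In female FSH cells, the values of Table S6 for the 17 genes of its FSH group match the means over replicates 1 to 3, which for kcnh6a was 951 ± 42.0 NR (SD, n = 3). Over all 4 libraries it was 886 ± 136 NR (SD, n = 4). FSH replicate 4 of females, with 689 NR, is the library not used for that group, and the paper gives no reason. The kcnh6a log2 fold change in FSH cells over all libraries was 2.72 (standard error 0.25, limma BH-adjusted p = 1.32e-07, groups separate) in males and 2.07 (standard error 0.21, limma BH-adjusted p = 4.52e-08, groups separate) in females, and in LH cells 1.20 (standard error 0.25, limma BH-adjusted p = 7.86e-04, groups separate) and 0.51 (standard error 0.21, limma BH-adjusted p = 0.0586, groups overlapping).
The genes of kcna4 adjoin on linkage group 1 from 10264192 to 10317934 of O_niloticus_UMD_NMBU (LOC102076326) and 10261103 to 10264184 (LOC100694964), next to fshβ. Reads of adjoining genes of this family could have been split. Their mean over both genes and sexes was 296 NR in FSH cells with female replicates 1 to 3, and 299 NR over all libraries. For the first gene the male value was 637 ± 29.3 NR, and the female value 346 over replicates 1 to 3 and 355 over all 4, with 382 in replicate 4. For the second it was 116 ± 15.6 NR in males and 84.8 and 87.6 in females, with 96.0 in replicate 4. LOC102076326 had a log2 fold change of 4.04 (standard error 0.33, limma BH-adjusted p = 3.99e-08, groups separate) in male FSH cells and 2.69 (standard error 0.21, limma BH-adjusted p = 2.11e-09, groups separate) in female FSH cells, and 1.87 (standard error 0.33, limma BH-adjusted p = 2.07e-04, groups separate) in male LH cells. LOC100694964 had 3.78 and 3.42 in FSH cells. FSH cells exceeded LH cells in every comparison of both genes over all libraries, with the largest limma BH-adjusted p = 6.66e-04 at a log2 ratio of -1.90, and all 4 FSH libraries lay above the 4 LH libraries. Within 100000 bases of fshβ lie 7 annotated genes, of which 2 were enriched in FSH cells.

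**Figure D11:**
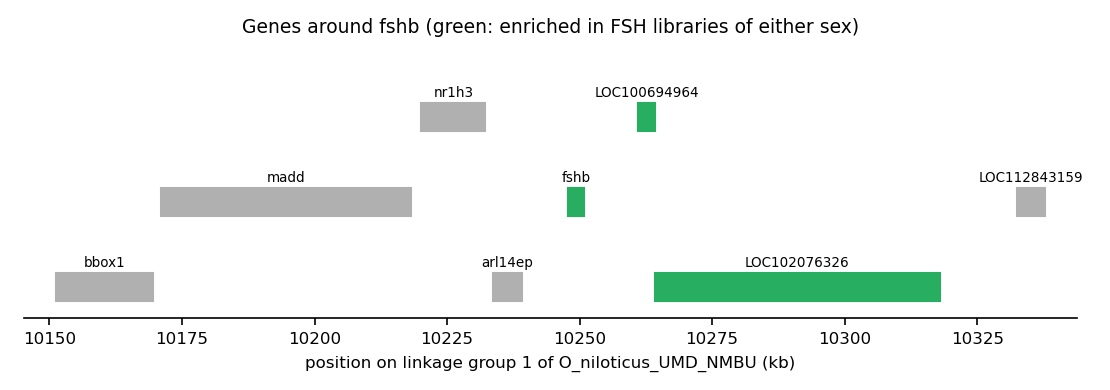
Annotated genes around fshβ on linkage group 1 of O_niloticus_UMD_NMBU, drawn to scale by position; colour marks genes enriched in FSH cells. The pair of kcna4 genes lies beside fshβ.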

KCNM channels were specifically shown to regulate Ca2+ oscillation and specifically affect LH secretion in rat gonadotrophs [54]. KCNM channels are composed of a pore-forming α subunit and additional auxiliary β and γ subunits. The auxiliary subunits can be differentially expressed in different cells [137]. 

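In the deposited table this subunit is kcnmb4, which had 276 ± 48.7 NR (SD, n = 4) in male LH cells, 44.6 ± 12.6 NR in FSH cells and 109 ± 15.7 NR in the negative fraction. Against the negative fraction the log2 fold change was 1.32 (standard error 0.24, limma BH-adjusted p = 2.76e-04, groups separate) in LH cells and -1.31 (standard error 0.24, limma BH-adjusted p = 1.31e-04, groups separate) in FSH cells, and LH cells exceeded FSH cells by a log2 ratio of 2.63 (limma BH-adjusted p = 2.54e-07, groups separate). The female table, which holds genes enriched in either cell type, does not contain it, so the difference between the sexes was not tested.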

The β4 subunit that is only enriched in male tilapia LH cells is also conserved in male rat gonadotrophs [26], and is known to slow down the activation and deactivation kinetics of the KCNM channel by decreasing Ca2+ sensitivity at low Ca2+ concentrations and increasing Ca2+ sensitivity at high Ca2+ concentrations [137,138], therefore contributing to the oscillatory properties of LH cells in mammals, that were suggested also in fish [55]. This unique modulation of the KCNM channel can be a conserved function that reflects different excitatory properties between LH and FSH cells in fish and mammals.

Mouse gonadotrophs express the androgen receptor (*ar*), which plays an important role in the feedback regulation from the gonads [139]. Gonadotroph-specific knockout of mouse *ar* disrupted gonadal development and fertility. In the fish pituitary, the expression of *ar* is correlated to different developmental stage of the gonad and is highly expressed in reproducing Nile tilapia [140,141,142]. 

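The files hold 3 androgen receptor genes, ara in females and LOC112841613 (ar like) and ar in both sexes. Their mean in FSH cells, over the male values and female replicates 1 to 3, was 132 NR, and over all 4 female libraries 126 NR. In female FSH cells ara had 171 ± 73.1 NR (SD, n = 3) and over 4 libraries 152 ± 70.6 (SD, n = 4), with 95.1 NR in the library left out for the FSH group of Table S6, replicate 4, for which the paper gives no reason. LOC112841613 had 129 NR over replicates 1 to 3, 119 over 4 and 88.7 in replicate 4, and ar 46.9, 46.3 and 44.4 NR. Male FSH cells had 218 ± 49.0 NR of LOC112841613 and 97.8 ± 36.8 NR of ar. Over all libraries, the FSH log2 fold change was 3.82 (standard error 0.36, limma BH-adjusted p = 1.64e-07, groups separate) for LOC112841613 and 2.91 (standard error 0.38, limma BH-adjusted p = 3.48e-06, groups separate) for ar in males, and 3.96 (standard error 0.33, limma BH-adjusted p = 3.98e-09, groups separate) and 3.25 (standard error 0.40, limma BH-adjusted p = 6.03e-07, groups separate) in females. For ara it was 1.05 (standard error 0.33, limma BH-adjusted p = 0.00578, groups overlapping), a call lost with the adjustment over all genes of Table S8 and in 5 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.64 to 1.35). LH cells were also enriched in both of the other genes, with 3.04 (standard error 0.36, limma BH-adjusted p = 8.96e-06, groups separate) and 2.12 (standard error 0.38, limma BH-adjusted p = 2.06e-04, groups separate) in males and 1.95 (standard error 0.33, limma BH-adjusted p = 4.81e-04, groups separate) and 1.76 (standard error 0.40, limma BH-adjusted p = 0.00282, groups separate) in females. FSH exceeded LH cells in females, with log2 ratios of LH to FSH of -2.01 (limma BH-adjusted p = 1.99e-05, groups separate) for LOC112841613, -1.49 (limma BH-adjusted p = 0.00199, groups separate) for ar and -1.14 (limma BH-adjusted p = 0.00381, groups separate) for ara. In males the excess did not pass the limits, with -0.77 (limma BH-adjusted p = 0.0755, groups overlapping) for LOC112841613 and -0.78 (limma BH-adjusted p = 0.0831, groups overlapping) for ar. The male ar excess passed the limits without replicate 1 (-1.33), without LH replicate 1 (-1.05) and without FSH replicate 1 (-1.07), and that of LOC112841613 without replicate 1 (-1.22) and without LH replicate 1 (-1.07). Reads could have been split between these paralogs, so their levels are uncertain.

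**Figure D12:**
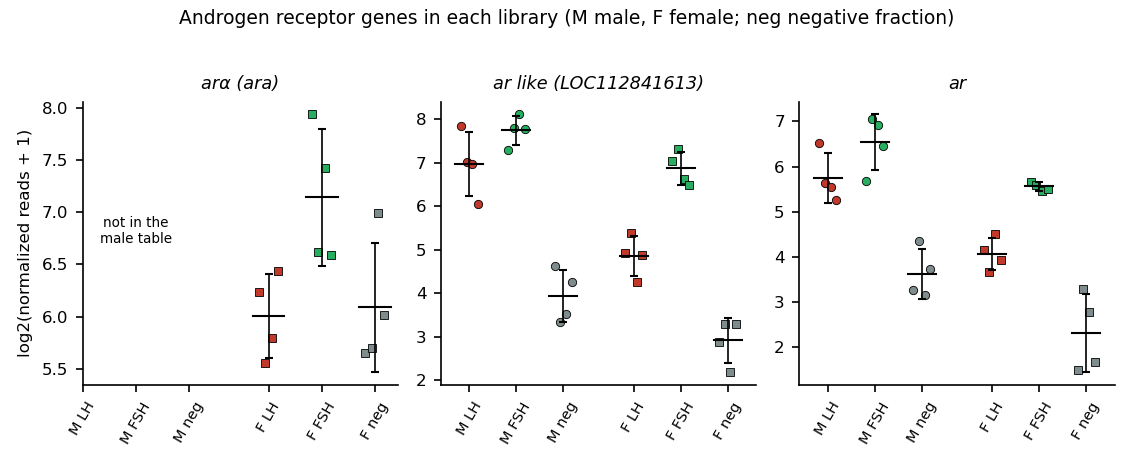
Log2(NR + 1) of the androgen receptor genes in each library by fraction and sex; lines are means and bars the SD of 4 libraries. Female FSH libraries lie above female LH libraries for ar like and ar.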

Three different *ar* paralogs (*arα*, *ar like,* and *ar*) are enriched in FSH cells (average NR = 132.9), suggesting their activity is mainly related to FSH secretion during vitellogenesis. Additional transcription factors and signal transduction regulators are conserved between rat and tilapia like; *rgs4*, *foxp2*, *otofb*, and more, however, how they affect each hormone regulation is unknown.

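Rgs4 (LOC100712038) had 258 ± 126 NR (SD, n = 4) in FSH cells and 142 ± 65.1 NR in LH cells of males, and 127 ± 16.9 and 41.5 ± 17.9 NR in females. In FSH cells its log2 fold change was 2.58 (standard error 0.37, limma BH-adjusted p = 1.05e-05, groups separate) in males and 2.38 (standard error 0.32, limma BH-adjusted p = 1.67e-06, groups separate) in females, and in LH cells 1.74 (standard error 0.37, limma BH-adjusted p = 9.00e-04, groups separate) and 0.71 (standard error 0.32, limma BH-adjusted p = 0.0781, groups overlapping). The excess of FSH over LH cells in males, a log2 ratio of LH to FSH of -0.84 (limma BH-adjusted p = 0.0615, groups overlapping), passed the limits only without LH replicate 4 (-1.12). Foxp2 had 93.4 ± 44.7 NR in male LH cells and 54.8 ± 15.9 NR in FSH cells, with a log2 fold change of 1.27 (standard error 0.39, limma BH-adjusted p = 0.00948, groups overlapping) in LH cells, lost with the adjustment over all genes of Table S8 and without replicate 3 (1.07). Otofb (LOC100710657) had 22.3 ± 17.4 NR in male LH cells and a log2 fold change of 1.03 (standard error 0.51, limma BH-adjusted p = 0.0801, groups overlapping), which did not pass the limits, and was called enriched without replicate 3 (1.51) and without negative replicate 3 (1.43). LH cells exceeded FSH cells in otofb (2.23, limma BH-adjusted p = 0.00148, groups separate).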

To identify endocrine hormones regulating the activity of FSH and LH cells, we looked at the conserved GPCRs between tilapia and rat gonadotrophs (Figure 6E), and as much as 20 of the 70 identified GPCR genes enriched in tilapia gonadotrophs were shared with the rat gonadotroph transcriptome analysis. The genes were divided to LH and FSH cell groups according to their expression in the tilapia transcriptome analysis. Other than the conserved regulation of GnRH on both gonadotrophs activity, additional receptors from the peptide family were identified like somatostatin receptor and adropin receptors, emphasizing their importance in LH and FSH regulation. Moreover, the expression of GPCR genes that relate to the metabotropic glutamate receptors family like gabbr1 and gabbr2 in the rat gonadotrophs reveals conserved GABAergic regulation on those cells, probably related to FSH secretion/transcription due to their high expression in FSH cells in tilapia. The fact that many of the GPCRs already discussed in Section 2.6 are conserved in rat gonadotrophs highlight their importance in differentially regulating gonadotroph activity in mammals.

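The PACAP receptor gene LOC100710530 (adcyap1r1) lies on linkage group 17 from 25588565 to 25623674 of O_niloticus_UMD_NMBU. In males it had 325 ± 74.2 NR (SD, n = 4) in LH cells, 6.14 ± 6.38 NR in FSH cells and 91.3 ± 20.4 NR in the negative fraction. Female LH cells had 283 ± 111 NR and the negative fraction 106 ± 53.2 NR, and all 4 FSH libraries were at or below 3 reads, at least 72.9-fold below LH cells. The LH log2 fold change was 1.81 (standard error 0.56, limma BH-adjusted p = 0.0102, groups separate) in males and 1.53 (standard error 0.47, limma BH-adjusted p = 0.0168, groups overlapping) in females. The male call was lost with the adjustment over all genes of Table S8, and the female call with the adjustment over all genes of Table S8 and in 5 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.87 to 2.06). LH cells of males exceeded FSH cells by a log2 ratio of 6.05 (limma BH-adjusted p = 2.54e-07, groups separate).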

In LH cells, pituitary adenylate cyclase- activating polypeptide type 1 receptor isoform 1 (*adcyap1r1*) is enriched in males (NR = 324.6) and females (NR = 282.7). Classified in the secretion receptor family according to BRITE analysis (see Supplementary Tables S4 and S5), this receptor and its ligand (PACAP) are known to play an important role in regulating the HPG axis in both mammals and fish [47,143,144,145]. In mammals, PACAP can either inhibit or elicit gonadotropin secretion depending on the sex, the reproductive stage, and application method [143]. In fish, PACAP increased LH secretion in the gonadotrophs of the goldfish [144], while in previous studies performed on cell culture of tilapia pituitaries, it increased both LH and FSH subunit synthesis [47]; unfortunately how it affects the secretion of FSH in fish is yet unknown. However, the specific expression of adcyap1r1 in tilapia LH cells strengthens its importance for LH activity.

Latrophilin1 (*adgrl1*) is a member of the adhesion receptor family and is found to be conserved in rat gonadotrophs and tilapia FSH cells. The activity of adgrl1 has been extensively studied as a component of black widow spider venom and was found to elicit spontaneous exocytosis of neurotransmitters from neurons and peptide hormones of endocrine cells [146]. However, this is the first evidence for its expression in FSH cells and the pituitary of fish in general. Since its expression in LH cells is relatively low, it might be a candidate for the regulation of the different secretion patterns of LH and FSH from gonadotrophs in vertebrates.

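Adgrl1 (LOC100698301) had 85.0 ± 32.4 NR (SD, n = 4) in LH cells, 295 ± 46.9 NR in FSH cells and 40.7 ± 8.4 NR in the negative fraction of males, and 30.8 ± 7.71, 149.6 ± 20.3 and 40.6 ± 8.81 NR in females. Its FSH log2 fold change was 2.83 (standard error 0.28, limma BH-adjusted p = 2.52e-07, groups separate) in males and 1.87 (standard error 0.25, limma BH-adjusted p = 1.63e-06, groups separate) in females. FSH cells exceeded LH cells in both sexes, with log2 ratios of LH to FSH of -1.85 (limma BH-adjusted p = 4.36e-05, groups separate) in males and -2.26 (limma BH-adjusted p = 1.21e-07, groups separate) in females. In male LH cells the log2 fold change was 0.98 (standard error 0.28, limma BH-adjusted p = 0.00649, groups overlapping), just below the cutoff of 1, and it was called with edgeR on the recovered reads (1.06), with DESeq2 on the recovered reads (1.06) and in 6 of the 12 fits that each left out a replicate or a library (range over the 12 fits 0.78 to 1.23). Female LH cells had -0.39 (standard error 0.25, limma BH-adjusted p = 0.223, groups overlapping). The LH fold change was larger in males by 1.38 (standard error 0.38, limma BH-adjusted p = 0.0193), a call lost without replicate 1 (1.25), 2 (1.36) or 3 (1.34) and after centring on the median sex difference (0.85).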

When looking at the endocrine control of gonadotropin secretion from an evolutionary perspective, few key genes which are highly conserved between very distant species had been highlighted. GnRH is considered the main neuropeptide regulating LH and FSH secretion, and even though GnRHR is the highest expressed GPCR in rat gonadotrophs, the two different isoforms of tilapia GnRHRs are not the highest GPCRs expressed in tilapia gonadotrophs. Interestingly, highly expressed GPCRs that were identified in fish transcriptome, and have higher NR counts than the GnRH receptors in fish, were not detected in the rat transcriptome, like *cckr*, *nmbr*, *ntr1*, and *drd4*. 

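Drd4 (LOC100704531) had 326 ± 119 NR (SD, n = 4) in LH cells and 374 ± 154 NR in FSH cells of males, and 231 ± 134 and 249 ± 46.8 NR in females. Relative to the negative fraction its log2 fold change was 2.06 (standard error 0.33, limma BH-adjusted p = 9.50e-05, groups separate) in LH and 2.28 (standard error 0.33, limma BH-adjusted p = 1.17e-05, groups separate) in FSH cells of males and 1.39 (standard error 0.31, limma BH-adjusted p = 0.00278, groups separate) and 1.65 (standard error 0.31, limma BH-adjusted p = 8.66e-05, groups separate) in females. By mean NR in LH cells, drd4 was 6th of the listed receptors in males and 4th in females, and ntr1 5th in males and 2nd in females. Nmbr, with a rank of 2, and cckr, with a rank of 3, were also above GnRHR3 in male LH cells. In female LH cells the mean of cckr, with a rank of 12, was below that of GnRHR3. In FSH cells cckr and drd4 had higher means than GnRHR1 in both sexes, and drd4 was 5th in males and 4th in females. Nmbr and ntr1 were below GnRHR1 in male FSH cells. These are ranks of group means without division by gene length.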

Though speculating on genes that are missing from different transcriptome analyses is problematic, the fact that these genes are highly expressed in fish, and are missing in rat, might suggest a unique adaptation for LH and FSH cells in fish that might also relate to the unique adaptation of mono-hormonal system.

## 3. Materials and Methods

### 3.1. Fish Care and Maintenance

Nile tilapia (*Oreochromis niloticus*, Lake Manzala strain) were kept and bred in a recirculating water system at 26–28 °C and fed twice daily with commercial pellets (47% protein, 6% fat, Raanan Shivuk, Israel). The double-labeled fish used for this study were grown together in a single 500-L tank. In each experiment, the fish were sampled randomly from the tank. Fish sex, weight, and gonado-somatic index (gonadal mass as a proportion of the total body weight; GSI) are detailed for every experiment; all the fish used in this study were sexually mature while their GSI ranged between 0.001–5.7% for females and 0.007–1.02% for males (Supplementary Figure S1). Double-labeled transgenic fish expressing GFP and RFP in GtH cells were the offspring of single-labeled parents; FSH:GFP that were previously described [17,18] and LH:RFP that were created as previously described [45]. Using the LR Three-way Multisite Gateway reaction (Invitrogen, Carlsbad, CA, USA) the resulting construct drove tagRFP expression in LH cells and tagRFP expression in the heart. After breeding of the single-labeled fish, the embryos were screened for red and green signals in the heart, only embryos expressing both signals were considered double-labeled fish.

All experiments were conducted in accordance with the Animal Care and Use Guidelines of the Hebrew University and were approved by the National Research Council for Care and Use of Laboratory Animals.

### 3.2. Confocal Imaging

Pituitaries of adult double-labeled Nile tilapia (FSH:GFP&LH:RFP) were fixed in 4% PFA for 2 h at room temperature and then cryoprotected by immersion in PBS containing 20% (*w*/*v*) sucrose and 30% OCT (*w*/*v*) overnight at 4 °C. Tissue was frozen in OCT blocks and sectioned in a cryostat at a thickness of 12 μm. The slides were stained with DAPI and mounted in anti-fade solution, pituitaries were imaged for RFP- and GFP-labeled cells using confocal fluorescent microscope (Leica microsystems), and images were produced using an ×20 and ×60 objectives and processed using Fiji program [147].

### 3.3. Isolation of LH and FSH Cells from Double Labeled Pituitaries

For the isolation of LH and FSH cells, pituitaries from 20 double-labeled mature males or 20 mature females of *O.niloticus* were harvested and validated using fluorescent microscopy for GFP- and RFP-labeled cells. Positive pituitaries expressing RFP and GFP from each sex were validated in a fluorescent microscope and pooled together into a modified HBS (HEPES Buffered Saline; 145 mM NaCl, 5.4 mM KCl, 1.8 nM CaCl2, 1 mM MgCl2, 20 mM D-Glucose, 20 mM HEPES). Next, the pituitaries were digested by trypsin into a single cell suspension according to [9,148]. The cell suspension was filtered through a 40μm sieve and suspended in PBS containing 30% Accumax (SCR006 Accumax cell detachment solution, Mercury-ltd, Rosh-Ha’ayin, Israel.). The procedure was repeated four times for each sex, generating four biological replicates for each sex, totaling 76 female fish (body weight 78.82 ± 2.61g; GSI 1.9 ± 0.2%) and 77 male fish (body weight 143.16 ± 7.05 g; GSI 0.22 ± 0.04%) were used (Supplementary Figure S1). The cell suspensions were sorted in a FACSAriaIII sorter using a 488 nm and 561 nm lasers to excite the GFP- and RFP-labeled cells, respectively. To determine the correct parameters of gaiting for the positively-labeled cell population (Supplementary Figure S2), different pituitaries served as controls: non-labeled, single-labeled of FSH:GFP, and single-labeled of LH:RFP. Cell viability was also determined using the fluorescent exclusion dye, propidium iodide (Merck KGaA, Darmstadt, Germany). Four fractions were collected: GFP-positive fraction enriched in FSH cells, RFP-positive fraction enriched in LH cells, GFP- and RFP-positive that contain both cell types probably due to doublets of LH and FSH cells, and negative cells fraction that contain non-LH and non-FSH pituitary cells. For each cell suspension, 23,000 to 60,000 cells were collected simultaneously.

### 3.4. RNA-Seq Library Preparation of FACS Cells

After sorting, cells were immediately centrifuged (300 × g for 4 min) and suspended in Trizol^®^ Reagent (Thermo Fisher Scientific, Waltham, MA, USA) for total RNA extraction, according to the manufacturer’s instruction. Total mRNA from each sample was dissolved in 20 μL DEPC water with concentrations ranging from 0.9 to 4.3 ng/μL (Figure 2C). RNA quality and quantity were verified using a 2200 TapeStation (Agilent Technologies). Total RNA samples were sent to the Interdepartmental Equipment Unit, Faculty of Medicine (The Hebrew University) for RNA-seq library preparation and sequencing. RNA libraries were prepared using the SMARTer^®^ Stranded Total RNA-Seq Kit v2- Pico Input Mammalian (Takara Bio, Mountain View, CA, USA which is adaptable for low quality RNA samples. The libraries were subjected to next generation sequencing using Illumina^®^ NextSeq^®^ 500 system (Illumina, Inc, San Diego, CA, USA), performing 76 bp single-end read sequencing of the 32 multiplexed samples. Each library contained at least 24 M reads (in average 45.5 M and 27.5 M for males and females, respectively).

### 3.5. RNA-Seq Library Processing, Mapping, and Annotation

Raw reads (Fastq files) were inspected for quality issues with FastQC v0.11.4 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (accessed on 1 September 2019) and trimmed for quality and adaptor removal using Trim Galore (https://github.com/FelixKrueger/TrimGalore) (accessed on 1 September 2019) default settings. Single end reads were mapped to O. niloticus (assembly O_niloticus_UMD_NMBU GCA_001858045.3), using STAR v 2.201 [149]. Mapped reads were processed to remove identified contamination of ribosomal and bacterial RNA. From the uniquely mapped reads, an average of 43% and 47% were assigned to O. niloticus known genes in males and females, respectively. Finally, the average number of reads that were assigned to a known gene in the O. niloticus genome, for each cell type (thus constituting the data on which the analysis is based), were, in the male pituitary FACS cells: LH cells; 2.3 M reads, FSH cells; 4.2 M reads, negative cells; 2.8 M, “before sorting” control cells; 4.5 M reads. For the female pituitary FACS cells, they were LH cells; 1.6 M, FSH cells; 1.5 M reads, negative cells; 1.4 M reads and the “before sorting” cells; 3 M reads per sample. FASTQ files and the results of DESeq analysis discussed in this study are available on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) [150,151] through accession number GSE159470.

### 3.6. Identifying Uniquely Expressed Genes in LH and FSH Cells

Differential expression analysis was performed using DESeq2 R package. In the FACS sorted cells, each LH or FSH library was analyzed against the negative library. More than 3K genes with normalized read counts greater than 100 were identified. In total, 10,713 and 10,134 genes were differentially expressed (FDR corrected *p* < 0.05) between the gonadotrophs and the negative fractions in males and females, respectively. The distribution of the number of genes with the different read counts in each library is detailed in Supplementary Table S8. Volcano plots describing the differentially expressed genes (log2 > 1, *p* < 0.05) is detailed in Supplementary Figure S3.

To decide the fold change cutoff of enriched genes (EGs) for LH and FSH cells, we looked at the RNA-seq expression of common pituitary hormones in the different FACS fractions (Figure 3A). In order to increase the reliability of the results, only genes with a log2 fold change greater than one (above the red line in Figure 3A) were considered EGs in LH and FSH samples, eliminating genes with low expression that might arise from unwanted cell contamination in the sorted fractions. Therefore, EGs were selected according to the following cutoff criteria: FDR corrected p-value lower than 0.05 and absolute fold change expression higher than 2. To create gene lists for uniquely expressed genes in LH, FSH, or both cell types, we performed a hierarchical clustering analysis using MATLAB (MATLAB_R2107a) based on the filtered EGs, using a Seuclidean distance matrix and a complete linkage method for the cluster analysis.

### 3.7. Functional Analysis of Enriched Genes in FSH and LH Cells

The well annotated zebrafish (*D. rerio*) gene homologs were used as a reference for further functional analyses of the EGs. For the purpose of assigning zebrafish homologs to tilapia protein sequences, they were further aligned against a database containing all zebrafish protein sequences (genome version GRCz11) using GHOSTX—An Improved Sequence Homology Search Algorithm [152]. Sequences were selected as homologues if BLAST e-value were lower than 10–5 and sequence identity was higher than 60%. The zebrafish proteins with the highest blast bit-score (along with its annotations) were assigned to each one of the tilapia proteins as their representative homolog. Enrichment analysis of GO terms and KEGG pathway was performed using the g:Profiler [153], the genes were categorized according to their fold change in each cell type, and uploaded to g:Profiler using the zebrafish organism as reference. The different enriched GO annotations were later grouped using the CateGOrizer tool (https://www.animalgenome.org/tools/catego/) (accessed on 1 September 2019).

### 3.8. Real-Time PCR Validations

cDNA preparation was accomplished with 2 ng of the FACS cells mRNA using the Verso cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instruction. Real-time PCR validations were performed as described previously [154]. cDNA (3 μL) was used as template in a 20 μL final reaction volume with Platinum SYBR Green qPCR SuperMix (Invitrogen). Each set of primers were validated first for specificity and efficiency using 6 dilutions (×5) of pituitary cDNA. To assess the mRNA expression of lhβ, fshβ, and gh in each fraction, mRNA levels (the averaged of two technical replicates) were normalized against the reference gene, EF1α, using the comparative threshold cycle method (−∆CT). Ef1α was previously shown to be a suitable reference gene for gene expression in several fish species including tilapia [14,154]. Primer sequences are detailed in Supplementary Table S1.

### 3.9. Comparing Tilapia and Rat Transcriptome Analysis

Gene lists from the rat single cell transcriptome analysis were published and kindly provided by Dr. Stojilkovic (National Institutes of Health) [26]. We obtained two different lists, one for the significantly dominant genes expressed in rat gonadotrophs and a second matching our specific GPCRs list obtained by BRITE analysis [155] and are expressed in at least 5% of the gonadotroph identified in the single cell analysis. Tilapia gene IDs were converted to rat IDs using g:profiler orthology search tool. The common genes between rat gonadotrophs to tilapia LH and FSH cells were identified using a Venn diagram (Venny 2.1).

## 4. Conclusions

By successfully separating LH and FSH cells from the pituitaries of Nile tilapia, we had identified cell-specific and sex-specific enriched genes that may contribute to different excitatory mechanisms, different signal transduction properties, and different hormonal regulation of these cells. We identified different types of GnRH receptors that are differentially expressed in each cell type, highlighted conserved peptides and metabotropic glutamate receptors that might contribute to the differential secretion and synthesis of each of the GtHs and potentially link between reproduction and other physiological mechanisms. One novel finding in this study was the high levels of *cckr* expression in FSH cells, which we hypothesize to be a link between the metabolic and reproductive status of the fish. We had identified conserved orthologues by comparing our enriched genes to that of the rat gonadotroph, revealing their contribution to the differential regulation of LH and FSH, and emphasizing their importance in gonadotroph activities.

## Figures and Tables

**Figure 1:**
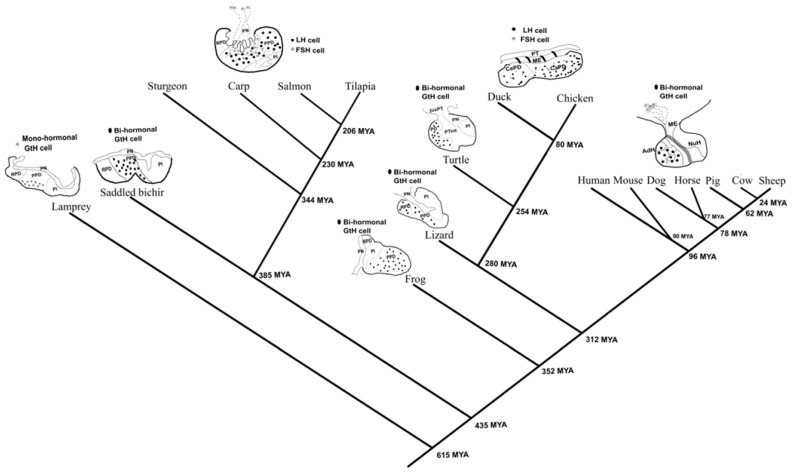
Taxonomic tree of representative vertebrate taxa showing differences in morphology and gonadotroph organization. The distribution of FSH and/or LH cells in the vertebrate pituitary is either bi-hormonal (one cell expressing both gonadotropins), or mono-hormonal cells (two cells secreting each a different gonadotropic hormone). An exception is the proto-glycotrope expressing only one gonadotropic hormone that exists in lamprey. From the different taxa, only the teleost and avian exhibit the mono-hormonal cell morphology while mammals, reptiles, and amphibians exhibit the bi-hormonal morphology. The taxonomic tree was prepared using TIMETREE [25] and visualized with the pituitary diagrams using Inkscape. The evolutionary tree includes only organisms with known information regarding their GtH distribution in the pituitary. Information regarding each organism was obtained from: Mouse (*Mus musculus*) [26,27], dogs (*Canis lupus familiaris*) [28], pigs (*Sus scrofa domesticus*) [29], human (*Homo sapiens*) [30], sheep (*Ovis aries*) [31], horse (*Equus ferus caballus*) [32], cow (*Bos Taurus*) [33], lamprey (*Petromyzon marinus*) [34], Saddled bichir (*Polypterus endlicherii*) [35], tilapia (*Oreochromis niloticus*) [17], carp (*Cyprinus carpio*) [36], salmon (*Salmo salar*) [37], sturgeon (*Acipenser gueldenstaedtii*) [38], turtle (*Geoclemys reevesii*) [39], chicken (*Gallus gallus*) [24], duck (*Anas acuta*) [40], lizard (*Calotes versicolor*) [41], and frog (*Rana japonica*) [42]. Rostral pars distalis (RPD), proximal pars distalis (PPD), pars intermedia (PI), pars nervosa (PN), pars distalis (PD), juxtaneural pars tuberalis (juxPT), pars tuberalis interna (PTint), pars tuberalis (PT), median eminence (ME), cephalic pars distalis (CePD), caudal pars distalis (CaPD), adenohypophysis (AdH), neurohypophysis (NuH).

**Figure 2:**
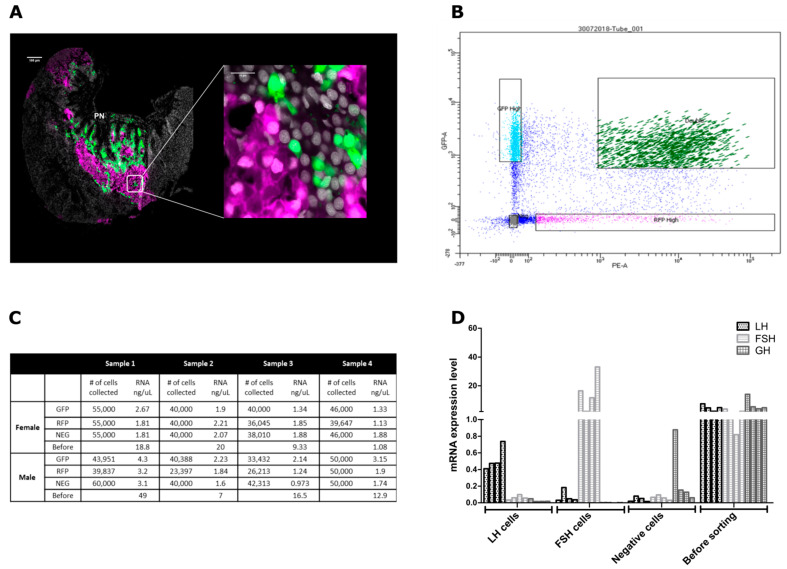
LH and FSH cells isolated from transgenic tilapia expressing double labeled pituitaries. (**A**) Confocal imaging of a double-labeled pituitary slice from mature transgenic Nile tilapia expressing RFP (magenta) under the regulation of LH promotor and GFP (green) under the regulation of FSH promoter. The right image contains a 60x magnification of the marked square in the left image revealing each hormone is expressed in a different cell. DAPI is used for visualizing the cell’s nucleus (gray). (PN) Pars nervosa. Scale bar: 100μM and 10 μM. (**B**) Scatter plot showing separation between GFP and RFP marked cells of the FACS assayed cells that were collected from the double labeled pituitaries. In each FACS assay four fractions were collected: GFP high- FSH positive cells, RFP high- LH positive cells, double—RFP and GFP positive cells, and negative—all non-LH or FSH pituitary cells. For each FACS assay, between 16 and 21 pituitaries were collected and each assay was repeated four times for each sex. The gonadosomatic index of fish used for each assay is detailed in Supplementary Figure S1. The complete gating parameters of the FACS assays are available in Supplementary Figure S2. (**C**) The number of collected cells and the amount of RNA extracted from each fraction of the FACS cells. (**D**) Real-time PCR validation of lhb, fshb, and gh in the “before” and “after” FACS fractions revealing LH and FSH enrichment in each fraction respectively, each line representing a FACS fraction (*n* = 1). Values were normalized against the reference gene EF1α using the comparative threshold cycle method (−∆CT). The primer sequences used for real-time PCR are available in Supplementary Table S1.

**Figure 3:**
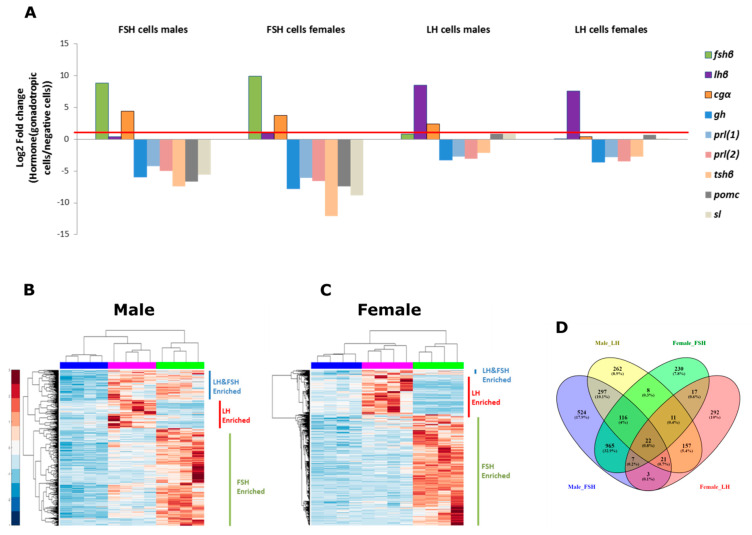
Identifying differentially expressed genes in LH and FSH cells. (**A**) The fold change (represented in log2) of normalized reads of the common pituitary hormone genes in the sorted fractions, as expressed in the RNA-seq libraries. Values are compared to the negative cells fraction. Positive values represent genes enriched in LH and FSH cells and negative values represent genes enriched in the negative cell fraction. Supplementary Table S2 details the exact fold change values for each hormone in each fraction and the gene id for each hormone. As predicted, each hormone (the beta subunits lhβ/fshβ together with the common alpha subunit, cgα, which constructs the complete mature hormones) is highly enriched in its own cell type and no other hormone contains a significant expression value in the gonadotrophs. In order to ensure that only LH or FSH cells specific genes are analyzed in each relevant fraction, we filtered for genes with a fold change greater than 2 (log_2_(1), represented by the red line) for the cluster analysis. (**B**,**C**) Clustergram analysis of normalized reads (FDR corrected *p* < 0.05, log_2_(Fold change) > 1) in LH, FSH, and negative fractions in each repeat (*n* = 4) in males (**B**) and females (**C**). Each repeat from the same fraction was clustered together (top dendrogram). Three main clusters of expressed genes were observed in each clustergram (left dendrogram); genes that were enriched in LH fraction, genes that were enriched in FSH fraction and genes that were enriched in LH and FSH fractions. All the genes used for the clustergram analysis and their values are publicly available in GEO (ID:GSE159470). (**D**) Venn diagram combining the male and female clustergram results, representing the number of enriched genes in each cluster and in each sex revealing high number of genes that are either cell specific or sex specific and only 22 genes that are common to all. The diagram was created using Venny_2.1 (https://bioinfogp.cnb.csic.es/tools/venny/) (accessed on 24 September 2019).

**Figure 4:**
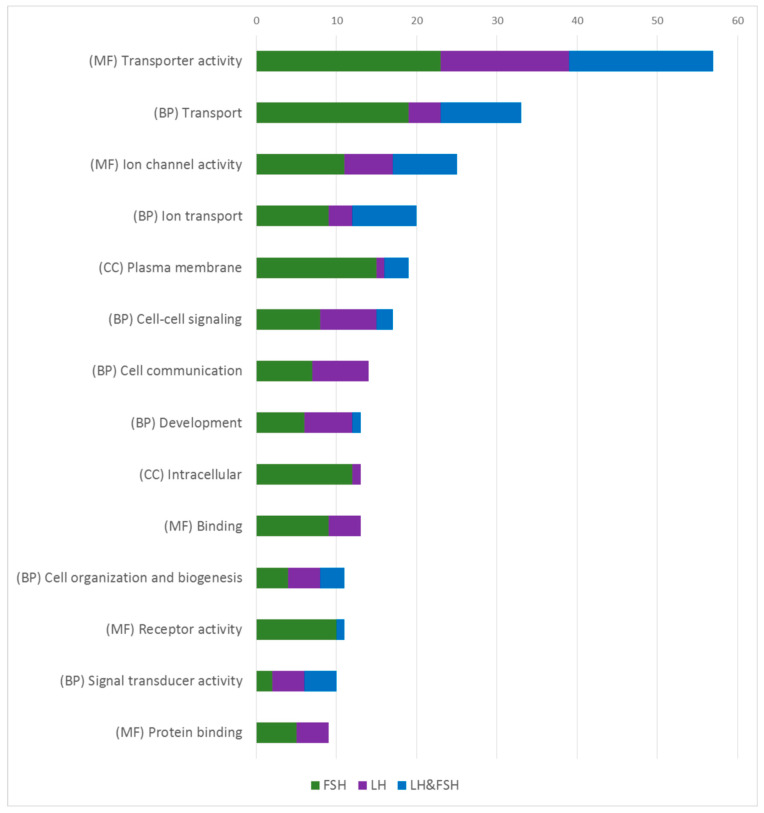
Functional enrichment analysis of enriched genes in each cell type and sex. Categorized GO annotation of functional enrichment analysis of the EG in males and females that were obtained from the clustergram analysis (Figure 2B,C). Values represent the number of GO annotations in each GO group, as each GO group represents the sum of GO annotations in males and female for each fraction (FSH in green, LH in purple, and FSH and LH in blue). The most substantial GO groups are common to both cell types while some express the same genes (blue) and some express genes which are unique to each cell type (FSH in green and LH in purple) revealing how similar LH and FSH cells are in their ontology, and how each cell type acquires its own unique processes to establish their unique functionality. Functional enrichment was performed with GO annotations of molecular functions (MF), biological processes (BP), and cellular component (CC). The exact procedure is detailed in the methods (Section 3.7).

**Figure 5:**
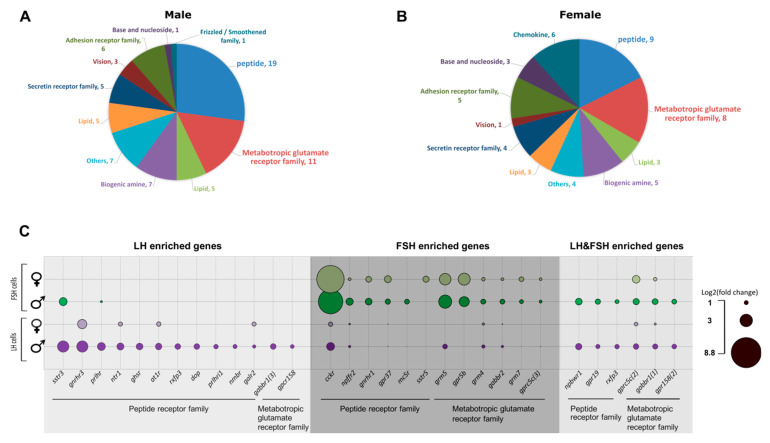
Enriched GPCRs in LH and FSH cells. (**A**,**B**) Pie charts describing the number of genes in each GPCR family that are enriched in the gonadotrophs of males (**A**) and females (**B**) according to BRIT annotation. The two GPCR families with highest number of genes are the peptide receptors family and the metabotropic glutamate receptor families. Supplementary Tables S4 and S5 contain detailed information of the genes in all identified GPCR families. (**C**) A bubble plot revealing the log2(fold change) expression of GPCRs from the peptide and metabotropic glutamate receptors families. Genes were divided to LH enriched, FSH enriched, and LH and FSH enriched genes according to the clustergram analysis (Figure 3B,C). Each row represents the fold change of genes in the FSH (green) or LH (magenta) cells compared to the negative, in males or females respectively. Though GnRH is considered the main hormone regulating gonadotropins activity, this analysis reveals a complete repertoire of hormones regulating each gonadotroph in a specific manner, and in some cases they are thought to be more significant than GnRH as their fold expression is higher, such as CCK in FSH cells and SST in LH cells. The bubble plot was prepared using Excel and visualized in Inkscape.

**Figure 6:**
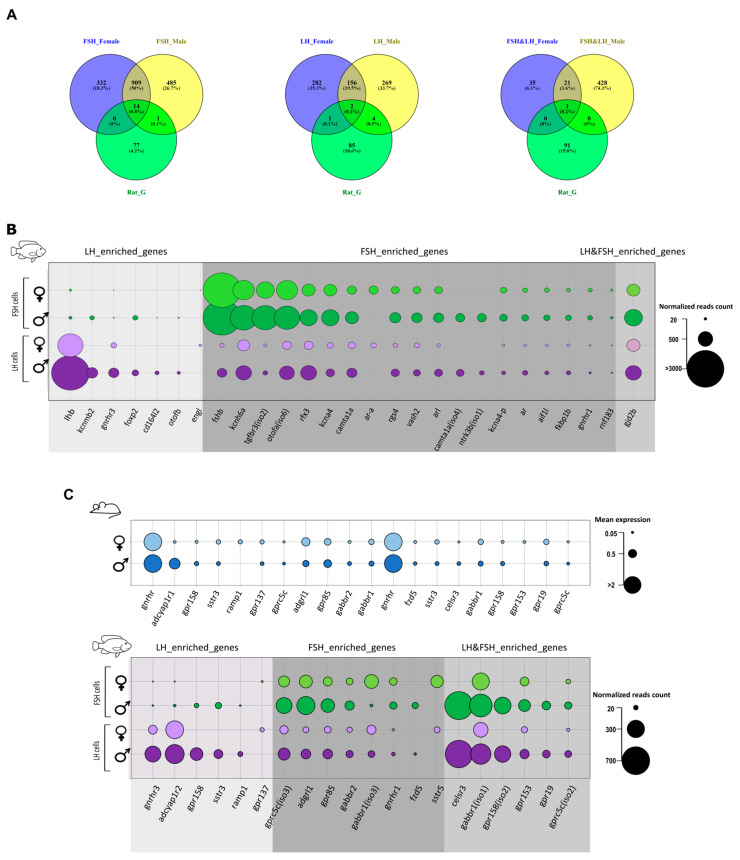
Shared genes between Nile tilapia gonadotrophs and rat gonadotrophs. (**A**)Venn diagrams describing the number of shared genes between the dominant genes expressed in rat gonadotrophs (according to Fletcher et al.) [26] and enriched genes of tilapia specific gonadotropic cell types in each sex, the classification of enriched genes in each cell type are according to the clustergram analysis (Figure 3B,C). To ensure gene ID are compatible between the different organisms, the rat IDs were converted to the zebrafish IDs using g:profiler orthology search tool and the tilapia ID to zebrafish ID as described in the methods (Section 3.7). From the 95 dominant genes identified in the rat gonadotrophs only 23 genes were common to tilapia, most of which are in FSH cells. Supplementary Table S6 lists the common genes and their expression values in each cell type. Venn diagram was created using Venny_2.1 (https://bioinfogp.cnb.csic.es/tools/venny/) (accessed on 24 September 2019). (**B**) A bubble plot describing the expression in tilapia of the shared genes between the rat gonadotrophs (males and females) and tilapia gonadotrophs according to the Venn diagrams in A. The size of the bubble reflects the normalized read (NR) count in each cell type in each sex and the genes are arranged according to their classified cluster (LH enriched, FSH enriched, of LH and FSH enriched). In some cases, the same gene in the rat contains different isoforms which are unique to each cell type in tilapia like *gnrhr* or *sstr* and in some cases different genes are classified in specific cell type like the *ar* gene in FSH cells and the *kcnmb2* gene in LH cells. This ability to classify the common genes to each cell type can give us a clue regarding the regulation of each gonadotropic hormone also in mammals. The only gene common to both cell type is the *gjd2b* gene revealing the importance of this unique gap junction in vertebrate gonadotrophs. (**C**) A bubble plot describing the expression of GPCR genes that are common to mammals (according to Fletcher et al.) [26]) and fish. The genes are arranged according to their classified cluster (LH enriched, FSH enriched, LH and FSH enriched). Bubble size represents the mean expression or the normalized reads of rat and tilapia gonadotrophs respectively in males and females. Though in the rat GnRH is the highest expressed GPCR in tilapia, other GPCRs have higher expression values in each cell type, especially in FSH cells, suggesting for different candidates regulating FSH activity. Supplementary Table S7 lists the common GPCRs and their expression values in each cell type in rat and tilapia. Bubble plots were prepared using Excel and visualized in Inkscape.

**Table 1:** Top 10 upregulated genes according to fold change in FACS sorted cells. Genes were grouped according to suggested function classification. Each gene is one of the top 10 genes in one or more of the different FACS samples as mentioned in the “TOP 10” column. Some of the genes are also enriched in additional samples but not included in their top 10 genes as mentioned in the “upregulated also in” column. See Supplementary Table S3 for fold change and expression values of each gene in each fraction.

	Name	Protein Name	TOP 10	Up Regulated Also In
**Gonadotrophs secretion**	*fshβ*	follitropin subunit beta isoform X1	FSH(M&F)	non
	*lhβ*	gonadotropin subunit beta-2	LH(M&F)	non
	*esr2*	estrogen receptor beta isoform X2	LH&FSH(M&F)	
	*pgr*	progesterone receptor	LH(F)	LH(M)
**Neuroactive ligand receptor interaction**	*cckr*	cholecystokinin receptor	FSH(M&F)	LH (M&F)
	*apln*	apelin	LH(M)	FSH(M) LH&FSH(F)
**Cell signaling**	*pdeh6h*	retinal cone rhodopsin-sensitive cGMP 3\′,5\′-cyclic phosphodiesterase subunit gamma	FSH(M&F)	
	*pcp4*	calmodulin regulator protein PCP4 isoform X3	LH(M) FSH(F)	FSH(M) LH(F)
**Cell morphology**	*xirp2*	xin actin-binding repeat-containing protein 2 isoform X1	FSH(F)	FSH(M) LH(F)
	*thbs4b*	thrombospondin-4-B	LH(M&F)	
	*col5a2*	collagen alpha-2(V) chain	LH(F)	FSH(F) LH(M)
	*cdh16*	cadherin-16	FSH(F)	FSH(M)
**Post translation modification**	*ndst4*	bifunctional heparan sulfate N-deacetylase/N-sulfotransferase 4 isoform X1	LH(M)	FSH(M&F) LH(F)
	*dclk3*	serine/threonine-protein kinase DCLK3 isoform X1	LH(M)	FSH(M) LH&FSH(F)
	*pcdstpk*	probable cyclin-dependent serine/threonine-protein kinase DDB_G0292550	LH(M&F)	
	*tyr*	tyrosinase	FSH(M)	
**Protein trafficking**	*tnfaip2*	tumor necrosis factor alpha-induced protein 2	FSH(M&F)	
	*tnfaip2*	tumor necrosis factor alpha-induced protein 2	FSH(M&F)	
	*tnfaip2*	tumor necrosis factor alpha-induced protein 2	FSH(M)	FSH(F)
**Cell differentiation**	*fgfr4*	fibroblast growth factor receptor 4	LH(M)	LH(F)
**Transcription factore**	*zax*	homeobox protein zampogna	FSH(M)	LH(M&F) FSH(F)
	*hnf4a*	hepatocyte nuclear factor 4-alpha isoform X1	LH(F)	FSH(F) LH&FSH(M)
	*esrrb*	LOW QUALITY PROTEIN: steroid hormone receptor ERR2	FSH(F)	LH (F) LH&FSH(M)
**Chemokine receptore**	*xcr1*	chemokine XC receptor 1-like isoform X1	LH(F)	
**Other**	*ucp*	uncharacterized protein LOC102076330	FSH(M)	LH(M) LH&FSH(F)
	*ucp*	uncharacterized protein LOC102077685 isoform X1	LH(M&F)	FSH(M)
	*f6i1*	fucolectin-6 isoform X1	LH(F)	

## Data Availability

FASTQ files and the results of DESeq analysis discussed in this study are available on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) [150,151] through accession number GSE159470.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22126478/s1.

## Abbreviations

Gonadotropin-releasing hormone	GnRH
Luteinizing-hormone	LH
Follicle-stimulating-hormone	FSH
Gonadotropin hormones	GtHs
Hypothalamus-pituitary-gonad	HPG
Rostral pars distalis	RPD
Proximal pars distalis	PPD
Pars intermedia	PI
Pars nervosa	PN
LHβ subunit	lhβ
FSHβ subunit	shβ
Growth hormone	gh
Prolactin	prl
Thyroid-stimulating hormone	tshβ
Somatolactin	sl
Pro-opiomelanocortin	pomc
Glycoprotein α-subunit	gcα
Normalized read	NR
Enriched genes	EG
Gene ontology	GO
Neurokinin B	NKB
Estrogen receptor 2	esr2
Progesterone receptor	pgr
17α-20β-Dihydroprogesterone	DHP
Estradiol	E2
Somatostatin receptor	sstr
Somatostatin	SST
Adropin receptor	Gpr19
Neuropeptide W/neuropeptide B	NPWB
Relaxin-3 receptor	rxfp3
Secretagogue receptor	ghsr
Prolactin-releasing peptide receptor	prlhr, gpr10
Prolactin-releasing peptide	PrRP
Angiotensin II receptor type1	at1r
Angiotensin-converting-enzyme 2	ace2
Neurotensin receptor	ntr1
Delta opioid receptor	dop
Galanin receptor 2	galr2
Spexin	SPX
Neuromedin receptor B	nmbr
Neuromedin B	NMB
Cholecystokinin	CCK
Apelin	apln
Calmodulin regulator protein or PEP-19	pcp4
Phosphodiesterase 6H	pde6h
Calmodulin-dependent kinase II	CaMKII
G-protein coupled receptor	GPCR, gpr
Neuropeptide FF receptor 2	npffr2
Melanocortin receptor 5	mc5r
Prosaposin receptor	gpcr37
Gamma-Aminobutyric acid	GABA
GABA type B receptor subunit1	gabbr1
GABA type B receptor subunit	gabbr2
Gap-junction delta 2 protein	gjd2b
Connexin 36	Cx36
Potassium voltage-gated channel, subfamily H	eag-related
member 6a	kcnh6a
Potassium voltage-gated channel subfamily A member 4	kcna4
Calcium-activated potassium channel subunit beta-2	kcnmb2
Androgen receptor	ar
G protein signaling	rgs
Adenylate cyclase-activating polypeptide type 1 receptor isoform 1	adcyap1r1
Latrophilin1	adgrl1
Dopamine receptor	drd

# Supplementary material for: Differential Regulation of Gonadotropins as Revealed by Transcriptomes of Distinct LH and FSH Cells of Fish Pituitary
**Source:** Int J Mol Sci. 2021 Jun 17;22(12):6478. doi: 10.3390/ijms22126478
**Supplement:** Supplementary file 1

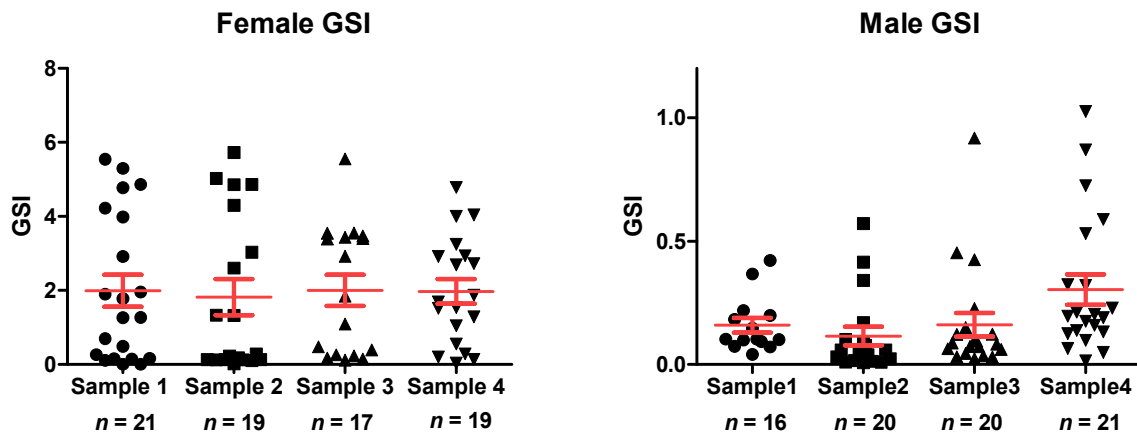

**Figure S1.** Gonado somatic index (gonad weight/total weight) of the fish used for pituitary harvesting in each FACS sample.

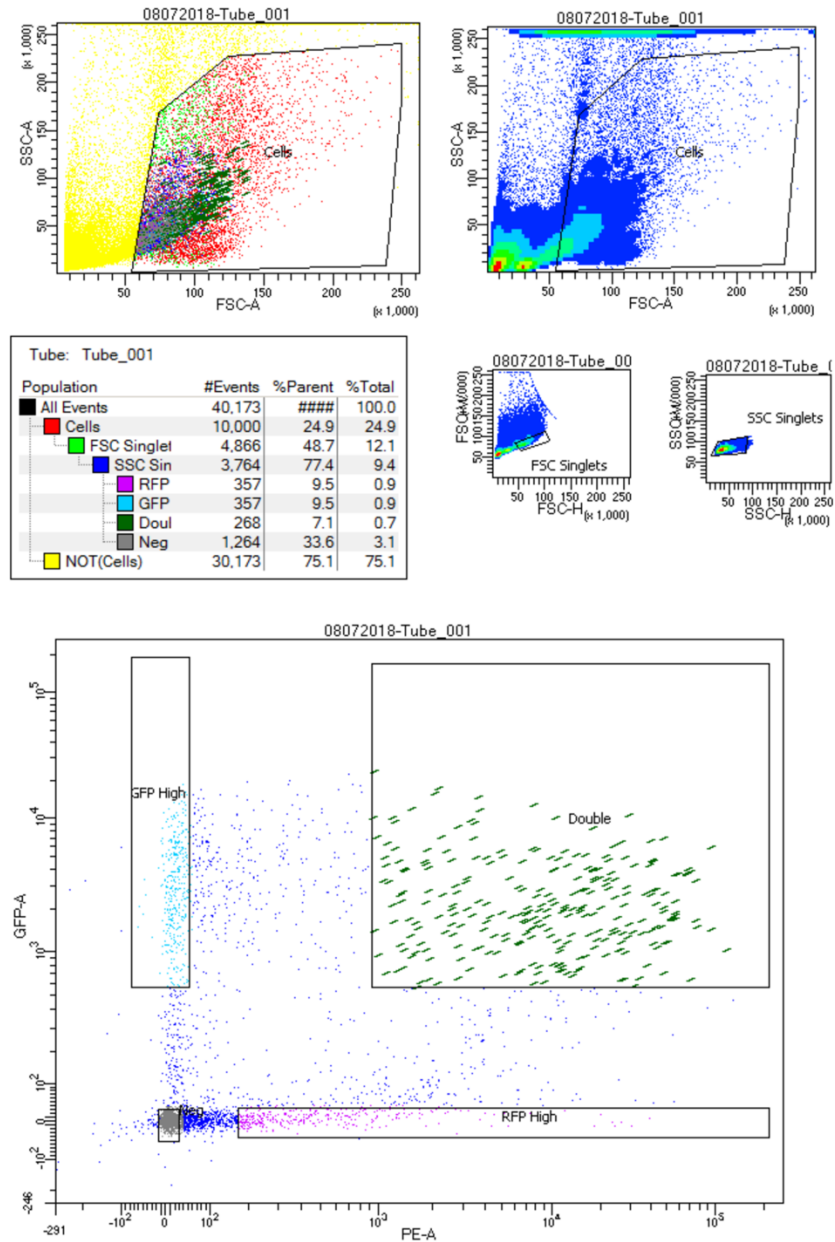

**Figure S2.** The complete gating parameters of the FACS assay for LH and FSH cells separation.

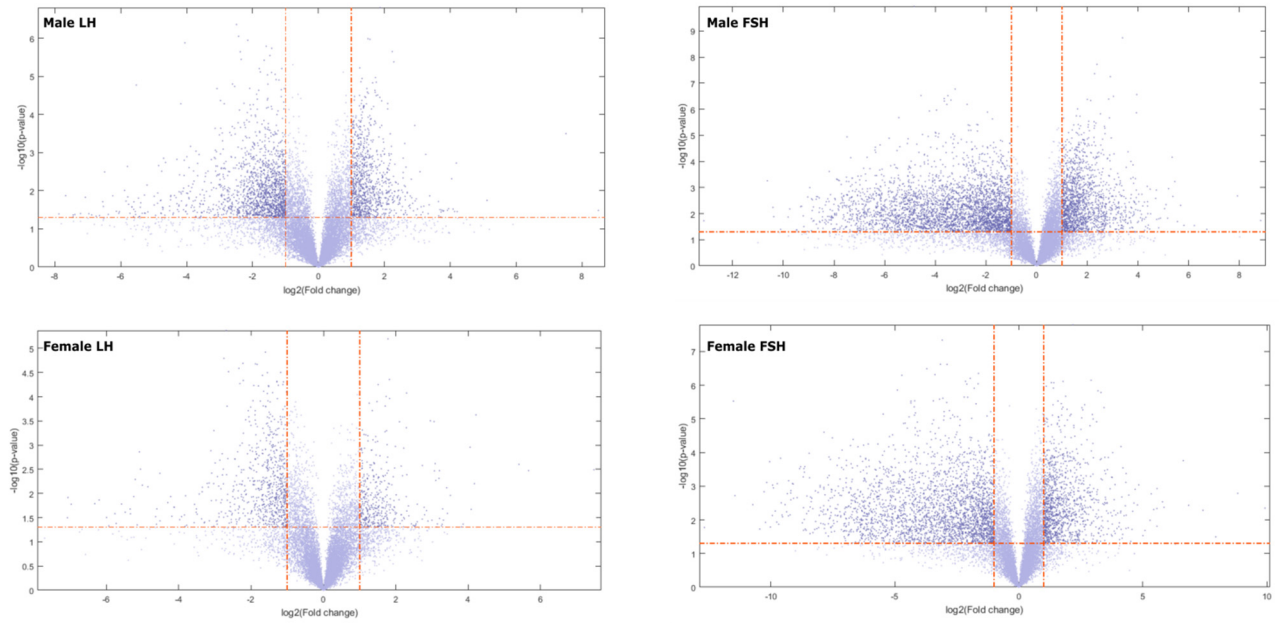

**Figure S3.** Volcano plots of the genes in each RNAseq library. with read count >20. The plots describing the gene distribution in each fraction according to their fold change and p-value compared to the negative fraction. Red lines represent the cutoff of genes with  $p < 0.05$  and fold change >2. Volcano plots were prepared using MATLAB mavolcanoplot command.

**Table S1.** Primers used for real time validation of the sorted fractions.

| Name   | Position | 5' to 3' sequence    | Slope | R <sup>2</sup> |
|--------|----------|----------------------|-------|----------------|
| LH_F   | 109      | TATCTCCTGCAGCGGCCTT  | -3.35 | 1              |
| LH_R   | 327      | TACACCAGGTGGGCAATCG  |       |                |
| FSH_F  | 45       | AGAGGATGCAGCTGGTTG   | -3.52 | 1              |
| FSH_R  | 171      | GTTGGGATCCTTCTGGAAAG |       |                |
| GH_F   | 151      | TGCTCGCCCAGAGACTCTTC | -3.52 | 1              |
| GH_R   | 135      | TGGGAAACTCCCAGGACTCA |       |                |
| EF1A_F | 438      | GCACGCTCTGCTGGCCTTT  | -3.49 | 1.93           |
| EF1A_R | 688      | GCGCTCAATCTTCCATCCC  |       |                |

**Table S2.** log<sub>2</sub>(fold change) values of pituitary hormones in the collected cell fractions.

| Protein Name | Gene ID      | FSH Cells Males | FSH Cells Females | LH Cells Males | LH Cells Females |
|--------------|--------------|-----------------|-------------------|----------------|------------------|
| fshβ         | fshb         | 8.837754463     | 9.905770131       | 0.868759321    | 0.080738747      |
| lhβ          | LOC100534501 | 0.393589203     | 0.897771633       | 8.502444908    | 7.598570358      |
| cga          | cga          | 4.407142408     | 3.732029127       | 2.424932231    | 0.430062612      |

|             |              |              |              |              |              |
|-------------|--------------|--------------|--------------|--------------|--------------|
| gh          | LOC100534452 | -5.921503739 | -7.805671863 | -3.248507567 | -3.573404686 |
| prl(1)      | LOC100534522 | -4.212938494 | -6.043186502 | -2.711944967 | -2.833833834 |
| prl(2)      | LOC100534523 | -4.984764177 | -6.563761933 | -3.066079508 | -3.516573681 |
| tsh $\beta$ | LOC100534562 | -7.405845506 | -12.05531371 | -2.110557386 | -2.69508372  |
| pomc        | pomc         | -6.645254836 | -7.413334818 | 0.877120029  | 0.69733075   |
| sl          | LOC100711096 | -5.577935741 | -8.79004548  | 0.887309161  | 0.057638845  |

**Table S3.** Top 10 genes expressed in each fraction according to the fold change in respect to the negative fraction.

|           | Row.Names    | GeneID    | Protein Product | Protein Name                                                                       | Log2Fold-Change |                | Padj                   |                         | Av_Norm  |         |
|-----------|--------------|-----------|-----------------|------------------------------------------------------------------------------------|-----------------|----------------|------------------------|-------------------------|----------|---------|
|           |              |           |                 |                                                                                    | LH.V<br>S.Neg   | FSH.V<br>S.Neg | LH.V<br>S.Neg          | FSH.V<br>S.Neg          | FSH      | LH      |
| LH Male   | LOC100534501 | 100534501 | XP_025753499.1  | gonadotropin subunit beta-2                                                        | 8.50            | 0.39           | 4.95x10 <sup>-38</sup> | 6.46x10 <sup>-01</sup>  | 20.29    | 5653.06 |
|           | esr2         | 100534556 | XP_025756490.1  | estrogen receptor beta isoform X2                                                  | 5.86            | 5.41           | 2.60x10 <sup>-34</sup> | 4.49x10 <sup>-31</sup>  | 399.39   | 544.83  |
|           | LOC100703182 | 100703182 | XP_019219020.1  | calmodulin regulator protein PCP4 isoform X3                                       | 5.24            | 3.90           | 2.66x10 <sup>-13</sup> | 3.70x10 <sup>-08</sup>  | 42.01    | 107.30  |
|           | apln         | 106098248 | XP_013126785.1  | apelin                                                                             | 5.05            | 4.32           | 2.75x10 <sup>-23</sup> | 3.42x10 <sup>-18</sup>  | 112.60   | 187.34  |
|           | LOC100692465 | 100692465 | XP_003451467.2  | fibroblast growth factor receptor 4                                                | 5.00            | -0.52          | 1.87x10 <sup>-28</sup> | 3.82x10 <sup>-01</sup>  | 11.18    | 524.88  |
|           | LOC100693277 | 100693277 | XP_003451807.1  | thrombospondin-4-B                                                                 | 4.97            | -0.47          | 6.05x10 <sup>-13</sup> | 6.42x10 <sup>-01</sup>  | 2.24     | 115.14  |
|           | dlk3         | 100698746 | XP_005478670.1  | serine/threonine-protein kinase DCLK3 isoform X1                                   | 4.72            | 3.87           | 6.38x10 <sup>-14</sup> | 3.39x10 <sup>-10</sup>  | 117.65   | 214.06  |
|           | LOC102077685 | 102077685 | XP_025752955.1  | uncharacterized protein LOC102077685 isoform X1                                    | 4.54            | 1.45           | 3.32x10 <sup>-15</sup> | 2.41x10 <sup>-02</sup>  | 20.21    | 177.06  |
|           | LOC100695867 | 100695867 | XP_003454281.2  | bifunctional heparan sulfate N-deacetylase/N-sulfotransferase 4 isoform X1         | 4.39            | 5.10           | 1.09x10 <sup>-24</sup> | 3.69x10 <sup>-35</sup>  | 1191.13  | 728.43  |
|           | LOC102083321 | 102083321 | XP_019219833.1  | probable cyclin-dependent serine/threonine-protein kinase DDB_G0292550             | 4.24            | -1.93          | 1.11x10 <sup>-09</sup> | 1.00x10 <sup>-01</sup>  | 0.54     | 53.01   |
| FSH Male  | fshb         | 100534500 | XP_013130155.1  | follicleotropin subunit beta isoform X1                                            | 0.87            | 8.84           | 3.13x10 <sup>-01</sup> | 5.64x10 <sup>-50</sup>  | 48573.70 | 193.54  |
|           | LOC100690909 | 100690909 | XP_003443146.1  | retinal cone rhodopsin-sensitive cGMP 3',5'-cyclic phosphodiesterase subunit gamma | 1.57            | 8.01           | 1.39x10 <sup>-01</sup> | 3.85x10 <sup>-24</sup>  | 6314.32  | 72.42   |
|           | LOC100700667 | 100700667 | XP_005457923.1  | cholecystokinin receptor                                                           | 2.62            | 7.92           | 1.05x10 <sup>-16</sup> | 1.31x10 <sup>-159</sup> | 20112.98 | 511.82  |
|           | tyr          | 100707700 | XP_003441635.1  | tyrosinase                                                                         | 0.95            | 6.35           | 7.14x10 <sup>-01</sup> | 3.73x10 <sup>-07</sup>  | 28.20    | 0.66    |
|           | LOC100693617 | 100693617 | XP_019204240.1  | tumor necrosis factor alpha-induced protein 2                                      | 0.29            | 6.20           | 7.84x10 <sup>-01</sup> | 4.24x10 <sup>-29</sup>  | 534.15   | 8.80    |
|           | LOC109195942 | 109195942 | XP_019204245.1  | tumor necrosis factor alpha-induced protein 2                                      | -0.26           | 5.73           | 8.88x10 <sup>-01</sup> | 1.26x10 <sup>-14</sup>  | 101.38   | 1.50    |
|           | LOC102076330 | 102076330 | XP_005476240.1  | uncharacterized protein LOC102076330                                               | 3.17            | 5.67           | 3.10x10 <sup>-11</sup> | 2.26x10 <sup>-37</sup>  | 758.63   | 134.79  |
|           | LOC109195943 | 109195943 | XP_019204247.1  | tumor necrosis factor alpha-induced protein 2                                      | 0.30            | 5.50           | 8.81x10 <sup>-01</sup> | 1.06x10 <sup>-07</sup>  | 127.80   | 3.43    |
| LH Female | esr2         | 100534556 | XP_025756490.1  | estrogen receptor beta isoform X2                                                  | 5.86            | 5.41           | 2.60x10 <sup>-34</sup> | 4.49x10 <sup>-31</sup>  | 399.39   | 544.83  |
|           | LOC100705614 | 100705614 | XP_003452020.1  | homeobox protein zampogna                                                          | 4.21            | 5.36           | 6.00x10 <sup>-09</sup> | 1.71x10 <sup>-15</sup>  | 79.76    | 36.24   |
|           | LOC100534501 | 100534501 | XP_025753499.1  | gonadotropin subunit beta-2                                                        | 7.60            | 0.90           | 6.31x10 <sup>-83</sup> | 9.76x10 <sup>-02</sup>  | 12.76    | 1334.85 |
|           | LOC100707060 | 100707060 | XP_019207775.1  | collagen alpha-2(V) chain                                                          | 5.44            | 2.71           | 7.47x10 <sup>-17</sup> | 8.38x10 <sup>-05</sup>  | 19.28    | 128.33  |

|            |              |           |                |                                                                                    |       |       |                        |                         |          |       |
|------------|--------------|-----------|----------------|------------------------------------------------------------------------------------|-------|-------|------------------------|-------------------------|----------|-------|
|            | LOC102083321 | 102083321 | XP_019219833.1 | probable cyclin-dependent serine/threonine-protein kinase DDB_G0292550             | 4.47  | -1.38 | 9.15x10 <sup>-05</sup> | 4.62x10 <sup>-01</sup>  | 0.23     | 19.80 |
|            | LOC100693277 | 100693277 | XP_003451807.1 | thrombospondin-4-B                                                                 | 4.46  | 0.52  | 2.74x10 <sup>-09</sup> | 6.47x10 <sup>-01</sup>  | 2.09     | 38.79 |
|            | esr2         | 100534556 | XP_025756490.1 | estrogen receptor beta isoform X2                                                  | 4.35  | 5.71  | 1.52x10 <sup>-20</sup> | 4.68x10 <sup>-38</sup>  | 216.91   | 84.90 |
|            | hnf4a        | 100706245 | XP_005477971.2 | hepatocyte nuclear factor 4-alpha isoform X1                                       | 4.12  | 4.60  | 1.64x10 <sup>-09</sup> | 4.40x10 <sup>-13</sup>  | 54.65    | 40.21 |
|            | pgr          | 100534498 | XP_005455130.1 | progesterone receptor                                                              | 3.63  | -2.80 | 6.82x10 <sup>-05</sup> | 6.93x10 <sup>-02</sup>  | 0.00     | 17.90 |
|            | LOC102077685 | 102077685 | XP_025752955.1 | uncharacterized protein LOC102077685 isoform X1                                    | 3.54  | 0.88  | 8.85x10 <sup>-11</sup> | 2.13x10 <sup>-01</sup>  | 6.60     | 43.63 |
|            | LOC100711803 | 100711803 | XP_025756324.1 | chemokine XC receptor 1-like isoform X1                                            | 3.49  | -3.82 | 1.71x10 <sup>-06</sup> | 5.60x10 <sup>-03</sup>  | 0.00     | 33.71 |
|            | LOC100692815 | 100692815 | XP_003450308.1 | fucosyltransferase-6 isoform X1                                                    | 3.44  | -3.06 | 4.26x10 <sup>-04</sup> | 4.93x10 <sup>-02</sup>  | 0.00     | 19.50 |
| FSH Female | fshb         | 100534500 | XP_013130155.1 | follicle stimulating hormone subunit beta isoform X1                               | 0.08  | 9.91  | 9.53x10 <sup>-01</sup> | 1.61x10 <sup>-203</sup> | 33947.74 | 37.09 |
|            | LOC100700667 | 100700667 | XP_005457923.1 | cholecystokinin receptor                                                           | 1.56  | 8.85  | 6.91x10 <sup>-05</sup> | 7.88x10 <sup>-174</sup> | 8826.10  | 55.43 |
|            | LOC100690909 | 100690909 | XP_003443146.1 | retinal cone rhodopsin-sensitive cGMP 3',5'-cyclic phosphodiesterase subunit gamma | 0.32  | 7.93  | 7.78x10 <sup>-01</sup> | 3.16x10 <sup>-97</sup>  | 3994.39  | 20.62 |
|            | LOC109195943 | 109195943 | XP_019204247.1 | tumor necrosis factor alpha-induced protein 2                                      | 1.44  | 7.32  | 5.77x10 <sup>-01</sup> | 2.56x10 <sup>-11</sup>  | 94.40    | 2.09  |
|            | LOC100693617 | 100693617 | XP_019204240.1 | tumor necrosis factor alpha-induced protein 2                                      | -0.57 | 6.96  | 7.88x10 <sup>-01</sup> | 2.70x10 <sup>-37</sup>  | 326.99   | 1.42  |
|            | LOC100698925 | 100698925 | XP_013124338.1 | xin actin-binding repeat-containing protein 2 isoform X1                           | 1.50  | 6.34  | 4.64x10 <sup>-03</sup> | 2.08x10 <sup>-53</sup>  | 1483.47  | 52.59 |
|            | cdh16        | 100709162 | XP_003445808.2 | cadherin-16                                                                        | 0.80  | 6.02  | 7.83x10 <sup>-01</sup> | 1.38x10 <sup>-10</sup>  | 55.52    | 1.39  |
|            | LOC100690064 | 100690064 | XP_005460328.2 | LOW QUALITY PROTEIN: steroid hormone receptor ERR2                                 | 1.38  | 5.74  | 7.74x10 <sup>-02</sup> | 6.07x10 <sup>-31</sup>  | 174.38   | 9.35  |
|            | esr2         | 100534556 | XP_025756490.1 | estrogen receptor beta isoform X2                                                  | 4.35  | 5.71  | 1.52x10 <sup>-20</sup> | 4.68x10 <sup>-38</sup>  | 216.91   | 84.90 |
|            | LOC100703182 | 100703182 | XP_019219020.1 | calmodulin regulator protein PCP4 isoform X3                                       | 5.80  | 5.59  | 1.21x10 <sup>-05</sup> | 6.07x10 <sup>-06</sup>  | 9.82     | 12.79 |

**Table S4.** GPCRs identified in BRITE functional analysis in males.

|    | BRITE functional hierarchies | Gene ID      | Protein Name                                      | log2Fold-Change |             | Av_Norm |       | Padj                   |                        |
|----|------------------------------|--------------|---------------------------------------------------|-----------------|-------------|---------|-------|------------------------|------------------------|
|    |                              |              |                                                   | LH.V S.neg      | FSH.v s.neg | LH      | FSH   | LH.VS .Neg             | FSH.V S.Neg            |
| LH | Adhesion receptor family     | LOC102082324 | adhesion G-protein coupled receptor D2 isoform X5 | 2.07            | 1.47        | 31.54   | 19.67 | 5.09x10 <sup>-04</sup> | 1.21x10 <sup>-02</sup> |
|    | Others                       | cnr1         | cannabinoid receptor 1                            | 1.42            | -0.40       | 24.66   | 7.21  | 4.91x10 <sup>-02</sup> | 6.00x10 <sup>-01</sup> |
|    | Others                       | LOC100692145 | G-protein coupled receptor 61                     | 3.22            | 2.38        | 17.98   | 9.96  | 2.17x10 <sup>-04</sup> | 5.76x10 <sup>-03</sup> |
|    | Biogenic amine               | drd2         | D(2) dopamine receptor isoform X1                 | 3.24            | 1.79        | 72.86   | 26.24 | 1.75x10 <sup>-14</sup> | 4.37x10 <sup>-05</sup> |
|    | Biogenic amine               | drd3         | D(3) dopamine receptor isoform X1                 | 1.65            | -3.19       | 26.24   | 0.77  | 2.21x10 <sup>-02</sup> | 1.05x10 <sup>-03</sup> |
|    | Biogenic amine               | LOC100700659 | histamine H2 receptor                             | 1.56            | -4.16       | 19.97   | 0.20  | 9.06x10 <sup>-02</sup> | 1.17x10 <sup>-03</sup> |
|    | Biogenic amine               | LOC100534567 | muscarinic receptor 4 subtype isoform X1          | 2.56            | -0.50       | 50.32   | 6.10  | 2.31x10 <sup>-10</sup> | 3.62x10 <sup>-01</sup> |
|    | Lipid                        | gpr34        | probable G-protein coupled receptor 34            | 1.69            | -1.51       | 36.81   | 4.00  | 3.35x10 <sup>-02</sup> | 6.58x10 <sup>-02</sup> |
|    | Lipid                        | LOC102080433 | prostaglandin E2 receptor EP1 subtype isoform X2  | 1.30            | -6.10       | 137.53  | 1.16  | 1.71x10 <sup>-03</sup> | 1.61x10 <sup>-13</sup> |
|    | Lipid                        | s1pr1        | sphingosine 1-phosphate receptor 1                | 1.02            | -3.76       | 48.02   | 1.80  | 2.11x10 <sup>-02</sup> | 1.88x10 <sup>-09</sup> |

|     |                                        |              |                                                                               |       |       |        |        |                        |                        |
|-----|----------------------------------------|--------------|-------------------------------------------------------------------------------|-------|-------|--------|--------|------------------------|------------------------|
|     | Metabotropic glutamate receptor family | gabbr1       | gamma-aminobutyric acid type B receptor subunit 1 isoform X3                  | 1.91  | -0.57 | 40.52  | 7.59   | 2.60x10 <sup>-03</sup> | 4.32x10 <sup>-01</sup> |
|     | Metabotropic glutamate receptor family | LOC100697448 | probable G-protein coupled receptor 158                                       | 1.32  | -1.60 | 146.57 | 18.84  | 3.60x10 <sup>-04</sup> | 2.14x10 <sup>-05</sup> |
|     | Peptide                                | LOC100712161 | delta-type opioid receptor                                                    | 1.92  | -0.68 | 19.85  | 3.05   | 5.22x10 <sup>-03</sup> | 4.03x10 <sup>-01</sup> |
|     | Peptide                                | LOC102077197 | galanin receptor type 2                                                       | 1.19  | -3.99 | 34.33  | 0.91   | 5.89x10 <sup>-02</sup> | 5.32x10 <sup>-06</sup> |
|     | Peptide                                | LOC100699280 | growth hormone secretagogue receptor type 1 isoform X1                        | 2.26  | -1.79 | 16.17  | 1.04   | 5.00x10 <sup>-03</sup> | 9.95x10 <sup>-02</sup> |
|     | Peptide                                | nmb          | neuromedin-B receptor                                                         | 1.44  | -5.06 | 531.66 | 5.76   | 2.17x10 <sup>-02</sup> | 1.11x10 <sup>-17</sup> |
|     | Peptide                                | ntsr1        | neurotensin receptor type 1 isoform X3                                        | 2.32  | -6.88 | 337.33 | 0.44   | 9.41x10 <sup>-20</sup> | 3.08x10 <sup>-14</sup> |
|     | Peptide                                | LOC100702751 | prolactin-releasing peptide receptor                                          | 2.62  | 0.80  | 11.61  | 3.49   | 1.61x10 <sup>-02</sup> | 4.92x10 <sup>-01</sup> |
|     | Peptide                                | LOC100692730 | prolactin-releasing peptide receptor isoform X1                               | 1.56  | -3.28 | 23.95  | 1.00   | 1.90x10 <sup>-02</sup> | 7.24x10 <sup>-04</sup> |
|     | Peptide                                | LOC100534508 | putative gonadotropin-releasing hormone II receptor                           | 3.68  | -2.69 | 226.32 | 2.48   | 6.94x10 <sup>-17</sup> | 1.49x10 <sup>-05</sup> |
|     | Peptide                                | LOC100696221 | relaxin-3 receptor 1-like                                                     | 1.95  | -1.24 | 11.78  | 1.63   | 1.90x10 <sup>-02</sup> | 2.32x10 <sup>-01</sup> |
|     | Peptide                                | ssstr3       | somatostatin receptor type 3                                                  | 3.70  | 2.71  | 71.43  | 35.19  | 8.39x10 <sup>-11</sup> | 1.84x10 <sup>-06</sup> |
|     | Peptide                                | agtr1        | type-1 angiotensin II receptor isoform X1                                     | 2.17  | -5.16 | 91.38  | 0.31   | 1.91x10 <sup>-10</sup> | 5.89x10 <sup>-08</sup> |
|     | Secretin receptor family               | gcgr         | glucagon receptor                                                             | 1.10  | -2.17 | 58.92  | 5.79   | 7.82x10 <sup>-04</sup> | 3.24x10 <sup>-08</sup> |
|     | Secretin receptor family               | LOC100710530 | pituitary adenylate cyclase-activating polypeptide type I receptor isoform X1 | 1.84  | -3.60 | 324.66 | 6.14   | 6.85x10 <sup>-08</sup> | 5.46x10 <sup>-19</sup> |
|     | Secretin receptor family               | LOC100710985 | pituitary adenylate cyclase-activating polypeptide type I receptor isoform X1 | 1.34  | -0.18 | 69.49  | 23.48  | 5.20x10 <sup>-03</sup> | 7.46x10 <sup>-01</sup> |
|     | Secretin receptor family               | LOC100698743 | receptor activity-modifying protein 1 isoform X2                              | 1.42  | -1.65 | 22.35  | 2.78   | 3.82x10 <sup>-02</sup> | 2.84x10 <sup>-02</sup> |
|     | Vision                                 | LOC100702425 | pinopsin isoform X1                                                           | 1.67  | -3.37 | 73.93  | 2.48   | 2.87x10 <sup>-03</sup> | 7.87x10 <sup>-07</sup> |
|     | Vision                                 | LOC100695085 | vertebrate ancient opsin                                                      | 1.20  | -4.46 | 122.65 | 2.32   | 2.66x10 <sup>-01</sup> | 1.55x10 <sup>-06</sup> |
|     |                                        |              |                                                                               |       |       |        |        |                        |                        |
| FSH | Biogenic amine                         | htr1b        | 5-hydroxytryptamine receptor 1B                                               | 1.15  | 1.96  | 53.99  | 95.02  | 1.46x10 <sup>-01</sup> | 2.26x10 <sup>-03</sup> |
|     | Adhesion receptor family               | adgrb2       | adhesion G protein-coupled receptor B2 isoform X5                             | 1.74  | 2.01  | 294.70 | 354.39 | 3.30x10 <sup>-10</sup> | 1.78x10 <sup>-14</sup> |
|     | Adhesion receptor family               | LOC100698301 | adhesion G protein-coupled receptor L1 isoform X3                             | 1.07  | 2.87  | 84.98  | 294.62 | 1.99x10 <sup>-03</sup> | 7.49x10 <sup>-24</sup> |
|     | Adhesion receptor family               | LOC102080577 | adhesion G-protein coupled receptor G7 isoform X2                             | 0.08  | 1.42  | 6.37   | 16.19  | 9.43x10 <sup>-01</sup> | 1.65x10 <sup>-02</sup> |
|     | Adhesion receptor family               | celsr3       | cadherin EGF LAG seven-pass G-type receptor 3 isoform X1                      | 1.06  | 1.15  | 665.82 | 706.36 | 1.08x10 <sup>-04</sup> | 7.56x10 <sup>-06</sup> |
|     | Base and nucleoside                    | LOC102076535 | P2Y purinoceptor 14 isoform X2                                                | -0.77 | 2.02  | 2.82   | 20.13  | 5.27x10 <sup>-01</sup> | 4.25x10 <sup>-03</sup> |
|     | Biogenic amine                         | drd5         | D(1B) dopamine receptor                                                       | 0.16  | 2.51  | 6.23   | 32.57  | 8.83x10 <sup>-01</sup> | 2.50x10 <sup>-06</sup> |
|     | Frizzled / Smoothened family           | fzd5         | frizzled-5                                                                    | -0.17 | 2.44  | 6.07   | 35.77  | 8.69x10 <sup>-01</sup> | 2.23x10 <sup>-07</sup> |
|     | Lipid                                  | LOC100708895 | free fatty acid receptor 3-like                                               | -0.41 | 2.60  | 3.28   | 26.82  | 7.47x10 <sup>-01</sup> | 8.24x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | gabbr2       | gamma-aminobutyric acid type B receptor subunit 2                             | 0.95  | 1.66  | 46.18  | 76.40  | 4.52x10 <sup>-02</sup> | 1.41x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | gprc5c       | G-protein coupled receptor family C group 5 member C isoform X3               | 0.25  | 1.07  | 130.50 | 229.61 | 4.86x10 <sup>-01</sup> | 1.59x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | LOC100705106 | LOW QUALITY PROTEIN: metabotropic glutamate receptor 7                        | 0.12  | 1.43  | 11.41  | 28.61  | 8.84x10 <sup>-01</sup> | 5.32x10 <sup>-04</sup> |

|        |                                        |                |                                                                    |       |      |        |          |                        |                         |
|--------|----------------------------------------|----------------|--------------------------------------------------------------------|-------|------|--------|----------|------------------------|-------------------------|
|        | Metabotropic glutamate receptor family | LOC100700221   | metabotropic glutamate receptor 4                                  | 1.15  | 1.74 | 19.02  | 29.47    | 1.03x10 <sup>-01</sup> | 2.09x10 <sup>-03</sup>  |
|        | Metabotropic glutamate receptor family | grm5           | metabotropic glutamate receptor 5 isoform X2                       | 1.64  | 4.30 | 149.71 | 938.87   | 1.13x10 <sup>-03</sup> | 4.36x10 <sup>-23</sup>  |
|        | Metabotropic glutamate receptor family | gprc5a         | retinoic acid-induced protein 3                                    | -0.15 | 3.33 | 3.28   | 36.89    | 9.25x10 <sup>-01</sup> | 6.48x10 <sup>-06</sup>  |
|        | Others                                 | gpr135         | G-protein coupled receptor 135                                     | 0.85  | 1.25 | 13.13  | 17.74    | 1.53x10 <sup>-01</sup> | 6.41x10 <sup>-03</sup>  |
|        | Others                                 | gpr135         | probable G-protein coupled receptor 153 isoform X1                 | 0.93  | 1.63 | 78.19  | 126.52   | 5.05x10 <sup>-03</sup> | 4.73x10 <sup>-09</sup>  |
|        | Others                                 | LOC100702509   | probable G-protein coupled receptor 173                            | 0.82  | 1.38 | 135.29 | 199.02   | 1.03x10 <sup>-02</sup> | 2.83x10 <sup>-07</sup>  |
|        | Others                                 | gpr85          | probable G-protein coupled receptor 85                             | 1.56  | 2.54 | 83.96  | 166.59   | 4.42x10 <sup>-07</sup> | 3.97x10 <sup>-20</sup>  |
|        | Peptide                                | LOC100700667   | cholecystokinin receptor                                           | 2.62  | 7.92 | 511.82 | 2011.298 | 1.05x10 <sup>-16</sup> | 1.31x10 <sup>-159</sup> |
|        | Peptide                                | LOC100534509   | GnRH receptor type2                                                | 0.18  | 2.26 | 11.63  | 48.04    | 8.48x10 <sup>-01</sup> | 2.74x10 <sup>-06</sup>  |
|        | Peptide                                | LOC100693278   | melanocortin receptor 5                                            | 0.19  | 1.67 | 11.93  | 32.20    | 8.80x10 <sup>-01</sup> | 2.22x10 <sup>-02</sup>  |
|        | Peptide                                | npffr2         | neuropeptide FF receptor 2                                         | 0.95  | 2.42 | 16.49  | 47.97    | 1.52x10 <sup>-01</sup> | 4.66x10 <sup>-07</sup>  |
|        | Peptide                                | gpr37          | prosaposin receptor GPR37                                          | 0.25  | 1.81 | 28.96  | 84.17    | 7.03x10 <sup>-01</sup> | 3.88x10 <sup>-06</sup>  |
|        | Secretin receptor family               | LOC100710271   | pituitary adenylate cyclase-activating polypeptide type I receptor | -0.97 | 1.64 | 3.32   | 19.55    | 2.86x10 <sup>-01</sup> | 1.42x10 <sup>-03</sup>  |
|        | Vision                                 | LOC100690289   | melanopsin-A                                                       | 0.04  | 2.06 | 28.74  | 114.54   | 9.63x10 <sup>-01</sup> | 9.10x10 <sup>-06</sup>  |
| LH&FSH | Adhesion receptor family               | adgrb3         | adhesion G protein-coupled receptor B3 isoform X6                  | 2.35  | 2.95 | 114.02 | 81.29    | 1.06x10 <sup>-03</sup> | 8.13x10 <sup>-02</sup>  |
|        | Biogenic amine                         | LOC100704531   | D(4) dopamine receptor                                             | 3.26  | 2.86 | 326.07 | 374.24   | 2.56x10 <sup>-09</sup> | 8.86x10 <sup>-12</sup>  |
|        | Lipid                                  | ptgfr          | prostaglandin F2-alpha receptor                                    | 2.28  | 0.58 | 9.08   | 13.13    | 3.12x10 <sup>-02</sup> | 1.43x10 <sup>-03</sup>  |
|        | Metabotropic glutamate receptor family | LOC100695498   | gamma-aminobutyric acid type B receptor subunit 1 isoform X1       | 1.73  | 2.06 | 370.19 | 464.45   | 1.78x10 <sup>-17</sup> | 1.40x10 <sup>-26</sup>  |
|        | Metabotropic glutamate receptor family | LOC100712211   | G-protein coupled receptor family C group 5 member C isoform X2    | 1.88  | 2.13 | 41.02  | 48.16    | 1.09x10 <sup>-04</sup> | 1.69x10 <sup>-06</sup>  |
|        | Metabotropic glutamate receptor family | gpr158a        | probable G-protein coupled receptor 158 isoform X2                 | 1.63  | 1.73 | 241.50 | 256.28   | 4.73x10 <sup>-15</sup> | 2.49x10 <sup>-18</sup>  |
|        | Others                                 | LOC100696877   | G-protein coupled receptor 3                                       | 1.06  | 0.57 | 44.62  | 13.23    | 6.40x10 <sup>-05</sup> | 3.70x10 <sup>-01</sup>  |
|        | Peptide                                | LOC100695300   | neuropeptides B/W receptor type 2                                  | 2.14  | 2.33 | 125.11 | 118.99   | 1.06x10 <sup>-04</sup> | 1.04x10 <sup>-04</sup>  |
|        | Peptide                                | XP_005475771.1 | probable G-protein coupled receptor 19                             | 1.46  | 1.82 | 51.75  | 68.00    | 2.99x10 <sup>-06</sup> | 9.15x10 <sup>-11</sup>  |
|        | Peptide                                | LOC100691599   | relaxin-3 receptor 1                                               | 1.55  | 1.46 | 25.89  | 18.78    | 5.03x10 <sup>-05</sup> | 2.10x10 <sup>-04</sup>  |
|        |                                        |                |                                                                    |       |      |        |          |                        |                         |

**Table S5.** GPCRs identified in BRITE functional analysis in females.

|    | BRITE Functional Hierarchies | Gene ID      | Protein Name                                      | log2FoldChange |             | Av_Norm |      | Padj                   |                        |
|----|------------------------------|--------------|---------------------------------------------------|----------------|-------------|---------|------|------------------------|------------------------|
|    |                              |              |                                                   | LH.V S.neg     | FSH.V S.neg | LH      | FS H | LH.V S.Neg             | FSH.V S.Neg            |
| LH | Adhesion receptor family     | LOC100705251 | adhesion G protein-coupled receptor B1 isoform X2 | 1.02           | -6.16       | 112.372 | 8.17 | 3.14x10 <sup>-03</sup> | 6.46x10 <sup>-55</sup> |
|    | Adhesion receptor family     | LOC102077352 | adhesion G-protein coupled receptor G1            | 1.68           | -4.73       | 29.68   | 0.23 | 9.37x10 <sup>-03</sup> | 1.63x10 <sup>-04</sup> |
|    | Base and nucleoside          | LOC100692921 | P2Y purinoceptor 12                               | 2.36           | -2.95       | 13.92   | 0.23 | 3.07x10 <sup>-02</sup> | 5.74x10 <sup>-02</sup> |
|    | Base and nucleoside          | p2ry6        | P2Y purinoceptor 6 isoform X1                     | 1.98           | -1.46       | 54.21   | 5.40 | 4.53x10 <sup>-04</sup> | 3.17x10 <sup>-02</sup> |

|     |                                        |              |                                                                               |       |       |        |        |                        |                        |
|-----|----------------------------------------|--------------|-------------------------------------------------------------------------------|-------|-------|--------|--------|------------------------|------------------------|
| FSH | Lipid                                  | LOC100701533 | G-protein coupled receptor 84                                                 | 1.80  | -4.69 | 18.89  | 0.00   | 5.14x10 <sup>-03</sup> | 1.88x10 <sup>-04</sup> |
|     | Lipid                                  | LOC102080433 | prostaglandin E2 receptor EP1 subtype isoform X2                              | 1.09  | -5.59 | 81.81  | 0.58   | 3.40x10 <sup>-03</sup> | 1.05x10 <sup>-09</sup> |
|     | Biogenic amine                         | LOC100534567 | muscarinic receptor 4 subtype isoform X1                                      | 1.55  | -1.02 | 35.40  | 6.06   | 4.53x10 <sup>-04</sup> | 6.83x10 <sup>-02</sup> |
|     | Biogenic amine                         | drd2         | D(2) dopamine receptor isoform X1                                             | 1.25  | 0.29  | 36.17  | 17.65  | 1.99x10 <sup>-03</sup> | 5.48x10 <sup>-01</sup> |
|     | Chemokine                              | LOC100708026 | C-C chemokine receptor type 3                                                 | 1.12  | -2.69 | 29.67  | 1.80   | 4.47x10 <sup>-02</sup> | 1.57x10 <sup>-04</sup> |
|     | Chemokine                              | cmklr1       | chemokine-like receptor 1                                                     | 3.14  | -1.31 | 12.63  | 1.20   | 8.66x10 <sup>-03</sup> | 4.48x10 <sup>-01</sup> |
|     | Chemokine                              | gpr1         | G-protein coupled receptor 1                                                  | 1.74  | -6.80 | 78.11  | 0.00   | 2.25x10 <sup>-04</sup> | 5.85x10 <sup>-09</sup> |
|     | Chemokine                              | LOC100711803 | chemokine XC receptor 1                                                       | 1.59  | -3.82 | 33.71  | 0.00   | 1.71x10 <sup>-06</sup> | 5.60x10 <sup>-03</sup> |
|     | Chemokine                              | LOC100691705 | chemokine XC receptor 1-like isoform X1                                       | 3.49  | -3.95 | 71.86  | 1.28   | 3.53x10 <sup>-04</sup> | 1.61x10 <sup>-07</sup> |
|     | Others                                 | LOC100698978 | integral membrane protein GPR137B                                             | 1.83  | -0.36 | 17.04  | 3.70   | 1.55x10 <sup>-02</sup> | 7.10x10 <sup>-01</sup> |
|     | Peptide                                | agtr1        | type-1 angiotensin II receptor isoform X1                                     | 1.57  | -6.55 | 58.63  | 0.00   | 7.70x10 <sup>-03</sup> | 4.70x10 <sup>-08</sup> |
|     | Peptide                                | LOC100534508 | putative gonadotropin-releasing hormone II receptor                           | 3.10  | -3.36 | 70.78  | 1.07   | 5.01x10 <sup>-13</sup> | 8.01x10 <sup>-04</sup> |
|     | Peptide                                | LOC102077197 | galanin receptor type 2                                                       | 1.49  | -4.08 | 26.91  | 0.89   | 1.16x10 <sup>-02</sup> | 3.68x10 <sup>-04</sup> |
|     | Peptide                                | ntsr1        | neurotensin receptor type 1 isoform X3                                        | 1.52  | -6.30 | 302.81 | 1.57   | 8.52x10 <sup>-04</sup> | 6.31x10 <sup>-16</sup> |
|     | Secretin receptor family               | gcgr         | glucagon receptor                                                             | 1.20  | -2.63 | 41.49  | 3.04   | 4.25x10 <sup>-03</sup> | 7.57x10 <sup>-06</sup> |
|     | Secretin receptor family               | LOC100710530 | pituitary adenylate cyclase-activating polypeptide type I receptor isoform X1 | 1.41  | -6.08 | 282.78 | 1.44   | 1.43x10 <sup>-03</sup> | 5.47x10 <sup>-17</sup> |
|     | Secretin receptor family               | ramp2        | receptor activity-modifying protein 2 isoform X1                              | 1.54  | -4.17 | 40.08  | 0.53   | 4.31x10 <sup>-02</sup> | 1.37x10 <sup>-04</sup> |
|     | Vision                                 | LOC100702425 | pinopsin isoform X1                                                           | 1.07  | -6.36 | 36.56  | 0.00   | 2.91x10 <sup>-01</sup> | 5.22x10 <sup>-07</sup> |
|     | Biogenic amine                         | htr1b        | 5-hydroxytryptamine receptor 1B                                               | 0.42  | 1.70  | 21.62  | 53.24  | 7.23x10 <sup>-01</sup> | 9.91x10 <sup>-04</sup> |
|     | Adhesion receptor family               | LOC100698301 | adhesion G protein-coupled receptor L1 isoform X3                             | -0.43 | 1.92  | 30.80  | 149.61 | 3.07x10 <sup>-01</sup> | 2.08x10 <sup>-18</sup> |
|     | Adhesion receptor family               | LOC102080577 | adhesion G-protein coupled receptor G7 isoform X2                             | -0.44 | 1.92  | 3.70   | 19.07  | 8.01x10 <sup>-01</sup> | 1.01x10 <sup>-03</sup> |
|     | Base and nucleoside                    | LOC102076535 | P2Y purinoceptor 14 isoform X2                                                | -1.86 | 3.31  | 0.57   | 26.76  | 3.44x10 <sup>-01</sup> | 2.19x10 <sup>-05</sup> |
|     | Biogenic amine                         | drd5         | D(1B) dopamine receptor                                                       | -1.53 | 2.08  | 2.35   | 26.53  | 1.60x10 <sup>-01</sup> | 1.86x10 <sup>-04</sup> |
|     | Chemokine                              | LOC100707345 | C-X-C chemokine receptor type 2                                               | 0.00  | 1.37  | 15.69  | 37.85  | 9.98x10 <sup>-01</sup> | 1.00x10 <sup>-03</sup> |
|     | Lipid                                  | LOC100708895 | free fatty acid receptor 3-like                                               | 1.06  | 5.21  | 0.60   | 14.05  | 7.83x10 <sup>-01</sup> | 3.74x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | gabbr2       | gamma-aminobutyric acid type B receptor subunit 2                             | 0.36  | 1.06  | 25.71  | 41.41  | 5.75x10 <sup>-01</sup> | 9.79x10 <sup>-04</sup> |
|     | Metabotropic glutamate receptor family | LOC100712211 | G-protein coupled receptor family C group 5 member C isoform X2               | 1.34  | 2.59  | 9.25   | 19.96  | 1.26x10 <sup>-01</sup> | 1.63x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | gprc5c       | G-protein coupled receptor family C group 5 member C isoform X3               | 0.10  | 0.98  | 62.80  | 109.78 | 8.03x10 <sup>-01</sup> | 1.83x10 <sup>-05</sup> |
|     | Metabotropic glutamate receptor family | LOC100705106 | LOW QUALITY PROTEIN: metabotropic glutamate receptor 7                        | -2.23 | 1.68  | 1.26   | 19.57  | 4.31x10 <sup>-02</sup> | 2.68x10 <sup>-03</sup> |
|     | Metabotropic glutamate receptor family | LOC100700221 | metabotropic glutamate receptor 4                                             | 0.93  | 1.29  | 12.07  | 14.88  | 2.56x10 <sup>-01</sup> | 2.39x10 <sup>-02</sup> |
|     | Metabotropic glutamate receptor family | grm5         | metabotropic glutamate receptor 5 isoform X2                                  | -0.03 | 3.83  | 26.87  | 392.39 | 9.85x10 <sup>-01</sup> | 2.50x10 <sup>-31</sup> |
|     | Metabotropic glutamate receptor family | gprc5a       | retinoic acid-induced protein 3                                               | -1.35 | 4.03  | 1.94   | 67.55  | 3.83x10 <sup>-01</sup> | 4.00x10 <sup>-10</sup> |

|        |                                        |              |                                                                    |       |      |            |             |                            |                             |
|--------|----------------------------------------|--------------|--------------------------------------------------------------------|-------|------|------------|-------------|----------------------------|-----------------------------|
| LH&FSH | Others                                 | gpr12        | G-protein coupled receptor 12                                      | 0.49  | 1.01 | 30.4<br>6  | 42.7<br>5   | 5.67x1<br>0 <sup>-01</sup> | 3.01x1<br>0 <sup>-02</sup>  |
|        | Others                                 | gpr153       | probable G-protein coupled receptor 153 isoform X1                 | 0.13  | 1.13 | 34.8<br>2  | 70.4<br>9   | 8.60x1<br>0 <sup>-01</sup> | 5.35x1<br>0 <sup>-06</sup>  |
|        | Others                                 | gpr85        | probable G-protein coupled receptor 85                             | 0.59  | 1.41 | 41.0<br>7  | 72.7<br>4   | 1.98x1<br>0 <sup>-01</sup> | 2.93x1<br>0 <sup>-06</sup>  |
|        | Peptide                                | LOC100700667 | cholecystokinin receptor                                           | 1.56  | 8.85 | 55.4<br>3  | 882<br>6.10 | 6.91x1<br>0 <sup>-05</sup> | 7.88x1<br>0 <sup>-174</sup> |
|        | Peptide                                | LOC100534509 | GnRH receptor type2                                                | -1.29 | 1.99 | 5.49       | 52.0<br>6   | 1.65x1<br>0 <sup>-01</sup> | 4.67x1<br>0 <sup>-04</sup>  |
|        | Peptide                                | npffr2       | neuropeptide FF receptor 2                                         | 0.72  | 1.05 | 14.9<br>1  | 19.3<br>6   | 3.59x1<br>0 <sup>-01</sup> | 3.72x1<br>0 <sup>-02</sup>  |
|        | Peptide                                | gpr37        | prosaposin receptor GPR37                                          | 0.03  | 2.41 | 9.96       | 49.9<br>9   | 9.89x1<br>0 <sup>-01</sup> | 3.23x1<br>0 <sup>-08</sup>  |
|        | Peptide                                | LOC100710302 | somatostatin receptor type 5 isoform X3                            | 0.00  | 2.08 | 31.6<br>5  | 137.<br>92  | 9.99x1<br>0 <sup>-01</sup> | 1.26x1<br>0 <sup>-21</sup>  |
|        | Secretin receptor family               | LOC100710271 | pituitary adenylate cyclase-activating polypeptide type I receptor | -0.03 | 2.11 | 3.13       | 13.1<br>1   | 9.93x1<br>0 <sup>-01</sup> | 3.62x1<br>0 <sup>-02</sup>  |
|        | Biogenic amine                         | LOC100704531 | D(4) dopamine receptor                                             | 1.52  | 1.64 | 230.<br>68 | 248.<br>82  | 6.56x1<br>0 <sup>-05</sup> | 2.63x1<br>0 <sup>-06</sup>  |
|        | Adhesion receptor family               | adgrb2       | adhesion G protein-coupled receptor B2 isoform X5                  | 1.23  | 0.80 | 193.<br>34 | 144.<br>30  | 4.27x1<br>0 <sup>-04</sup> | 2.01x1<br>0 <sup>-02</sup>  |
|        | Metabotropic glutamate receptor family | LOC100695498 | gamma-aminobutyric acid type B receptor subunit 1 isoform X1       | 0.84  | 1.30 | 191.<br>00 | 262.<br>85  | 9.84x1<br>0 <sup>-06</sup> | 1.08x1<br>0 <sup>-14</sup>  |

**Table S6.** Dominant genes of gonadotroph cells that are conserved in rat and tilapia. Values are the average of the normalized read counts in tilapia LH and FSH cells.

|     | Rat_ID  | ZF_ID   | Protein Name                                                  | Normalized Read Counts |           |          |           |
|-----|---------|---------|---------------------------------------------------------------|------------------------|-----------|----------|-----------|
|     |         |         |                                                               | Male                   |           | Female   |           |
|     |         |         |                                                               | LH Cells               | FSH Cells | LH Cells | FSH Cells |
| LH  | Lhb     | lhb     | gonadotropin subunit beta-2                                   | 5653.06                | 20.29     | 1334.85  | 12.76     |
|     | KCNMB4  | kcmb2   | calcium-activated potassium channel subunit beta-4 isoform X1 | 276.29                 | 44.56     |          |           |
|     | GnRH    | gnrhr4  | putative gonadotropin-releasing hormone II receptor           | 226.32                 | 2.48      | 70.78    | 1.07      |
|     | FOXP2   | foxp2   | forkhead box protein P2                                       | 93.40                  | 54.76     |          |           |
|     | CD164L2 | cd164l2 | CD164 sialomucin-like 2 protein isoform X2                    | 35.01                  | 1.18      |          |           |
|     | OTOF    | otofb   | otoferlin                                                     | 22.26                  | 3.27      |          |           |
|     | TGFBR3L | engl    | transforming growth factor beta receptor type 3               |                        |           | 14.39    | 0.83      |
| FSH | Fshb    | fshb    | follicleotropin subunit beta isoform X1                       | 193.54                 | 48573.70  | 37.09    | 30114.06  |
|     | KCNH6   | kcnh6a  | potassium voltage-gated channel subfamily H member 6          | 519.90                 | 1509.48   | 305.64   | 951.50    |
|     | TGFBR3  | tgfr3   | transforming growth factor beta receptor type 3 isoform X2    | 46.17                  | 1463.64   | 21.17    | 676.10    |
|     | OTOF    | otofa   | otoferlin isoform X6                                          | 468.34                 | 1350.29   | 169.90   | 938.71    |
|     | RFX3    | rxf3    | transcription factor RFX3                                     | 528.46                 | 638.25    | 172.65   | 360.11    |
|     | KCNA4   | kcna4   | potassium voltage-gated channel subfamily A member 4          | 152.66                 | 637.44    | 80.95    | 345.96    |
|     | CAMTA1  | camta1a | calmodulin-binding transcription activator 1                  | 219.79                 | 363.04    | 107.32   | 174.30    |
|     | AR      | Ar-α    | androgen receptor alpha                                       |                        |           | 65.14    | 170.60    |
|     | RGS4    | rgs4    | regulator of G-protein signaling 5                            | 142.28                 | 258.37    | 41.53    | 132.67    |
|     | VASH2   | vash2   | vasohibin-2                                                   | 103.83                 | 231.13    | 58.92    | 120.79    |
|     | AR      | ar      | androgen receptor-like                                        | 136.69                 | 217.90    | 29.14    | 128.77    |

|                     |        |         |                                                               |        |        |        |        |
|---------------------|--------|---------|---------------------------------------------------------------|--------|--------|--------|--------|
|                     | CAMTA1 | camta1a | calmodulin-binding transcription activator 1 isoform X4       | 127.42 | 173.42 |        |        |
|                     | NTRK3  | ntnr3b  | NT-3 growth factor receptor isoform X1                        | 46.69  | 167.79 |        |        |
|                     | KCNA4  | kcna4-p | potassium voltage-gated channel subfamily A member 4, partial | 32.62  | 115.80 | 14.33  | 84.77  |
|                     | AR     | ar      | androgen receptor                                             | 56.07  | 97.78  | 16.18  | 46.90  |
|                     | AIF1L  | aif1l   | allograft inflammatory factor 1-like                          | 36.07  | 80.26  | 17.59  | 49.91  |
|                     | FKBP1B | fkbp1b  | peptidyl-prolyl cis-trans isomerase FKBP1B isoform X3         | 40.48  | 74.02  | 17.88  | 32.12  |
|                     | GnRHR  | gnrhr1  | GnRH receptor type2                                           | 11.63  | 48.04  | 5.49   | 33.49  |
|                     | RNF183 | rnf183  | serine/arginine repetitive matrix protein 1                   | 5.17   | 15.43  | 4.16   | 13.79  |
| <b>LH &amp; FSH</b> | GJD2   | gjd2b   | gap junction delta-2 protein                                  | 530.56 | 675.62 | 369.08 | 359.40 |

**Table S7.** conserved GPCRs in rat and tilapia gonadotrophs. For the rat values are the mean expression of the single cell gonadotrophs, for the tilapia values are the average of the normalized read counts in LH and FSH cells.

|        | Rat ID    | Rat             |        | ZF_ID     | Tilapia                |          |         |          |
|--------|-----------|-----------------|--------|-----------|------------------------|----------|---------|----------|
|        |           | Mean Expression |        |           | Normalized Read Counts |          |         |          |
|        |           | Male            | Female |           | LH Cell                | FSH Cell | LH Cell | FSH Cell |
| LH     | Gnrhr     | 8.21            | 7.57   | gnrhr3    | 226.32                 | 2.48     | 70.78   | 1.07     |
|        | Adcyap1r1 | 0.75            | 0.05   | Adcyap1r2 | 324.66                 | 6.14     | 282.78  | 1.44     |
|        | Gpr158    | 0.12            | 0.06   | gpr158    | 146.57                 | 18.84    |         |          |
|        | Sstr3     | 0.10            | 0.13   | sstr3     | 71.43                  | 35.19    |         |          |
|        | Ramp1     |                 | 0.12   | Ramp1     | 22.35                  | 2.78     |         |          |
|        | Gpr137    | 0.09            | 0.12   | Gpr137    |                        |          | 17.04   | 3.70     |
| FSH    | Gprc5c    | 0.06            | 0.04   | gprc5d(3) | 130.50                 | 229.61   | 62.80   | 109.78   |
|        | Adgrl1    | 0.26            | 0.44   | adgrl1    | 84.98                  | 294.62   | 30.80   | 149.61   |
|        | Gpr85     | 0.39            | 0.28   | Gpr86     | 83.96                  | 166.59   | 41.07   | 72.74    |
|        | Gabbr2    | 0.11            | 0.06   | Gabbr2    | 46.18                  | 76.40    | 25.71   | 41.41    |
|        | Gabbr1    | 0.16            | 0.19   | gabbr1(3) | 40.52                  | 7.59     | 73.83   | 173.49   |
|        | Gnrhr     | 8.21            | 7.57   | gnrhr1    | 11.63                  | 48.04    | 5.49    | 52.06    |
|        | Fzd5      | 0.08            | 0.06   | Fzd5      | 6.07                   | 35.77    |         |          |
|        | Sstr3     | 0.10            | 0.13   | sstr5     |                        |          | 31.65   | 137.92   |
| LH&FSH | Celsr3    | 0.10            | 0.03   | Celsr3    | 665.82                 | 706.36   |         |          |
|        | Gabbr1    | 0.16            | 0.19   | gabbr1(1) | 370.19                 | 464.45   | 191.00  | 262.85   |
|        | Gpr158    | 0.12            | 0.06   | gpr158(2) | 241.50                 | 256.28   |         |          |
|        | Gpr153    |                 | 0.06   | Gpr153    | 78.19                  | 126.52   | 34.82   | 70.49    |
|        | Gpr19     | 0.14            | 0.19   | Gpr19     | 51.75                  | 68.00    |         |          |
|        | Gprc5c    | 0.06            | 0.04   | gprc5d(2) | 41.02                  | 48.16    | 9.25    | 19.96    |

**Table S8.** Distribution of the number of genes according to the normalized reads (NR) counts in each RNA-seq sample.

Males

| Cells           | NR > 0 ° | 0 < NR ≤ 1 ° | 1 < NR ≤ 10 ° | 10 < NR ≤ 100 ° | NR > 100 ° |
|-----------------|----------|--------------|---------------|-----------------|------------|
| <b>Before</b>   | 22,098   | 494          | 6,880         | 9,433           | 5,291      |
| <b>LH</b>       | 21,880   | 1,775        | 5,945         | 8,667           | 5,493      |
| <b>FSH</b>      | 21,728   | 3,582        | 5,558         | 7,247           | 5,341      |
| <b>Negative</b> | 22,090   | 356          | 6,546         | 9,602           | 5,586      |

Females

| Vells           | NR > 0 ° | 0 < NR ≤ 1 ° | 1 < NR ≤ 10 ° | 10 < NR ≤ 100 ° | NR > 100 ° |
|-----------------|----------|--------------|---------------|-----------------|------------|
| <b>Before</b>   | 22,382   | 1,716        | 8,125         | 9,436           | 3,105      |
| <b>LH</b>       | 22,179   | 2,399        | 7,364         | 9,032           | 3,384      |
| <b>FSH</b>      | 20,472   | 4,281        | 5,388         | 7,449           | 3,354      |
| <b>Negative</b> | 22,275   | 1,641        | 7,877         | 9,418           | 3,339      |

How the deposited data were processed for this re-analysis (not part of the article)

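The samples are RNA sequencing libraries of cells sorted by fluorescence from the pituitaries of mature Nile tilapia in which LH cells carry red and FSH cells carry green fluorescent protein. Each of 4 sorts per sex gave an LH, an FSH and a negative (non-fluorescent) fraction, so that 24 libraries, 12 per sex, were used. A library's condition and replicate number come from the sample labels and the paper, and fractions with the same number come from the same sort of one pool of pituitaries. The paper also sequenced cells before sorting, and these libraries were not used here.

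The authors trimmed the reads with Trim Galore, mapped them with STAR to O_niloticus_UMD_NMBU, removed ribosomal and bacterial reads and assigned uniquely mapped reads to known genes. The signal values that the authors deposited are normalized reads (NR), the reads of a gene divided by one DESeq2 size factor per library, in one table for each sex. The log2 values that the authors deposited are fold changes of LH or FSH libraries against the negative libraries of the same sex, computed with DESeq2. Each p-value that the authors deposited beside them is a DESeq2 p-value corrected for the false discovery rate. The tables hold only genes with the authors' log2 fold change above 1 in LH or FSH cells, 2392 in males and 1849 in females, with 1309 in both. Of these, 2355 male and 1789 female genes also had a corrected p-value below 0.05 in the same cell type in the authors' deposited table. Adjusted p-values computed here therefore cover selected genes only, and no enrichment of gene sets was tested, because the genes that were not enriched are not in the tables.

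In the male table the gene names stood 1 line away from their values, and they were moved by 1 line. This was checked through the fold changes recomputed from the NR, which correlated across genes with those in the authors' deposited table at 0.988 and 0.992 after the move. Names and positions of genes come from the annotation of O_niloticus_UMD_NMBU, which matched 2012 male genes (663 by symbol, 1345 by gene number and 4 by synonym) and 1583 female genes (489, 1090 and 4). A further 380 and 266 were not matched and kept the names in the tables.

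In every library 100% of the NR were whole multiples of the value of 1 read, so the reads behind each value could be recovered, with size factors from 0.416 to 2.45. The reads on the tables' genes ranged from 69091 in a female negative library to 2004647 in a male FSH library, and the single most abundant gene took at most 10.1% of them. A level of 3 reads was taken as the limit of detection and equals 1.22 to 7.21 NR. It covers counting error only. Replicates of a fraction differed by a chi-square of 2.92 to 59.6 per gene, far above the value of 1 that sampling alone would give, so no library was treated as a repeat of another.

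For each sex, log2(NR + 1) was fitted with limma 3.58.1 in R 4.3.3, with 3 fractions of 4 libraries in one fit, a mean-variance trend and no further scaling. P-values were adjusted by the Benjamini-Hochberg (BH) method over the genes of the table, and a gene was called at a log2 fold change beyond 1 and an adjusted p below 0.05. The difference between the sexes was tested as the interaction of sex and fraction over the 1309 genes in both tables, at an adjusted p below 0.05 without a fold change limit. Since the sexes were normalized separately, only these differences of fold changes within a table were compared between them. A fold against a group with all libraries at or below 3 reads was computed against that level and is given as a lower bound.

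Gene groups came from a tree of z-scores over 12 libraries (standardized Euclidean distance, complete linkage, divided into 3), and library groups from the same z-scores with Euclidean distance. Sharing between the sexes was compared with Fisher's exact test, whose genes are not independent, and again after each LH gene was matched to the nearest unused FSH gene in fold change and level. Unchanged groups simulated in 100 draws against the common negative libraries gave a median of 0 calls in LH and 0 in FSH cells, so they could not test how many calls coincide and are not used. Groups of 4 libraries were searched for one that stood apart from the others by more than 0.829 of the whole range (Dixon's 95% limit). Splits of the libraries other than the real one were fitted in the same way to see how many calls they give. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for these steps.

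The text names every gene that sections 2.3 to 2.7, Table 1 or Table S3 of the paper name and the tables hold, with some of them given as counts and ranges. It also names the 3 genes with the largest fold change in each direction of LH against FSH cells in each sex, among those past the threshold whose libraries do not overlap, the 3 genes with the smallest p in each sex difference, and the members of marker lists that were called. The 7 marker lists were macrophage and microglia (50 genes), endothelium and mural cells (37), erythrocyte (23), melanotroph and corticotroph (12), other pituitary hormones (16), folliculostellate and stem cells (20) and the response to dissociation (39). They name candidate sources of signal, not cell types of the samples.

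These choices were made before the data were examined, together with the following alternatives: pseudocounts of 0.5 and 5, a minimum mean of 10 NR, a log2 cutoff of 2, the sort as a block, only the groups compared in the fit, no mean-variance trend, BH adjustment over the 22090 male and 22275 female genes that Table S8 counts in the negative library, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads with the authors' size factors, and leaving out each replicate and each library in turn. For the gene groups they were log2 values before the z-scores, a tree divided into 4, average linkage and groups from the limma calls, and for the sharing between the sexes the groups from the calls or from the larger fold change, and the matching. Chosen after seeing the data were log2 values, the tree divided into 4 and average linkage for the sharing, and centring of the sex differences on their median. So were the tests of explanations, the splits of the libraries included, apart from the macrophage test and the matching in the groups from the tree. The limma fit of log2 values stayed the main one, and edgeR and DESeq2 on recovered reads were alternatives. The adjustment over Table S8 had no p-values for genes outside the tables and counted them as larger, so it is the strictest bound.

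Pairing by sort was checked with the correlation, over genes, of the deviations of same-numbered libraries from their group means. It was above 0.1 in 11 of 12 male pairs (0.00803 to 0.504, median 0.199) and in 4 of 12 female pairs (-0.280 to 0.185, median 0.00865). The pairing itself comes from the design, as fractions with the same number were sorted from the same pool.

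The procedures were tested on simulated data with 200 changed genes, drawn from the real means and library sizes. Limma recovered 180 of 200 in the male and 180 of 200 in the female tables, with 9 calls among 2192 unchanged male genes and 4 among 1649 female ones, and 0 with the wrong sign. With the block it recovered 178 and 183, edgeR 178 and 183, and DESeq2 182 and 183. The sex difference test recovered 182 of 200, with 10 calls among 1109 unchanged genes. The tree divided into 3 placed 99.7% to 99.8% of simulated male genes in their true group at a spread near that of the libraries. For females it failed there, placing 0 of 480 LH genes, 2 of 949 FSH genes and all 420 genes of the group for both cell types correctly, and dividing it into 4 or using average linkage gave the same female numbers. Average linkage also failed in males, with 0 of 577 LH genes. At little spread, simulated together with higher levels, all genes were placed correctly in both sexes. Spread and level were not varied apart, so which of them made the female tree fail is not known. Groups from the larger fold change were correct for 99.5% to 100% of genes in each sex at the larger spread. The fold changes simulated for these groups were larger at their median than the real ones, so this accuracy does not carry over to genes near the cutoff.

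Not analysed here were genes outside the tables, gh, prl, tshβ, pomc and sl among them, whose fold changes are used only as the paper's values from Table S2. Sequences were not examined, and no reads were mapped again.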

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

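Apart from the test on macrophage genes, the tests in this part were chosen only after the result was seen. Single libraries were looked for first. In 436 groups of 4 libraries of the genes named in the text, 25 groups (5.73%) had a highest or lowest library that stood apart from the others, where chance gives about 5%, or 21.8 groups. Of the 25, 6 were in replicate 1 of male LH cells.

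In that library lhβ (LOC100534501) had 10131 NR, against 3970.5 to 4353 in the other male LH libraries. GnRHR3 (LOC100534508) had 389.2 NR there, the uncharacterized gene LOC102076330 268.6, col5a2 (LOC100707060) 49.9 and otofb (LOC100710657) 48.3, each above the other 3 libraries. Drd4 (LOC100704531), at 149.6 NR, was below them. Over all genes with a mean of at least 20.0 NR in male LH cells, 77 of 2074 (3.71%) stood apart in replicate 1, and at most 32 in another male LH library. Without this library the lhβ log2 fold change was 8.42, and no call of these 6 genes against the negative fraction was lost. A larger share of LH cells in this library is a candidate explanation. Genes called in LH cells and called lower in FSH than in negative cells would then be lowest there, if they come from other cells. This held for 81 of 128 such genes, where chance gives 32. Their median deviation from the group mean was -0.44 on the log2 scale, against 0.29 for the other genes enriched in LH cells. GnRHR3 meets the definition of this set, with 3.53 in LH and -2.53 in FSH cells, but was highest there. The set therefore does not hold genes of other cells alone. Its genes can also vary together, so the count is not a test. The low drd4 level is not what a larger share would give. It stays open, as does any other difference between the pools of fish, and no biological explanation was tested.

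In females, FSH replicate 4 stood apart for pcsk1, with 2880.2 NR against 1151 to 1284 in the other libraries, for pcsk2, with 980.6 against 377 to 414, and for nr4a3, with 600.3 against 365 to 401. Without it the FSH log2 fold change of pcsk2 was 0.96, below the cutoff. Of the 1377 genes tested in female FSH cells 50 (3.63%) stood apart in this library, and at most 25 in another. Cells of the negative or LH fraction in it would raise the genes that are abundant in those fractions and low in FSH cells. This was tested on the 246 genes called in LH cells and called lower in FSH than in negative cells. Their summed NR in replicate 4 was 0.843 of the mean over replicates 1 to 3, which argues against such cells. Nr4a3 went the other way, as it had 2971 NR in LH, 1310 in negative and 442 in FSH libraries. A difference between the pools stays open and no biological explanation was tested. The female means of the FSH group in Table S6 leave this library out, for which the paper gives no reason.

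For the remaining genes it was another library that stood apart, and apart from female LH replicate 2 and male FSH replicate 4 (below) no technical or biological explanation was tested for these. Among negative libraries, they were female replicate 2 for esr2 (8.75 NR, others 2.74 to 3.53) and fgfr4 (LOC100692465, 14.0 NR, others 10.6 to 11.0), male replicate 1 for the delta opioid receptor (LOC100712161, 10.7 NR, others 3.02 to 3.51) and s1pr1 (39.6 NR, others 15.7 to 19.6), and male replicate 3 for otofb (LOC100710657, 21.1 NR, others 5.61 to 7.50). Otofb was called in male LH cells only without that library (1.43) or without the whole of replicate 3 (1.51), and its lower level in FSH cells lost the call without that library (-0.81). The lower level of fgfr4 in female FSH cells lost its call without negative replicate 2 (-0.98). Among LH libraries of females, replicate 2 stood apart for gabbr1 iso1 (LOC100695498, 253 NR, others 163 to 175) and gjd2 (609.9 NR, others 279 to 300.1), replicate 3 for the kcna4 gene LOC100694964 (20.0 NR, others 11.8 to 13.1) and, on the low side, eys (20.0 NR, others 37.0 to 38.0), and replicate 1 for fgfr4 (137 NR, others 87.5 to 88.3) and the uncharacterized kinase LOC102083321 (32.8 NR, others 14.3 to 16.4). The gjd2 call in female LH cells was lost without LH replicate 2 (0.76). In males, LH replicate 4 stood apart for cdh16 (22.6 NR, others 1.61 to 3.12). Among FSH libraries, female replicate 1 stood apart for gabbr1 iso3 (gabbr1, 320.3 NR, others 108 to 142), female replicate 2 for zampogna (LOC100705614, 37.1 NR, others 24.0 to 26.0), male replicate 4 for cldn5 (40.8 NR, others 15.5 to 19.7) and, on the low side and near the limit of detection, male replicate 2 for otofb (2.04 NR, others 3.60 to 3.74). The difference between LH and FSH cells of females in gabbr1 lost its call without FSH replicate 1 (-0.90), and the otofb call below the negative fraction lost it without FSH replicate 2 (-1.05).

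Of these libraries, female LH replicate 2 and male FSH replicate 4 stood apart for many genes. Over all genes with a mean of at least 20.0 NR, they did so for 42 of 1334 (3.15%) and 129 of 2059 (6.27%), against at most 19 and 20 in another library of the same group. Some genes were called in LH cells and called lower in FSH than in negative cells. A larger share of LH cells in female LH replicate 2 would leave these genes lowest there, if they come from other cells. This held for 148 of 246 (chance 61.5), but lhβ there deviated from its group mean by -0.22 on the log2 scale, so a larger share and another difference between the pools cannot be told apart. Cells of the negative or LH fraction in male FSH replicate 4 would raise the 128 genes of this kind in males. Their summed NR was 0.786 of the mean over replicates 1 to 3, which argues against them. A difference between the pools stays open for both, and no biological explanation was tested.

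The sexes differed in the fold change against the negative fraction for 167 of 1309 genes in LH cells, 163 of them with the higher value in males, and for 18 genes in FSH cells, 15 of them higher in males (adjusted p below 0.05). At an unadjusted p below 0.05 there were 378 and 227. With the sort as a block the counts were 244 and 40. Of the 35 splits of the 8 sorts into groups of 4, fitted with that block, 1 of 35, the real one, gave as many genes as were found in LH cells, and the largest other split gave 42. In FSH cells it was also 1 of 35, and the largest other split gave 1. The whole set of genes was shifted, with a median difference of 0.53 on the log2 scale in LH cells and 0.29 in FSH cells. After centring on these medians 11 genes passed in LH cells, 6 of them higher in males, and 6 in FSH cells, 3 of them higher in males. Leaving out replicate 1, 2, 3 or 4 of every group gave 69, 106, 8 and 152 genes in LH cells and 20, 11, 3 and 7 in FSH cells, so replicate 3 carries much of these counts.

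Among the genes named in the text, those with a difference between the sexes that no setting removed were foxl2 in LH cells, with 2.97 (standard error 0.43, limma BH-adjusted p = 1.51e-04), scara5 in LH cells, with 2.69 (standard error 0.43, limma BH-adjusted p = 4.42e-04), and eys in LH cells, with 2.65 (standard error 0.47, limma BH-adjusted p = 0.00150), all higher in males, and gabbr1 and col5a2 (LOC100707060) in FSH cells, with -4.85 (standard error 0.66, limma BH-adjusted p = 5.21e-05) and -4.58 (standard error 0.69, limma BH-adjusted p = 1.57e-04), both higher in females. The first 3 are not specific to LH cells. In males foxl2 had 543 NR in LH, 958 in FSH and 28.9 in negative libraries, and in females 102.5, 384 and 48.4. Col5a2 lay at or below 3 reads in all 4 negative libraries of females, so its fitted values depend on the pseudocount. In FSH cells foxl2 had 2.02 (limma BH-adjusted p = 0.0101), lost after centring and without replicate 2 or 3, scara5 2.25 (limma BH-adjusted p = 0.00299), lost without replicate 2, and col27a1b (LOC100698351) 2.47 (limma BH-adjusted p = 4.17e-04), lost without replicate 3. Col5a2 in LH cells had -3.48 (limma BH-adjusted p = 0.00390), lost without replicate 3.

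The calls of the remaining named genes in LH cells were all lost after centring, and all were higher in males. These were cga with 1.98 (limma BH-adjusted p = 0.0153), pcsk2 with 2.0 (limma BH-adjusted p = 0.0223), drd2 with 1.98 (limma BH-adjusted p = 0.0107), fgfr4 (LOC100692465) with 1.93 (limma BH-adjusted p = 0.0391), apln with 1.86 (limma BH-adjusted p = 0.0254), egr2 with 1.59 (limma BH-adjusted p = 0.0291), adgrl1 (LOC100698301) with 1.38 (limma BH-adjusted p = 0.0193), kcna4 (LOC102076326) with 1.29 (limma BH-adjusted p = 0.0338) and gabbr1 iso1 (LOC100695498) with 0.92 (limma BH-adjusted p = 0.0336). Each was also lost without replicate 3. Without replicate 2, the values of cga, apln, adgrl1, kcna4, fgfr4, pcsk2 and egr2 were 1.91, 1.55, 1.36, 1.14, 1.79, 1.88 and 1.44, and none was called. The calls of apln, adgrl1, kcna4 and egr2 were lost without replicate 1 too, that of fgfr4 without replicate 4 and with a pseudocount of 0.5, that of gabbr1 iso1 without replicates 1 and 4, and those of apln and gabbr1 iso1 with edgeR on the recovered reads.

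Some technical explanations of the differences in LH cells have values against them. FSH cells in the male LH fraction would have to make up a median of 47.8% of the FSH level to account for the 161 genes higher in males that FSH cells also express above the negative fraction, while fshb in male LH cells, above the negative fraction, was at 0.181% of its FSH level. All 161 needed more than 10 times the share of fshb. LH cells left in the female negative fraction would lower the female fold changes, but lhβ there was at 0.563% of its LH level, and at 0.278% in males. Fewer LH cells in the female LH fraction would leave more transcripts of other cells there, and the values go both ways. The paper's log2 fold changes of gh, prl(1), prl(2) and tshb in Table S2 were lower in female than in male LH cells, by a mean of -0.37, but these are hormone cells only, and the median of all 1309 genes was lower in females by 0.53. Of the genes called in LH cells, some were also called lower in FSH than in negative cells. These were 246 of 527 in females (46.7%) and 128 of 1225 in males (10.4%). Of the macrophage genes, 9 of 9 were called in female LH cells and 0 of 1 in males. The 84 genes that were called lower in FSH than in negative cells in both sexes had a median difference between the sexes of 0.21 in LH cells, with 0 past the threshold, against 0.57 for the other 1225. Other cells in the female LH fraction and a difference in LH cells themselves therefore cannot be told apart. What also stays open is a difference in how the fractions of each sex were scaled, which may account for the calls that centring removed (11 genes against 167 in LH cells after centring, and 6 against 18 in FSH cells), and a biological difference between male and female fish, which was not tested apart from it, because the sexes were sorted and normalized separately.

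In the 2 gabbr1 genes the sexes moved apart in FSH cells. The gabbr1 value was lower in males by -4.85, while that of LOC100695498 was higher in males by 0.77 (standard error 0.29, limma BH-adjusted p = 0.150), not past the threshold. Reads of one of them counted on the other are a candidate explanation, although the paper assigned uniquely mapped reads to genes, which leaves out reads that fit both equally. The summed NR of both were 472.0 ± 27.4 (SD, n = 4) in male and 436.3 ± 86.3 in female FSH cells, and their log2 fold change differed between the sexes by 0.0453 (standard error 0.256). A sum without a difference is what reads moving from one gene to the other would give, which was not examined in sequences. A fixed share of reads moved from LOC100695498 to gabbr1 would keep their ratio alike in the female fractions. Their means there were 106 and 7.59 NR in negative, 191 and 73.8 in LH and 263 and 173 in FSH cells. These values argue against a fixed share as the whole source of gabbr1 reads. A switch between these genes in FSH cells of females would give the same sum and stays open as a biological difference between the sexes, untested.

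The lists of marker genes give a signal that the paper does not discuss. Of the 50 genes on the macrophage and microglia list, 9 are in the female table and all 9 were called in LH cells, with a median log2 fold change of 2.26, or 2.08 with the gene that lies at the limit of detection in the negative fraction set to its bound. None was called in FSH cells. The most abundant were cd74, with 5599 NR in LH, 770.3 in FSH and 2063 in negative libraries, csf1r, with 352, 0 and 35.3, and LOC100693084 (c1qb), with 198, 0.290 and 33.6. Of the 9 genes 8 were above the limit of detection in the negative fraction, 4 are among the receptors the paper lists for these libraries, and no other list holds any of them. If macrophages had been sorted with LH cells in varying number, these genes would rise and fall together over the LH libraries. Their mean pairwise correlation over the 4 female LH libraries was 0.890, and 0 of 10000 random sets of 9 genes enriched in LH cells reached it (median -0.00823, highest 0.852). All 9 were lowest in replicate 2, whereas lhβ was lowest in replicate 3. So few libraries do not allow a test of a relation across them. Macrophages in the female LH fraction may thus be a source of these transcripts, as a hypothesis. The low values in replicate 2 are not specific to this list. Of the 246 female genes called in LH cells and called lower in FSH than in negative cells, 148 were lowest there too (chance 61.5). Other cells of the negative fraction are therefore not set apart from macrophages. In males 1 gene of the list, gpr34, is in the table and was not called. No biological explanation was tested.

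On the endothelium and mural list (37 genes), the male table holds 4 genes, of which s1pr1 and LOC100711438 (cdh5) were called in LH cells and cldn5 in FSH cells. The female table holds 3, with sox17 called in LH cells. The most abundant was LOC100696747 (eng) in males, with 163.6 NR in LH, 5.76 in FSH and 69.7 in negative libraries, and 1 gene in each sex is among the receptors the paper lists. For the 3 female genes the mean pairwise correlation over the LH libraries was -0.164, and 5829 of 10000 random sets reached it. With so few genes, vessel cells in the LH fraction and expression in LH cells cannot be told apart. The s1pr1 call was lost in 10 of the 12 fits that each left out a replicate or a library (range 0.92 to 1.36).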

How the results depend on the processing

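For the sharing between the sexes, the tests with log2 values, with the tree divided into 4 and with average linkage were chosen only after the result was seen, as was the centring of the sex differences. Of the results for named genes under all settings, 10208 had the same direction and side of the threshold as reported, 470 were no longer past it, 98 came past it and 104 changed sign. Of the counts and summaries 399 stayed within 1.5 times their reported value or on their side of the threshold, 62 moved, 1 lost significance and 1 changed sign. Of the medians of marker lists 152 were unmoved and 2 moved, the FSH medians of the endothelium and mural list, in males with a minimum mean of 10 NR and in females with a pseudocount of 5. Among 509 named results 392 were past the threshold, and 321 of these stayed past it in every fit that left out a replicate or a library. The log2 fold change of lhβ ranged over all settings from 8.16 to 9.26 in male and 6.81 to 7.89 in female LH cells, and that of fshβ from 8.47 to 9.33 in male and 9.73 to 10.63 in female FSH cells, past the threshold throughout. All 12 libraries of each sex fell with their own fraction under each setting tried.

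A pseudocount of 0.5, a minimum mean of 10 NR, only the groups compared in the fit, no mean-variance trend, edgeR and DESeq2 moved none of the counts they gave by more than 1.5 times. Against the 1225 male and 527 female genes called in LH cells and 1813 and 1289 in FSH cells, edgeR called 1295, 599, 1898 and 1340 (1201, 511, 1812 and 1286 of them in common) and DESeq2 1299, 600, 1904 and 1345 (1203, 512, 1811 and 1287 in common), in the same order. On named genes, edgeR removed 5 calls, added 9 and changed 4 signs, DESeq2 removed 3, added 8 and changed 4 signs, a pseudocount of 0.5 removed 6 and added 2, a pseudocount of 5 removed 20 and changed 1 sign, only the groups compared removed 4, no trend removed 3, and the minimum mean changed none of 467.

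The log2 cutoff of 2 lowered counts by its construction. In males it gave 214 genes higher and 1 lower in LH cells, 574 higher and 106 lower in FSH cells, and 232 higher in LH and 196 higher in FSH cells in the direct comparison. In females there were 78 higher and 3 lower in LH cells, 376 higher in FSH cells, and 278 higher in FSH than in LH cells. It removed 120 of 486 named results from those past the threshold. BH adjustment over all genes of Table S8 counted each gene outside the tables as having a larger p than those inside, which is the strictest bound. It gave 4 genes lower in LH cells of males (15 reported). In LH cells of females it gave 220 higher and 7 lower (527 and 21 reported). The authors' deposited table has 571 genes past both limits in female LH cells. Of 486 named results, 51 that were past the threshold no longer passed it. A pseudocount of 5 reduced the genes lower in LH cells to 5 in males and 9 in females, as it shrinks the fold changes of genes with few reads.

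With the sort as a block, the number of genes that differ between the sexes in FSH cells rose from 18 to 40, 37 of them higher in males against 15 reported. In LH cells it rose from 167 to 244, 239 of them higher in males. The block moved no other count by more than 1.5 times. Among 509 named results it removed 1 call, that of pgr below the negative fraction in female FSH cells, where no library exceeded 3 reads. It added 4, for LOC100693278 (mc5r) in male FSH cells and in LH against FSH cells, and for LOC100702751 (prlhr) and LOC100703182 (pcp4) in LH against FSH cells of males. It changed no other call.

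Centred on the median, the sex difference passed for 11 genes in LH cells, 6 of them higher in males, against 167 and 163 reported, and for 6 genes in FSH cells, 3 of them higher in males, against 18 and 15. The construction shows the cause, as a common shift is removed. It removed 10 of 23 results of named genes from those past the threshold. Across the 4 fits that each left out a replicate, the count ranged from 8 to 152 in LH cells (8 to 146 higher in males) and from 3 to 20 in FSH cells (1 to 16 higher in males). Without replicate 3, 8 genes passed in LH and 3 in FSH cells. Without replicate 1 the LH count was 69 and without replicate 2 it was 106, and the FSH count was 11 without replicate 2 and 7 without replicate 4. Fewer samples lower such counts, but the cause of the difference between replicates was not tested.

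Over the 12 fits that each left out a replicate or a library, the genes higher in LH cells ranged from 982 to 1273 in males and from 353 to 506 in females, and those in FSH cells from 1615 to 1798 and from 1156 to 1263. The genes lower in LH cells ranged from 7 (without replicate 2 or 3) to 18 in males and from 13 (without replicate 2) to 31 in females, and those lower in FSH cells from 157 to 178 and from 333 to 344. In the direct comparison 318 to 366 male and 445 to 453 female genes were higher in LH cells, and 501 to 711 and 812 to 912 in FSH cells. Of the listed receptors, 28 to 40 were called in LH cells and 33 to 35 in FSH cells of males over 4 such fits, 13 to 22 in LH cells only, 16 to 19 in FSH cells only and 15 to 18 in both. In females it was 9 to 17 in LH cells, 19 to 22 in FSH cells, 7 to 15 in LH cells only, 17 to 20 in FSH cells only and 2 in both. The low female values came without replicate 4 (9 in LH cells, 7 in LH cells only) and without replicate 2 (14 and 12), and the low male value for LH cells only (13) without replicate 2 or 3. The cause was not tested. On named genes these fits removed 247 calls, added 75 and changed 95 signs in 5924 values.

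The gene groups of the tree depended on how it was made. In males the FSH group held 1907 genes as reported, 225 with log2 values, 455 with the tree divided into 4 and 999 from the calls, and the group for both cell types 142, 1859, 1594, 814 and, with average linkage, 8. The female group for both held 0 as reported, 326 with the tree divided into 4, 71 with average linkage and 143 from the calls. Across the 4 fits that each left out a replicate, the male LH group ranged from 328 to 376 genes, the FSH group from 0 to 2028 and the group for both from 0 to 2064. Without replicate 3 these were 328, 0 and 2064, without replicate 4 they were 376, 228 and 1788, and without replicate 2 the group for both was at 0. In females the LH group ranged from 237 (without replicate 2) to 526 genes and the FSH group from 1323 to 1612, with 0 in the group for both. The simulated data showed that the tree can place female genes in the wrong group at this spread; otherwise the cause was not tested.

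The odds ratio of sharing, 4.26 for FSH against LH genes, fell below 1 with log2 values (0.486, Fisher's exact test, two-sided p = 1.63e-08) and lost significance for males when genes were matched on fold change and level (1.37, p = 0.0564). It was 1.49 with the tree divided into 4, 3.39 with average linkage, 2.01 with groups from the calls, 3.15 with the larger fold change and 6.21 for females when matched. The FSH genes shared between the sexes, 1103 as reported, were 165 with log2 values, 317 with the tree divided into 4, 539 from the calls and 490 with the larger fold change. The cause was not tested.

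Signs changed only for log2 fold changes that were not past the threshold. With edgeR and DESeq2, LOC100693278 in male LH cells had 0.17 and 0.20 (-0.12 reported), gpr37 in female LH cells 0.0294 and 0.0315 (-0.03), LOC100693617 in male LH cells 0.28 and 0.29 (-0.26, and 0.0204 with a pseudocount of 5) and cldn5 in male LH cells 0.0435 and 0.0490 (-0.44). When a replicate or a library was left out, the ranges that crossed 0 were, in male LH cells, those of LOC100534509 (-0.12 to 0.37), LOC100693278 (-0.56 to 0.30), gpr37 (-0.27 to 0.46), LOC100705106 (-0.12 to 0.53), LOC100693617 (-0.81 to 0.63), LOC109195942 (-0.60 to 0.22), LOC109195943 (-1.08 to 0.60), cdh16 (-0.16 to 1.21) and cldn5 (-1.0 to 0.10); in female LH cells, fshb (-0.0585 to 0.69), LOC100710302 (-0.23 to 0.11), gpr37 (-0.24 to 0.31), grm5 (-0.43 to 0.28), ara (-0.30 to 0.29), tyr (-0.26 to 0.73), cdh16 (-0.0871 to 0.76) and eys (-0.29 to 0.11); in male FSH cells, LOC100712161 (-1.17 to 0.19), gabbr1 (-0.86 to 0.20) and LOC100695684 (-0.64 to 0.29); and in female FSH cells, drd2 (-0.13 to 0.32), LOC100693277 (-0.74 to 0.51) and egr3 (-0.14 to 0.34). For LH against FSH cells they were those of esr2 (-0.33 to 0.55), LOC100695300 (-0.28 to 0.36), LOC100704531 (-0.42 to 0.12) and epb41 (-0.0821 to 0.23) in males and LOC100704531 (-0.66 to 0.15), gjd2 (-0.29 to 0.31), LOC100703182 (-0.43 to 0.74) and hnf4a (-0.54 to 0.0905) in females. The cause was not tested.

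The depth limits what can be seen in genes with few reads. With 69091 to 135385 reads on the tables' genes, the female negative libraries have a limit of detection of up to 5.25 NR, and female FSH replicate 3, the library with the fewest reads among FSH libraries, one of 7.21 NR. Below these levels a difference is not detectable, and folds against such groups are lower bounds.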

Differences from the paper's values

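The settings in this part had all been set before the data were examined, and no test in it was chosen after the result was seen. Of 54 log2 fold changes that the paper states, 1 differed by more than the spread between single libraries. This limit is wide, and a value within it need not match the authors' deposited table. The stated values of lhβ, of npbwr1 in LH cells and of rxfp3 passed it but differ from that table, as given below. For npbwr1 (LOC100695300) in male FSH cells the paper's value is 2.33 and the value here 1.34. With edgeR (1.46), DESeq2 (1.46), without replicate 1 (1.56), without FSH replicate 1 (1.74) and without negative replicate 4 (1.46) the gap was within the spread of 0.883 between libraries. The other alternatives did not close it. In the authors' deposited table npbwr1 has 1.46 in male FSH cells, and 2.33 is the value of drd4 (LOC100704531).

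Table S4 gives a mean of 2011.298 NR for cckr in male FSH cells as the paper's value, where the mean here was 20113 NR. Leaving out each FSH library gave 18514 to 21698 NR, so no alternative closed this gap. The paper's text gives 20112.98 NR for it.

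For the genes enriched in both cell types, the paper's number in males is 456 and the tree divided into 3 gave 142. None of the alternatives closed the gap, with 1859 genes from log2 values, 1594 from a tree divided into 4, 8 with average linkage, 814 from the limma calls and 127, 0, 2064 and 1788 without replicate 1, 2, 3 and 4. In females the paper's number is 57 and the number here 0. Average linkage gave 71, within 1.5 times the paper's number. On simulated female data with a spread near that of the libraries it placed 0 of 480 LH and 2 of 949 FSH genes correctly, as did the tree with complete linkage, so this near match shows no agreement. The gap stayed with log2 values (0), the tree divided into 4 (326), the calls (143) and leaving out any replicate (0).

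The paper's number of listed receptors enriched in both cell types of males is 6 in its text and 10 in its Table S4, against 17 by the limma calls. The paper's groups come from its clustergram and the 17 from a call in each cell type, so that they do not measure the same thing. By call the number was 15 to 18 under each alternative (pseudocounts, the block, edgeR, DESeq2 and leaving out each replicate), none of which reached 6 or 10.

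In direction and ranking, the following differed. The paper's text gives the larger lhβ fold change to females. Here it was larger in males, at 8.74 against 7.50, and in the authors' deposited table at 8.50 against 7.60. The paper places the pgr enrichment of LH cells mainly in females. Here the LH log2 fold change of pgr was larger in males by 0.74 (standard error 0.66, limma BH-adjusted p = 0.483), not past the threshold. The authors' deposited table has 3.98 for pgr in males and 3.63 in females. For rxfp3 (LOC100691599) the paper's text places the fold changes below those of npbwr1 (LOC100695300), and here they were above them, with 2.92 against 1.46 in LH and 2.54 against 1.34 in FSH cells. The authors' deposited table has 3.26 and 2.86 for rxfp3, 1.55 and 1.46 for npbwr1, and 2.14 and 2.33 for drd4 (LOC100704531).

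Some genes that the paper calls enriched did not pass here. Mc5r (LOC100693278) in male FSH cells, at 1.12, was called with the sort as a block, with edgeR (1.68), with DESeq2 (1.67) and without FSH replicate 4 (1.57). Nmbr in male LH cells, at 0.97, was called with edgeR (1.45), with DESeq2 (1.44), without replicate 1 (1.77) and without LH replicate 1 (1.85). Npffr2 in female FSH cells, at 0.90, was called with edgeR (1.04), with DESeq2 (1.05) and without FSH replicate 1 (1.05). Otofb (LOC100710657) in male LH cells, at 1.03, was called without replicate 3 (1.51) and without negative replicate 3 (1.43). Gabbr1 iso1 (LOC100695498) in female LH cells stood at 0.83, below the cutoff.

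Of receptors that the paper gives to a single cell type, grm4 (LOC100700221) and grm5, placed in FSH cells, were also called in male LH cells, with 1.29 and 1.42. The grm4 call there was lost with edgeR (1.14), with DESeq2 (1.16), with a pseudocount of 5 (0.90), without trend, with only the groups compared, with the adjustment over Table S8 and in 9 of 12 fits that left out a replicate or a library, and that of grm5 without replicate 2 (1.20) and with the adjustment over Table S8. The paper ranks a GnRH receptor directly behind cckr in FSH cells. Among the peptide receptors of its lists, GnRHR1 (LOC100534509) was 5th of 19 in males by fold change and by mean NR, and in females 4th of 9 by fold change and 3rd by mean NR. The potassium channel subunit that the paper names kcnmb2 is kcnmb4 in the deposited table.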

Other observations

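The test that matched LH to FSH genes in the groups from the tree was set before the data were examined. So were the marker lists and the groups from the calls and from the larger fold change. The other tests of explanations in this part, the regrouping of libraries included, were chosen only after the result was seen. Comparisons of 4 libraries against 4 were repeated with the libraries regrouped. Among the 8 splits that part every pair of same-numbered libraries, only 1 of 8, the real one, gave as many calls in each of the 6 comparisons within a sex, and the other splits gave 0 calls. With 8 splits the share cannot go below 0.125, so that a grouping by chance and a real difference cannot be told apart by this count. Over all 35 splits it was 1 of 35 in each comparison, with at most 1 call in another split, but the genes in the tables had been selected on the real split.

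The larger sharing of FSH genes between the sexes was tested against simpler explanations. Smaller fold changes of LH genes, which would lie nearer the cutoff, would leave similar shares after matching on fold change and level. With groups from the tree, 29.2% of LH and 71.9% of FSH genes were then shared in females (391 pairs, odds ratio 6.21), and 34.6% and 42.1% in males (335 pairs, odds ratio 1.37). With groups from the larger fold change it was the males that stayed apart, with 44.7% and 64.9% (291 pairs, odds ratio 2.29), and in females the shares were 35.8% and 40.6% (399 pairs, odds ratio 1.22). The LH share was the lower in each of these comparisons, but in neither sex was it past the threshold with both groupings. Fisher's exact test took the matched genes as unpaired. The tree also failed for females on simulated data, so smaller fold changes and a real difference in sharing cannot be told apart. The larger size of the FSH group is another explanation. Among the 1309 genes in both tables, the FSH groups shared 1.10 times the number that groups of their sizes share by chance, but groups of these sizes can share at most 1.12 times that number, so this ratio does not show whether more than size is behind the sharing. The same holds with groups from the calls (1.29, at most 1.38) and from the larger fold change (1.66, at most 1.75), and size and a real difference in sharing cannot be told apart. A biological difference between LH and FSH cells in their dependence on sex stays open, untested.

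Of the genes called in LH cells, some were also called lower in FSH than in negative cells. These were 128 of 1225 in males (10.4%) and 246 of 527 in females (46.7%). Their median LH log2 fold change was 1.50 and 1.51. Cells of the negative fraction, mixed into the LH fraction as they stand, cannot account for such genes, which lie above that fraction. A subset of these cells sorted with LH cells could. Such genes would then be lower in LH libraries with more lhβ. Over 8 LH libraries, as deviations within each sex, their median level and lhβ had r = -0.437 (one-sided exact permutation p = 0.132, 576 permutations) and Spearman's rho = -0.5 (exact permutation p = 0.0868). Without the 2 libraries farthest from the median of lhβ, r was 0.0447 over 6, so the relation rests on those libraries. Such a subset and expression in LH cells therefore cannot be told apart. For pomc and sl in LH cells the paper names contamination or expression in these cells, and its Table S2 gives them log2 fold changes of at most 0.89 in males and 0.70 in females. Of the genes above, 15 (6 in males and 9 in females) exceeded that value by more than 4 standard errors, so for the others cells that bring pomc and sl at that share and expression in LH cells cannot be told apart. Expression in LH cells stays open as a biological explanation, untested.

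The kcna4 genes LOC102076326 and LOC100694964 lie beside fshβ and were enriched in FSH cells like it. Transcripts that run on from fshβ into kcna4 would keep a fixed ratio between them. The ratio of LOC102076326 to fshβ was 0.789 in male LH cells and 0.0131 in male FSH cells, and 2.18 and 0.0105 in females, which argues against transcripts of this kind as the whole source. Shared regulation of these neighbours is a hypothesis that was not tested. Having 2 FSH genes among 7 within 100000 bases is common, as 231 of 1000 random FSH genes (23.1%) had at least as many.

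Other marker lists gave fewer genes. On the erythrocyte list (23 genes) epb41 is in the male table and was called in LH cells (1.11, with 286 NR in LH, 269.6 in FSH and 133 in negative libraries), and 0 are in the female table. On the melanotroph and corticotroph list (12 genes) 3 are in each table, pcsk1, pcsk2 and drd2. All 3 were called in LH and in FSH cells of males, and 2 in LH and 2 in FSH cells of females. The most abundant was pcsk1, with 1053 NR in LH, 2698 in FSH and 246 in negative libraries of males, and 1 of the 3 is among the receptors the paper lists. None of the 16 genes on the list of other pituitary hormones is in a table. On the folliculostellate and stem list (20 genes) cyp26a1 (LOC100695684), with 59.8 NR in LH cells, was called in male LH cells and LOC100690908 (fabp7a) in females was not. On the list of the response to dissociation (39 genes) 5 are in the male table, with 3 called in LH and 2 in FSH cells, and 6 in the female table, with 4 and 1. The most abundant was egr1, with 5333 NR in male LH, 8472 in FSH and 3928 in negative libraries. All genes of these lists were above the limit of detection in the negative fraction, and none is on another list. On the melanotroph and corticotroph list, the mean pairwise correlation over the LH libraries was -0.201 in males and 0.376 in females. Of 10000 random sets, 6940 and 2009 reached it. On the list of the response to dissociation it was -0.115 and 0.0271, reached by 7867 and 3796 sets. With so few genes and libraries, cells sorted in varying number and expression in LH cells cannot be told apart. No other explanation was tested for these lists.

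Counted over all genes with a mean of at least 20.0 NR in a fraction, the library that most often stood apart was male FSH replicate 4, for 129 of 2059 genes (6.27%), 106 of them on the high side. Male LH replicate 1 followed with 3.71%, female FSH replicate 4 with 3.63% and female LH replicate 2 with 3.15%, and no other library exceeded 2.09%.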
